# Too dim, too bright, and just right: Systems analysis of the *Chlamydomonas* diurnal program under limiting and excess light

**DOI:** 10.1093/plcell/koaf086

**Published:** 2025-04-19

**Authors:** Sunnyjoy Dupuis, Valle Ojeda, Sean D Gallaher, Samuel O Purvine, Anne G Glaesener, Raquel Ponce, Carrie D Nicora, Kent Bloodsworth, Mary S Lipton, Krishna K Niyogi, Masakazu Iwai, Sabeeha S Merchant

## Abstract

Photosynthetic organisms coordinate their metabolism and growth with diurnal light, which can range in intensity from limiting to excessive. Little is known about how light intensity impacts the diurnal program in *Chlamydomonas reinhardtii*, or how diurnal rhythms in gene expression and metabolism shape photoprotective responses at different times of day. To address these questions, we performed a systems analysis of synchronized *Chlamydomonas* populations acclimated to low, moderate, and high diurnal light. Transcriptomic and proteomic data revealed that the *Chlamydomonas* rhythmic gene expression program is resilient to limiting and excess light: genome-wide, waves of transcripts, and proteins peak at the same times in populations acclimated to stressful light intensities as in populations acclimated to moderate light. Yet, diurnal photoacclimation gives rise to hundreds of gene expression changes, even at night. Time course measurements of photosynthetic efficiency and pigments responsive to excess light showed that high light-acclimated cells partially overcome photodamage in the latter half of the day prior to cell division. Although gene expression and photodamage are dynamic over the diurnal cycle, *Chlamydomonas* populations acclimated to low and high diurnal light maintain altered photosystem abundance, thylakoid architecture, and non-photochemical quenching capacity through the night phase. This suggests that cells remember or anticipate the light intensities that they have typically encountered during the day. The integrated data constitute an excellent resource for understanding photoacclimation in eukaryotes under environmentally relevant conditions.

## Introduction

Photosynthetic organisms have evolved under a highly dynamic light environment, where the intensity of solar irradiance varies over several orders of magnitude each day (Long et al. 2022). The periodic availability of sunlight over diurnal cycles restricts photosynthetic activity to the daytime, yielding daily rhythms in cellular growth and metabolic activity (Dodd et al. 2005; Oravec and Greenham 2022; Gendron and Staiger 2023). Over each day period, incident light intensity can range from limiting to excess. Under excess light, the rate of light absorption exceeds the rate of photosynthetic electron transfer, leading to production of reactive chemical species that can cause photooxidative damage. Accordingly, these organisms have evolved sophisticated mechanisms to sense light intensity, adjust light-harvesting capacities, dissipate excess absorbed energy, and repair photodamage (Croce and van Amerongen 2020; Bassi and Dall’Osto 2021; Iwai et al. 2024). In photosynthetic eukaryotes, these mechanisms are coordinated across cellular compartments through retrograde signaling from the chloroplast and mitochondria to the nucleus (Chan et al. 2016).

The unicellular, eukaryotic green alga *Chlamydomonas reinhardtii* (*Chlamydomonas* hereafter) is a classic model organism for studying photosynthesis and its regulation (Dupuis and Merchant 2023). As a unicellular organism, it avoids the tissue- and developmental-stage-specific heterogeneities that complicate studies in land plants are avoided. Yet, having a shared evolutionary history with land plants, *Chlamydomonas* harbors conserved photosynthetic machinery, regulatory pathways, and photoprotective mechanisms. When the amount of light absorbed by chlorophyll (Chl) exceeds the capacity for photochemical quenching by charge separation, non-photochemical quenching (NPQ) mechanisms are induced that dissipate energy as heat. These mechanisms operate over both short and long timescales (Erickson et al. 2015; Iwai et al. 2023). The most rapidly reversible NPQ, called energy-dependent quenching or qE, is performed by energy-dissipative light-harvesting complex (LHC) proteins (e.g. LHCSRs) that accumulate in thylakoid membranes alongside the photosynthetic apparatus in high light (HL) (Peers et al. 2009; Allorent et al. 2016; Petroutsos et al. 2016; Redekop et al. 2022; Ruiz-Sola et al. 2023). In addition, a slowly reversible NPQ, called zeaxanthin-dependent quenching or qZ, occurs when high rates of linear electron transfer from photosystem II (PSII) to photosystem I (PSI) increase the proton gradient across the thylakoid membrane (ΔpH), activating violaxanthin de-epoxidase (CVDE1) which converts violaxanthin (Vio) to zeaxanthin (Zea), an energy-dissipative carotenoid (Niyogi et al. 1997; Li et al. 2016; Troiano et al. 2021). Another slowly reversible NPQ, called state-transition-dependent quenching or qT, occurs when the high reduction state of the plastoquinone pool activates the STT7 kinase, which phosphorylates the LHC proteins of PSII (LHCII) (Depège et al. 2003). Phosphorylated LHCII trimers associate with PSI in State 2, thereby redistributing excitation energy between the photosystems (Allen et al. 1981; Depège et al. 2003). Upon prolonged HL exposure, photoinhibition itself can cause quenching in the PSII reaction center, known as qI, the most slowly reversible NPQ mechanism (Nawrocki et al. 2021).

In addition to NPQ, *Chlamydomonas* can acclimate to prolonged HL by decreasing Chl content and antenna size to reduce the excitation energy pressure on the photosystems, a process termed photoacclimation (Neale and Melis 1986; Anderson et al. 1988, 1995; Falkowski and LaRoche 1991; Durnford and Falkowski 1997; Shapira et al. 1997; Huner et al. 1998; Teramoto et al. 2002; Durnford et al. 2003; Arend et al. 2023). Most studies on photoacclimation in *Chlamydomonas* have used cultures maintained in continuous light to maximize growth rate or cultures shifted from one continuous light intensity to another (Neale and Melis 1986; Shapira et al. 1997; Teramoto et al. 2002; Durnford et al. 2003; Im et al. 2003; Petroutsos et al. 2011; Bonente et al. 2012; Mettler et al. 2014; Polukhina et al. 2016; Meagher et al. 2021; Redekop et al. 2022). However, in natural environments, photoacclimation occurs in the context of the diurnal light cycle, over which gene expression, metabolism, and physiology are coordinated with the time of day. Cell growth (G1 phase of the cell cycle) is restricted to the light phase. After a full day of growth, *Chlamydomonas* cells replicate their genomes (S phase) and undergo mitotic divisions (M phase) to produce daughter cells of equal sizes (Umen and Liu 2023). As a result, *Chlamydomonas* populations synchronize when grown under repeated diurnal cycles in the laboratory.

With millions of cells each at the same stage of the cell cycle, synchronous populations produce high signal-to-noise for measuring changes in gene expression and metabolism that would be obscured in batch cultures. Synchronous *Chlamydomonas* populations have been a workhorse for studying the cell cycle (Cross and Umen 2015). They have also revealed that metabolic pathways and the biogenesis of various cellular structures (e.g. photosynthetic and respiratory complexes, cilia, ribosomes) are segregated to specific times of day to optimize resource allocation over the diurnal cycle. Our previous work on synchronous populations grown under moderate diurnal light (ML) revealed that this diurnal program is achieved through rhythmic accumulation of ∼85% of nuclear and organellar transcripts (Strenkert et al. 2019). Interestingly, *LHCSRs* were among these rhythmically expressed genes, even at low light (LL), suggesting that the photoprotective mechanisms that *Chlamydomonas* engages could also be dynamic over the diurnal cycle. Only a few studies to date have explored this hypothesis. Nawrocki et al. (2020) found that under sinusoidal HL illumination, NPQ capacity remained high over time, which was attributed to the maintenance of LHCSR proteins during light and dark phases (Nawrocki et al. 2020). Using a similar sinusoidal light regime, van den Berg and Croce (2022) found that carotenoid composition varied significantly over the diurnal cycle in *Chlamydomonas* (van den Berg and Croce 2022).

Apart from these findings, it is largely unclear how diurnal rhythms in gene expression and metabolism influence photoprotection, and conversely, how the intensity of light may impact *Chlamydomonas*' diurnal program. As diurnal illumination is a fundamental characteristic of our planet, addressing these questions is critical to our understanding of photosynthetic organisms, their capacity to acclimate to changing environments, and our ability to engineer them for improved productivity. In previous work, we documented the diurnal program under 200 µmol photons m^−2^ s^−1^ of photosynthetically active radiation (light that is absorbed by Chl) (Strenkert et al. 2019). Now, we ask how that program is affected by lower energy input (LL, 50 µmol photons m^−2^ s^−1^), which limits growth, or very high energy input (HL, 1,000 µmol photons m^−2^ s^−1^), which may damage the photosynthetic apparatus. We also determine how the diurnal program shapes the response to light stress at different times of day and night. We present a comprehensive view of gene expression, photosynthesis, metabolism, and chloroplast morphology at five timepoints across the day and night that integrates transcriptomics, proteomics, lipidomics, pigments, bioimaging, and biophysical data. We find that diurnal rhythms in gene expression are resilient to limiting and excess light, but that diurnal photoacclimation gives rise to hundreds of gene expression changes, even at night. In addition, we show that HL-acclimated cells recover their photosynthetic efficiency and reduce their Zea content in the latter half of the day even when light intensity remains high. Although gene expression and photodamage are highly dynamic, we find that the acclimated populations maintain altered thylakoid architecture and photosystem abundance into the night phase. Retention of acclimatory phenotypes through the night may allow *Chlamydomonas* to prepare for the light intensities that it typically encounters during the day.

## Results

### The *Chlamydomonas* cell cycle is coordinated with the time of day even under challenging light intensities

To understand how the quantity of photosynthetically active radiation influences the *Chlamydomonas* diurnal program, we acclimated synchronous populations to day–night cycles of one of three light intensities and then performed analytical measurements over a diurnal cycle time course. We used culture conditions previously established to maximize population synchrony (Strenkert et al. 2019). Cells were grown photoautotrophically on air levels of CO_2_ in turbidostat photobioreactors with red and blue LEDs (representing peaks of Chl absorption) under 12-h-light/12-h-dark cycles of warm days (28 °C) and cool nights (18 °C) as previously described, but the quantity of light each day was set to either LL, ML, or HL (∼50, ∼200, or ∼1,000 µmol photons m^−2^ s^−1^, respectively). The ML condition, which produces an exquisite level of synchrony in which cells divide once per diurnal cycle upon nightfall, has been studied extensively and served as our control (Strenkert et al. 2019). Populations were maintained in these conditions for >2 weeks prior to each experiment. Since the LL condition limited growth, these populations were first synchronized in diurnal ML for 1 week and then acclimated to diurnal LL for >1 week. We assayed physiology and gene expression of the acclimated populations at five timepoints, numbered relative to the dark-to-light transition: two hours before the light phase (−2), two, six, and ten hours into the light phase (+2, +6, +10), and two hours into the dark phase, which is ten hours before the next light phase (−10) (Fig. 1A). Thus, with three photoacclimated populations and five timepoints, we compared a total of 15 cellular states (Fig. 1B).

**Figure 1.**
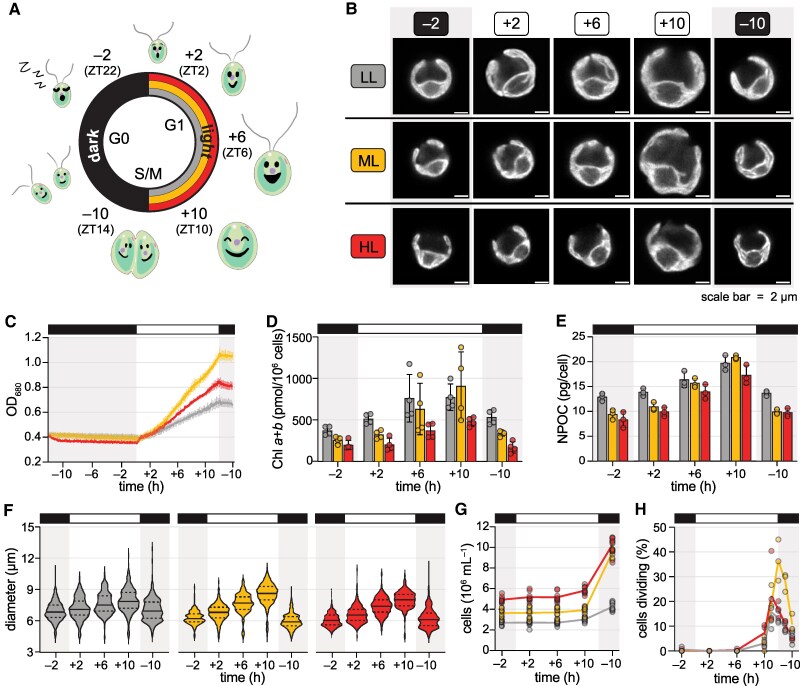
The *Chlamydomonas* cell cycle is coordinated with the time of day even under challenging light intensities. Growth of *Chlamydomonas* populations acclimated to diurnal low light (LL, grey), moderate light (ML, yellow), and high light (HL, red). **A)** Schematic of *Chlamydomonas* populations synchronized under 12-h-dark/12-h-light cycles of LL (grey), ML (yellow), and HL (red). Timepoints are numbered relative to the dark-to-light transition, and the corresponding Zeitgeber Time (ZT) is shown in parentheses. **B)** Representative live-cell Chl fluorescence images of the 15 cellular states assayed in this study: three photoacclimated populations (LL-acclimated, ML-acclimated, and HL-acclimated, rows) at five timepoints across the diurnal cycle (−2, +2, +6, +10, −10, columns). **C)** Optical density (OD_680_) of each culture was set to 0.4 at the beginning of the dark phase and continuously monitored over the 26 h experiments. Data are represented as the mean of at least 9 experimental replicates (*n* ≥ 9) with error bars representing the standard deviation from the mean. **D)** Cellular Chl content for 4 experimental replicates (*n* = 4). Error bars represent the standard deviation from the mean. **E)** Cellular organic carbon content, estimated as nonpurgeable organic carbon (NPOC) (*n* = 3). Error bars represent the standard deviation from the mean. **F)** Cell diameter measured by microscopy for 100 cells from each of three experimental replicates (*n* = 300); solid lines represent the median and dashed lines the quartiles. **G)** Cell density measured by a particle counter for 9 experimental replicates (*n* = 9). **H)** Approximate percent of cells dividing in the population at each time, as estimated by microscopy for three experimental replicates (*n* = 3). See also Supplementary Data Sets 8 and 9.

The acclimation conditions yielded excellent reproducibility of culture growth across independent replicate experiments performed months apart (Fig. 1C, mean relative standard deviation = 4.14%). Regardless of light intensity, growth was restricted to the light phase. The LL-acclimated population grew the most slowly and reached the lowest final density (Tukey's Honestly Significant Difference (HSD) tests, *p-adj.* < 0.0005), indicating that light energy input limits growth in LL. The HL-acclimated population also reached a lower density than the ML population did (Tukey's HSD test, *p-adj.* = 1.06 × 10^–11^), indicating that this light intensity is also suboptimal, most likely as a consequence of photoinhibition. As expected, LL-acclimated cells often had more Chl compared to HL-acclimated cells (Fig. 1D). Interestingly, this difference was maintained even after 10 h of dark (−2) (Games-Howell test, *p-adj.* = 0.002).

LL-acclimated cells also had a higher organic carbon content than did the ML and HL populations at the −2, +2, and −10 timepoints (Fig. 1E, Tukey's HSD tests, *p-adj.* < 0.05). This reflected a significant increase in the average size of LL cells at these timepoints (Fig. 1F, Dunn's tests, *p-adj* < 0.0005). Cell division was coordinated with the light-to-dark transition in all three populations: large cells began dividing at the end of the day, resulting in a decrease in cell diameter and a concomitant increase in cell density (Fig. 1, F to H). The number of cells in the ML and HL populations increased over two-fold on average, whereas the LL population did not quite double (mean fold-change = 1.58) (Fig. 1G). Thus, not all cells in the LL population passed the commitment point of the cell cycle each day, leaving more cells with large diameters. Nevertheless, for the cells that did divide, the division occurred synchronously during the light-to-dark transition (Fig. 1H), enabling greater signal-to-noise for measurements of gene expression and physiology relative to asynchronous populations grown under continuous light.

### The rhythmic diurnal gene expression program is maintained under diurnal LL and HL

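RNA was sequenced from the LL, ML, and HL populations, which were acclimated to 50, 200, and 1000 µmol photons m-2 s-1 with a photoperiod of 12 h, at 28 °C in the light and 18 °C in the dark. Each population was sampled at 5 timepoints (−2, +2, +6, +10, and −10 h relative to the start of the light period) in 3 experimental replicates, which gives 45 libraries in 15 groups. The authors selected poly(A) RNA, aligned the reads with STAR, and used cuffdiff with strand-specific counting to obtain FPKM values. Their deposited table holds 1 FPKM value per gene and library, and 4326 of the genes carry a symbol. Read counts are not part of that table, so the depth was estimated from the values themselves. Low FPKM values rise in steps that correspond to single fragments, and 79.8% of the 10460 low values examined, from 468 genes, were whole multiples of such a step. The depth of each library relative to ML replicate 1 at the −2 timepoint followed from these steps. Replicate 1 of the LL population at the −2 timepoint had the lowest relative depth, 0.168, and the other libraries lay between 0.582 and 1.36, with a median of 0.955 over all libraries. At −2, +2, +6, +10, and −10, the median relative depth of the 3 libraries was 0.853, 0.666, 0.857, 1.04, and 1.00 in the LL population. The corresponding medians were 0.955, 0.743, 0.765, 1.32, and 0.979 in the ML population and 1.04, 0.827, 0.999, 0.990, and 0.971 in the HL population. Between 13849 and 15802 genes had an FPKM above 0 in a library, the fewest in LL replicate 1 at −2. The 10 genes with the highest values held between 7.09% and 13.1% of the FPKM of a library. Because FPKM values are not counts, populations were compared with limma on log2(FPKM + 1), in 1 model over all 45 libraries, for the 14602 genes with an FPKM of at least 1 in at least 3 libraries. The pseudocount of 1 makes log2 fold changes of mRNAs with low FPKM smaller than those of the FPKM values themselves. An mRNA was counted as significantly increased or decreased when its absolute log2 fold change was above 1 and its Benjamini-Hochberg adjusted p was below a threshold of 0.01, the thresholds in the Methods. The 3 replicates of each group are the only replication behind every comparison. Fragments from near-identical genes, such as *LHCBM2* and *LHCBM7* or *LHCSR3A* and *LHCSR3B*, could have been divided between the copies, so the values of single members of such pairs are uncertain.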

To understand how acclimation to different light intensities impacts *Chlamydomonas*' rhythmic gene expression program, we performed RNA-Seq and tandem mass tag (TMT) proteomics (Supplementary Data Sets 1 and 2). We detected 16,735 nucleus-encoded mRNAs (95%) (Supplementary Fig. S1A), 10,011 nucleus-encoded proteins (56.9%), 59 chloroplast-encoded proteins (81.9%), and 5 mitochondria-encoded proteins (62.5%) (Supplementary Fig. S1B). 

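An FPKM above 0 in at least 1 of the libraries was found for 16735 mRNAs, 95.0% of the genes in the table, and 874 genes were listed at 0 throughout. An FPKM above 0 in all 45 libraries was found for 12976 mRNAs (73.7%). The count depended on the minimum: 16244 mRNAs (92.2%) reached an FPKM of 0.1 in at least 1 library, and 14929 (84.8%) reached an FPKM of 1. A value of 0 means that no fragment was assigned at the depth of that library, not that the mRNA was absent.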

Genome-wide, mRNA and protein abundances appeared to oscillate with a 24 h period over the diurnal cycle, and light intensity seemed to have little effect on the timing of accumulation. 

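The variation of the 14602 mRNAs that passed the minimum was divided into sums of squares on log2(FPKM + 1). Timepoint held 86.2% of the total, light intensity 3.13%, their interaction 6.49%, and the spread between replicates 4.20%. The share of light intensity moved most on FPKM without a logarithm, where it was 9.10%, with 82.6% for timepoint. Each of the 9 cultures, a population and replicate number followed over the 5 timepoints, was then reassigned to 3 groups of 3. Of the 280 possible groupings, only the real one gave a light share as large (one-sided exact permutation test, p = 0.00357, the smallest p this design allows). Along the first principal component of the FPKM values, timepoint explained 81.8% of the variance and light intensity 12.4%, and along the second timepoint explained 94.3%. On log2(FPKM + 1), timepoint explained 98.9% of the first component and 97.0% of the second.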

Principal component analysis (PCA) of the RNA-Seq data confirmed that most of the variation in the transcriptome is explained by time of day, rather than by light intensity (Fig. 2A). It also confirmed tight reproducibility across experimental replicates collected weeks apart, as is demonstrated by the high pairwise Pearson correlation coefficients (*r*) between replicates of each of the 15 cellular states (Supplementary Fig. S2A, *r* ≥ 0.98). 

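Pearson's *r* was computed on FPKM between each pair of the 3 libraries of a group, over the mRNAs above 0 in both libraries, which gives 45 pairs. The lowest *r* was 0.980, between ML replicates 2 and 3 at the +10 timepoint, and the median was 0.998. Each *r* is a correlation across genes, which are not independent replicates, and the most abundant mRNAs weigh most in it. On ranks the values moved most: Spearman's rho had a median of 0.987 and a lowest value of 0.934.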

Experimental replicates of the proteome were also highly correlated (pairwise *r* > 0.91), despite having been run in three randomized sample plexes which, expectedly, had a large influence on protein detection (Supplementary Figs. S2, A and B). PCA of the proteomics data in each of the three sample plexes and in the averaged data showed that time of day also drives the variation in protein abundances (Fig. 2B and Supplementary Figs. S2, C to E). 

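PCA of the centred, unscaled FPKM values used 15062 mRNAs after the 10% with the lowest variance had been left out. PC1 held 49.5% of the variance and PC2 35.4%, which is 84.9% together. In the ML population the libraries moved around the plane of PC1 and PC2 over the day. From a PC1 position of −4011 ± 262 (SD, n = 3 libraries) and a PC2 position of −8769 ± 322 at −2, they went to 12995 ± 569.6 and −8442 ± 836 at +2. At +6 the positions were 12236 ± 2252 on PC1 and 14848 ± 435 on PC2, and at +10 they were −10141 ± 901 and 10733 ± 133. At −10 they were −12677 ± 1605 and −1932 ± 1302. The LL population at +2 lay at 18204 ± 224 on PC1 and the HL population at 4804 ± 1682, so the populations differed along PC1 by more than the replicate spread at that time. The 2 components held least when each mRNA was scaled to unit variance, 58.1% together.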

For both the transcriptome and the proteome, the gene expression data are positioned into a clock-like pattern by the first two principal components, which together make up 81% of the variation in mRNA abundances and 59% of the variation in protein abundances.

**Figure 2.**
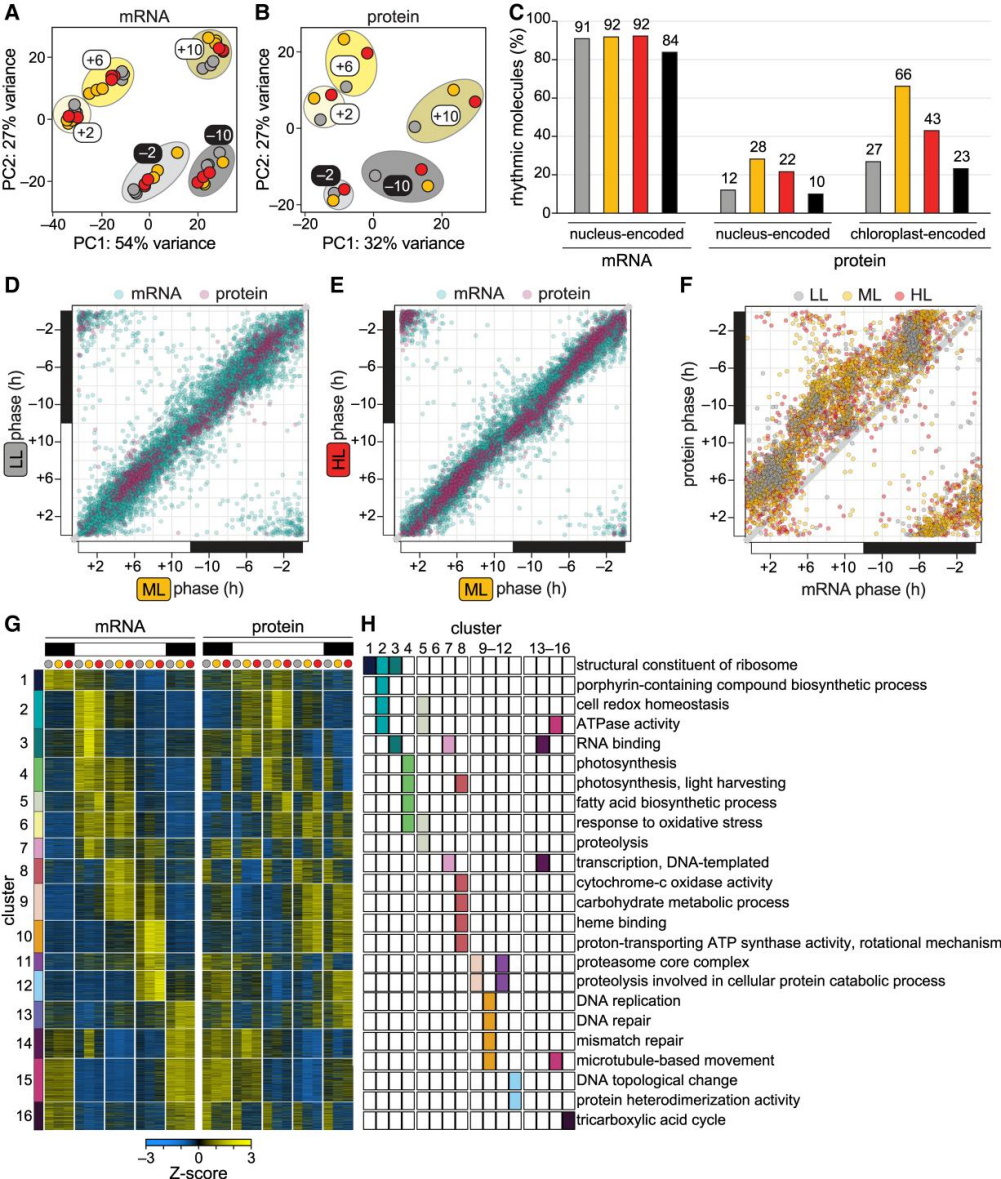
The rhythmic diurnal gene expression program is maintained under diurnal LL and HL. Gene expression in *Chlamydomonas* populations acclimated to diurnal low light (LL, grey), moderate light (ML, yellow), and high light (HL, red). **A)** PCA of mRNA abundances (FPKMs) genome-wide in three experimental replicates (*n* = 3); ellipses demonstrate grouping by time of day. **B)** PCA of mean protein abundances (MASIC values) genome-wide across three experimental replicates (*n* = 3); ellipses demonstrate grouping by time of day. See Methods section for more details. **C)** Proportion of detected molecules (nucleus- and chloroplast-encoded mRNAs and proteins) that exhibit a significant diurnal rhythm in abundance in diurnal LL (grey), ML (yellow) and HL (red) and in all three light intensities (black). Rhythmicity was assessed with a Cosinor algorithm in the R package *DiscoRhythm*. Expression patterns that matched an oscillation with a 24 h period with a *q*-value < 0.05 were defined as a significant diurnal rhythm. See Methods section for more details. No significant diurnal rhythms were detected for the 5 mitochondria-encoded proteins captured by TMT proteomics. **D)** Correlation between the phase of rhythmic gene expression (the time at which abundance peaks) in populations acclimated to diurnal LL and ML for mRNAs (blue) and proteins (purple) that had a significant diurnal rhythm in both photoacclimated populations (*q* < 0.05). **E)** Correlation between the phase of rhythmic gene expression in populations acclimated to diurnal HL and ML for mRNAs (blue) and proteins (purple) that had a significant diurnal rhythm in both photoacclimated populations (*q* < 0.05). **F)** Correlation between the phase of expression for mRNAs and their cognate proteins that had a significant diurnal rhythm (*q* < 0.05) in populations acclimated to LL, ML, and HL; grey line represents a 1:1 correlation. **G)** mRNA and protein levels for 9,821 genes grouped into 16 clusters by *k*-means clustering of their normalized expression patterns. Normalized values are the Z-score of the mean mRNA abundance (FPKM) and the Z-score of the mean protein abundance (MASIC value) of three experimental replicates (*n* = 3). **H)** Selected GO terms significantly enriched in the 16 clusters in Fig. 2G (*p-adj*. < 0.05). The number of genes, gene ratio, and *p-adj*. of enrichment are viewable in Supplementary Fig. S3. The full list of enriched GO terms is available as Supplementary Data Set 4. See also Supplementary Figs. S1 to S3, and Supplementary Data Sets 2 to 4.

Next, we used the R package *DiscoRhythm* to test for rhythmicity in the gene expression data (Carlucci et al. 2020). We employed *DiscoRhythm's* cosinor algorithm to determine which genes were expressed with a significant diurnal periodicity (24-h period, *q* < 0.05) in the three populations and to estimate the phase of these rhythms (the time at which expression peaks) (Cornelissen 2014; Carlucci et al. 2020) (Supplementary Data Set 3). We found that roughly 91% of nucleus-encoded transcripts exhibited a significant diurnal oscillation in the populations, whereas significant diurnal rhythms were only detected for 12% to 28% of nucleus-encoded proteins and 27% to 66% of chloroplast-encoded proteins depending on the diurnal light intensity (Fig. 2C, *q* < 0.05). 

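A cosinor curve with a period of 24 h was fitted to the FPKM values of the 15 libraries of each population, for mRNAs above 0 in all 15. Each library entered once, and the F test of the curve against a constant was adjusted by the Benjamini-Hochberg method within a population. At a *q* threshold of 0.05, 10224 of 13397 mRNAs (76.3%) were rhythmic in the LL population, 10154 of 13932 (72.9%) in the ML population, and 10677 of 14064 (75.9%) in the HL population. Of the 12976 mRNAs tested in all 3 populations, 7965 (61.4%) were rhythmic in each. The shares moved up most with a limma F test for any difference between timepoints, to 93.6%, 97.3%, and 97.2%. They moved down most when single replicates were left out, to as low as 50.3%, 45.1%, and 49.3%, with only 10 libraries per population. At *q* below 0.01 they were 58.4%, 54.2%, and 57.7%. When every library was counted a second time, the double-plotted form described in the Methods, the shares were 90.8%, 91.8%, and 92.2%, and 83.8% of mRNAs were rhythmic in all 3 populations.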

A similar study that instead used data-independent acquisition proteomics in the marine alga *Ostreococcus* also found decreased rhythmicity of the proteome relative to the transcriptome over diurnal cycles: 80% of transcripts and 55% of proteins exhibited a diurnal rhythm (Romero-Losada et al. 2025). As both *k*-means clustering and PCA suggested that a large proportion of the *Chlamydomonas* proteome was rhythmically expressed (Supplementary Figs. S1B and S2, C to E), *DiscoRhythm* may underestimate rhythmicity in TMT proteomics data due to the compressed dynamic range.

For rhythmic mRNAs and proteins alike, the phase of expression in the LL and HL populations correlated well with the phase in the ML control population (Fig. 2, D and E, majority of points fall near the 1:1 line). Thus, the timing of gene expression is largely maintained regardless of the intensity of diurnal light in *Chlamydomonas*, demonstrating that the alga's diurnal program is robust and resilient to limiting and excess light. 

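The acrophase of the cosinor curve was compared for mRNAs rhythmic in both populations of a pair. Across 8536 mRNAs, the LL phase differed from the ML phase by a median of −0.180 h and a median absolute difference of 0.598 h, and 90.3% of the mRNAs lay within 2 h of each other. Across 9105 mRNAs, the median difference between HL and ML was −0.276 h, with a median absolute difference of 0.501 h and 95.1% within 2 h. The circular correlation across genes was 0.869 for LL and 0.881 for HL. Genes are not independent replicates, so no p was computed. The LL correlation depended most on which mRNAs were included: it was 0.634 for the 11309 mRNAs rhythmic with every library counted a second time, and 0.926 for the 5579 with a mean FPKM of at least 5. Of the 11309, 84.5% lay within 2 h. In HL the second counting raised the correlation to 0.906, while the share within 2 h fell to 91.4%. The correlation is centred on the mean phase, which is poorly defined when phases spread over the whole day, as here. It is thus an uncertain measure of phase agreement.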

As predicted by the central dogma of biology (DNA to RNA to protein), we found that the phase for rhythmically expressed proteins often fell 2-to-8 h after the phase for the cognate mRNA (Fig. 2F).

Both mRNA and protein products were detected from 9,821 genes, and these genes were grouped into clusters based on their expression patterns (Fig. 2G). Of the 16 clusters, 14 were significantly enriched for gene ontology (GO) terms (hypergeometric tests, *p-adj.* < 0.05), revealing that the expression of genes encoding related functions was gated to specific times of day as reported previously (Zones et al. 2015; Strenkert et al. 2019) and hinting at light-responsive changes in cellular physiology (Fig. 2H and Supplementary Fig. S3, Supplementary Data Set 4). For example, Cluster 4 genes—enriched for “photosynthesis, light harvesting,” “fatty acid biosynthesis,” and “response to oxidative stress” terms—peaked in mRNA abundances early and midday (+2 and +6), and the corresponding proteins were more abundant in the LL population at all timepoints. 

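For the 57 genes that the supplementary data used here list in Cluster 4, mean FPKM values were turned into Z-scores over the 15 groups, as in Fig. 2G. The genes listed for the clusters are only a small part of those that the paper clustered. Their values need not hold for a whole cluster. The mean Z-score was highest at +2 in each population, at 1.31 ± 0.680 (SD over genes, n = 57 genes) in LL, 1.40 ± 0.787 in ML, and 1.11 ± 0.759 in HL. At +6 it was 0.427 ± 0.691, 0.654 ± 0.691, and 0.266 ± 0.541, respectively, and at +10 it was below 0 in all 3 populations.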

Cluster 5 mRNAs accumulated similarly to those in Cluster 4, but proteins in this cluster were instead more abundant in the HL population, especially at midday (+6). This cluster was also significantly enriched with “response to oxidative stress” in addition to proteolysis-related terms, suggesting that the HL population may experience photooxidative damage at midday. 

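The 31 listed genes of Cluster 5 had their highest mean Z-score at +2 in the LL population, 0.594 ± 0.455 (SD over genes), and in the HL population, 1.59 ± 0.707. In the ML population the mean Z-scores at +2, 0.930 ± 0.796, and at +6, 0.939 ± 0.713, were close, and their difference was not tested. The ML peak fell at +2 when the median over genes replaced the mean.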

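The supplementary data used here list 41 genes in Cluster 10, again only a part of those that the paper clustered. Their mean Z-score at +10 was 2.06 ± 0.542 (SD over genes) in the ML population, 2.02 ± 0.355 in the HL population, and 0.814 ± 0.328 in the LL population. At each of the other timepoints it was below 0 in all 3 populations.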

Cluster 10, enriched for DNA replication and repair terms, was most highly expressed at the end of the day (+10) when the cells were in S and M phase of the cell cycle. 

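At +10, the mean log2(FPKM + 1) of the 41 Cluster 10 genes was 3.41 ± 0.15 (SD, n = 3 libraries) in the LL population and 4.02 ± 0.03 in the ML population, a difference of −0.61. All 3 LL libraries lay below all 3 ML libraries (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow), and 97.6% of the genes were lower in LL. With the median over genes the difference was −0.45. In the HL population the level was 3.99 ± 0.01, and its difference from ML of −0.03 (p = 0.2 in the same exact test) changed sign with the median over genes, to 0.03.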

The magnitude of expression of these genes was reduced in the LL population, in line with the observation that fewer LL cells divided upon nightfall (Fig. 1, G and H).

Taken together, our results reveal that the *Chlamydomonas* diurnal program is robust and resilient to light stress and limitation. Waves of gene expression peak at the same times of day to gate metabolic pathways and cellular processes to particular phases of the diurnal cycle, even in the face of stress.

### Hundreds of genes are differentially expressed in populations acclimated to diurnal LL and HL, even during the night

Although the diurnal program was largely maintained, light intensity did alter the expression of many genes (Fig. 2 and Supplementary Fig. S1). Therefore, we performed differential expression analysis on the full *Chlamydomonas* transcriptome and proteome at each timepoint (Supplementary Data Set 5). 

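At the −2 timepoint, 236 mRNAs were significantly increased and 194 decreased in the LL population relative to ML, and 34 were increased and 40 decreased in the HL population (limma with Benjamini-Hochberg adjustment, 14602 mRNAs tested in each of 10 comparisons). These counts depended strongly on the alternative. The LL decreases were 29 with −2 modelled alone and 522 with a pseudocount of 0.1, and HL had 4 increases and 1 decrease without replicate 2. The LL libraries at −2 include replicate 1 with its relative depth of 0.168. In a fit chosen after this depth had been seen, without that library, 299 of the 430 LL changes at −2 were still called. At +6, 287 mRNAs were increased and 280 decreased in LL, and 200 were increased and 94 decreased in HL. At −10, 416 were increased and 292 decreased in LL, and 114 were increased and 43 decreased in HL. Of all tested mRNAs, the share without overlap between the 3 libraries of the population and the 3 ML libraries was between 21.8% (HL at −2) and 55.8% (LL at +10), against 10% by chance. At −2, 35 of the 40 HL decreases were also LL decreases, and 2 of the 34 HL increases were also LL increases. Both comparisons use the same 3 ML libraries, so a deviation of these libraries could give shared calls. The overlap expected from that was not computed.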

Hundreds of genes were differentially expressed relative to the ML control population at both the mRNA and protein levels, even at the −2 timepoint when all three populations had been in the dark for 10 h (Fig. 3, A and B). Thus, acclimation to different intensities of diurnal light influences *Chlamydomonas*' biology in both the daytime and the nighttime.

**Figure 3.**
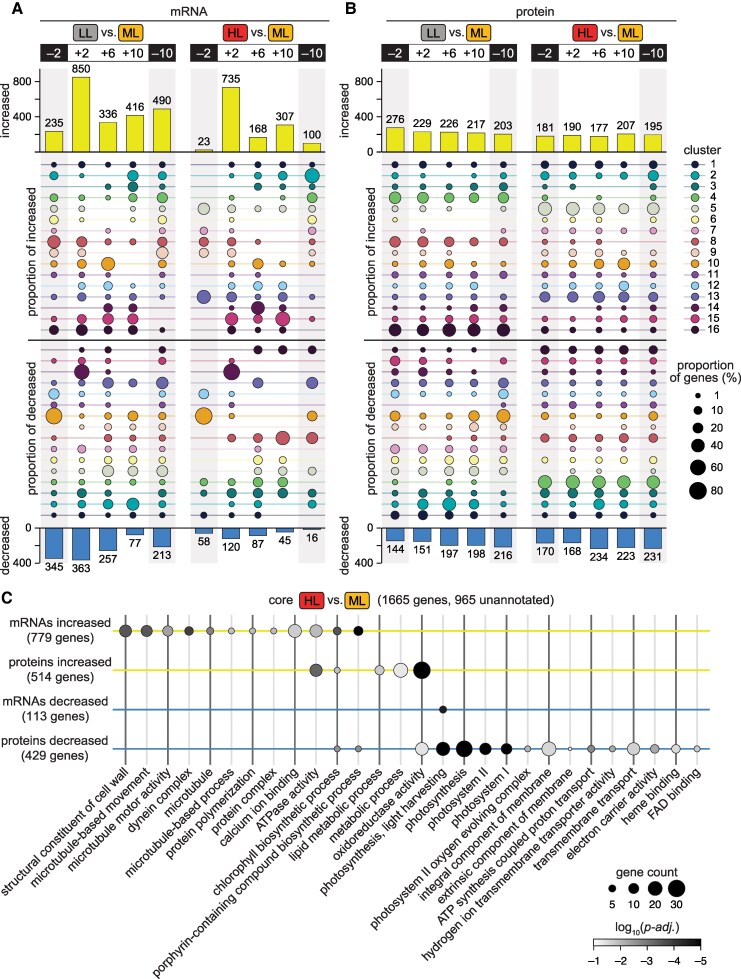
Hundreds of genes are differentially expressed in populations acclimated to diurnal low light (LL) and high light (HL) at all timepoints, and comparison reveals HL-specific changes related to motility and metabolism. **A)** The number of mRNAs significantly increased (top) and decreased (bottom) in abundance compared to the control population (ML, moderate light-acclimated) at each timepoint, and the proportion of those mRNAs that belong to each cluster in Fig. 2G (relative to those that belong to any cluster) represented as dot size (center); the key at right is scaled by the proportion of total genes in each cluster for comparison. See Methods for details about differential expression analysis. **B)** Significant differences in protein abundance represented as in **(A)**. **C)** GO term enrichment in the “core HL-responsive” gene expression changes. Core HL-responsive mRNAs and proteins are defined as either significantly increased in HL and unchanged or decreased in LL (top two rows, yellow), or significantly decreased in HL and unchanged or increased in LL (bottom two rows, blue). Dot size indicates the number of genes in each list represented by the GO term, and the shading indicates the log_10_*p-adj*. 965 of the 1,665 genes with an HL-specific change in expression do not have an associated gene symbol, indicating that they are of unknown or unverified function. See also Supplementary Figs. S4 to S6, and Supplementary Data Sets 5 and 6.

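Summed over the 5 timepoints, the LL population had 2086 significant increases and 1438 decreases, which concerned 2572 different mRNAs. The HL population had 1479 increases and 454 decreases, which concerned 1610 different mRNAs. More mRNAs were called in LL than in HL at each timepoint, with totals of 430 and 74 at −2, 567 and 294 at +6, 723 and 537 at +10, and 708 and 157 at −10.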

We found that more mRNAs were differentially expressed in the LL population than in the HL population (Fig. 3A), which is at least partially attributed to the decreased synchrony of the LL population (Fig. 1, F to H). If some cells in the population are delayed in progressing through the cell cycle due to decreased growth, those cells would be delayed in the programmed expression of their genes across the diurnal cycle. At the population level, this would appear as a dampening of the peak expression signal and/or residual low-level expression outside of peak times relative to the synchronized ML control population. 

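The relative amplitude of each mRNA is the amplitude of its cosinor curve divided by its mean FPKM. Among mRNAs rhythmic in both populations, its median ratio to ML was 0.866 in LL, where 77.7% of the mRNAs had a ratio below 1, and 0.917 in HL, where 69.9% did. When each replicate was left out in turn, the median ratio lay between 0.859 and 0.903 in LL and between 0.906 and 0.923 in HL. For each of the 16 clusters, only the 19 to 66 genes listed in the supplementary data used here were followed, a small part of the genes that the paper clustered. For these genes, the range between the highest and lowest mean Z-score was smaller than in ML in 15 clusters for LL, with a median ratio of 0.744, and in 13 clusters for HL, with a median ratio of 0.821. The paper reasons that cells delayed in the cell cycle would also be delayed in the programmed expression of their genes, and that this would appear as a dampened peak in the population.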

We observed such a dampening for mRNAs in many clusters, both for the LL population and, to a lesser extent, for the HL population (Fig. 2G).

For both the LL and HL populations, the greatest number of changes was observed at the +2 timepoint. 

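At +2, 625 mRNAs were significantly increased and 471 decreased in the LL population, 1096 in total, and 658 were increased and 213 decreased in the HL population, 871 in total. The next largest totals were those at +10. With quantile normalization the total at +10 was larger than that at +2 in LL and almost the same in HL, with 485 increases and 331 decreases at +2 against 649 and 272 at +10 in LL, and 446 and 149 against 491 and 105 in HL. Whether an effect differed between timepoints was tested as an interaction in the same limma model, with Benjamini-Hochberg adjustment. The effect of LL differed between +2 and −2 for 2654 mRNAs and between +2 and +10 for 4964 mRNAs. The effect of HL differed between +2 and −2 for 2282 mRNAs and between +2 and +10 for 3591 mRNAs. With each library scaled to the same median, 545 mRNAs were increased and 545 decreased in LL, and 533 were increased and 321 decreased in HL at +2. The median mRNA was higher in HL than in ML by 0.12 on the log2 scale at that time. With median scaling, increases made up 62.4% of the HL changes at +2 and 50.2% at +6, against 75.5% and 68.0% without it. With quantile normalization these shares were 75.0% and 64.2%.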

Dawn and the onset of excess light are both known to induce massive transcriptional changes in *Chlamydomonas* (Mettler et al. 2014) and to cause significant changes in mRNA half-life (Salvador et al. 1993; Salvador and Klein 1999; Durnford et al. 2003; Smith et al. 2024). Our results show that even after prolonged diurnal photoacclimation, light intensity has the greatest impact on the transcriptome at the start of each day.

On the other hand, the number of changes to the proteome was quite similar at each timepoint (Fig. 3B). In addition, proteins from the same clusters were often increased or decreased at all five timepoints, suggesting that diurnal photoacclimation results in constitutive changes in protein abundance across the diurnal cycle. Comparative analysis revealed that a substantial proportion of the changes to the proteome were constitutive: 13% of the proteomic responses to diurnal LL and 24% of the proteomic responses to HL occurred at all five timepoints (Supplementary Fig. S4). In contrast, only 1% of mRNA changes were maintained across all five timepoints. This difference likely reflects the increased rhythmicity of the transcriptome relative to the proteome (Fig. 2C) and inherent differences in the half-lives of mRNAs and proteins.

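Among the 2572 mRNAs changed in LL at any timepoint, 4 were increased and 2 were decreased at all 5 timepoints (0.233%), and 1857 (72.2%) were changed at only 1 timepoint. None of the 1610 mRNAs changed in HL was increased or decreased at all 5. At an unadjusted p under 0.05 with the same fold change, 5 mRNAs were increased and 4 decreased at all 5 timepoints in LL, and 0 were increased and 2 decreased in HL. In HL, 1339 mRNAs (83.2%) were changed at only 1 timepoint. The 4 increased mRNAs in LL were those of Cre01.g003300, Cre04.g221450, Cre04.g223500, and Cre08.g377550, and the 2 decreased mRNAs were those of Cre05.g244701 and Cre11.g467664, all named because the counts are small. Cre04.g221450 is described as a putative pherophorin, and the other genes carry neither a symbol nor a description.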

We noted that differentially expressed mRNAs often belonged to a different set of clusters than did the differentially expressed proteins at a particular time (Fig. 3, A and B), suggesting that changes in the transcriptome often did not yield a corresponding change in the proteome. We determined the number of genes that were differentially expressed at both the mRNA and protein levels simultaneously or after a 4-h delay, as we had found that rhythmic proteins peaked later than their cognate transcripts did (Fig. 2F). Indeed, we found that most changes occurred only at the mRNA or protein level (Supplementary Fig. S5). Only ∼11% of light-responsive gene expression changes at a given time occurred at both the mRNA and protein levels, even when we considered a 4-h delay. While methodological differences undoubtedly contribute to this lack of overlap (e.g. differences in the dynamic range of RNA-Seq vs. TMT proteomics, differences in how the significance of changes in abundance was assessed for mRNAs vs. proteins), these results also speak to characteristic differences in the roles of mRNA and protein abundance in the cell and how they are controlled (de Sousa Abreu et al. 2009; Maier et al. 2009; Vogel and Marcotte 2012; Liu et al. 2016).

We sought to generate a core list of HL-responsive genes from our data. We reasoned that gene expression changes which occurred in both the HL and LL populations likely reflect differences in productivity or synchrony relative to the ML control population rather than light-specific responses. Therefore, we defined core HL-responsive mRNAs and proteins as either 1) significantly increased in HL and unchanged or decreased in LL, or 2) significantly decreased in HL and unchanged or increased in LL. These criteria filtered out hundreds of gene expression changes, especially at the mRNA level. For example, only 453 of the 735 mRNAs (61%) significantly increased at the +2 timepoint were specific to the HL-acclimated population, whereas 170 of the 190 proteins (89%) significantly increased at that time were specific to the HL-acclimated population (Supplementary Fig. S6A). This suggests that the transcriptomic analysis was more sensitive to synchrony-related population-level gene expression signals than was the proteomic analysis.

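The paper's definition was applied to the limma calls, so that a core HL-responsive mRNA is one called in HL and not called in the same direction in LL at the same timepoint. At +2, 454 of the 658 HL increases (69.0%) and 66 of the 213 HL decreases (31.0%) met it. The share of increases moved most with a pseudocount of 0.1, to 54.4%. At −2 there were 32 core increases and 5 core decreases, at +6 there were 125 and 31, at +10 there were 296 and 57, and at −10 there were 74 and 38. Over the day 868 mRNAs were core increases and 169 core decreases at some timepoint, 1011 different mRNAs in total, of which 549 have no symbol. Of the mRNAs that the paper lists as core increases at +2, 63.4% were core increases here. The definition compares calls, and a difference between the HL and LL effects was not tested for it. The paper reasons that changes shared by HL and LL likely reflect productivity or synchrony relative to ML rather than responses to light.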

In total, 1,665 genes had HL-specific responses in transcript or protein abundance at some point over the diurnal cycle—roughly 10% of the *Chlamydomonas* genome (Fig. 3C, Supplementary Data Set 6). The gene expression changes include expected responses such as increases in the expression of light stress and light-inducible genes (e.g. *LHCSRs*, *ELIPs*) and decreases in photosystems and LHCs. In addition, CiliaCut genes—genes retained only in ciliated organisms (Merchant et al. 2007)—were significantly enriched in the core HL-responsive list (Supplementary Fig. S6B, *P* = 3.3 × 10^–15^), and many microtubule- and dynein-related genes showed an HL-specific increase in transcript abundance (Fig. 3C), suggesting that diurnal HL triggers a motility response in *Chlamydomonas* (Mayer 1968; Arrieta et al. 2017). 

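Among the early light-induced protein genes, *ELIP4* (Cre07.g320400) rose from an FPKM of 1.46 ± 0.350 (SD, n = 3) in ML to 45.3 ± 5.66 in HL at +2, a log2 fold change of 4.24 (adjusted p = 5.1e-27 from limma with Benjamini-Hochberg adjustment). *ELIP9* (Cre09.g394325) rose from 38.1 ± 2.96 to 218 ± 27.3, a log2 fold change of 2.48 (limma adjusted p = 4.0e-09). *ELIP10* (Cre07.g320450) rose from 4.80 ± 1.16 to 29.7 ± 3.30, a log2 fold change of 2.42 (limma adjusted p = 1.9e-13). At +6, *ELIP5* and *ELIP7* joined them with log2 fold changes of 1.62 and 1.81, so that 3 of the 9 *ELIP* mRNAs were significantly increased at +2 and 5 at +6. The *LHCSR* mRNAs *LHCSR3A* and *LHCSR3B* were increased at +2 and +10. As sets, the mean log2(FPKM + 1) of PSII, PSI, LHCA, LHCB, and LHCBM mRNAs was lower in HL than in ML at +2 and +6. For PSII (7 genes) the difference was −0.64 at +2 and −0.79 at +6, and for PSI (10 genes) it was −0.53 and −0.83. For LHCA (9 genes) it was −0.70 and −0.93, for LHCB (3 genes) −0.31 and −0.71, and for LHCBM (9 genes) −1.36 and −1.02. Within LHCB at +2, *LHCB7* was higher in HL (log2 fold change 0.46), against −0.70 for *LHCB4* and −0.71 for *LHCB5*. Within LHCBM, *LHCBM9* was the exception, with uncalled log2 fold changes of 0.18 at +2 and 0.35 at +6. In each of these set comparisons the 3 HL libraries lay below the 3 ML libraries (two-sided exact permutation test, p = 0.1, the smallest possible, and 0.129 after adjustment over 110 comparisons). The direction held under median scaling and quantile normalization. Relative to the shift of the median mRNA at +2, the PSII difference was −0.76 with median scaling, and it was −0.38 with quantile normalization. No single PSI or PSII mRNA was significantly decreased in HL at any timepoint, while 5 LHCBM mRNAs at +2 and 4 at +6, and *LHCA4* at both times, were decreased. The call of *LHCA4* was lost with quantile normalization.

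**Figure D1:**
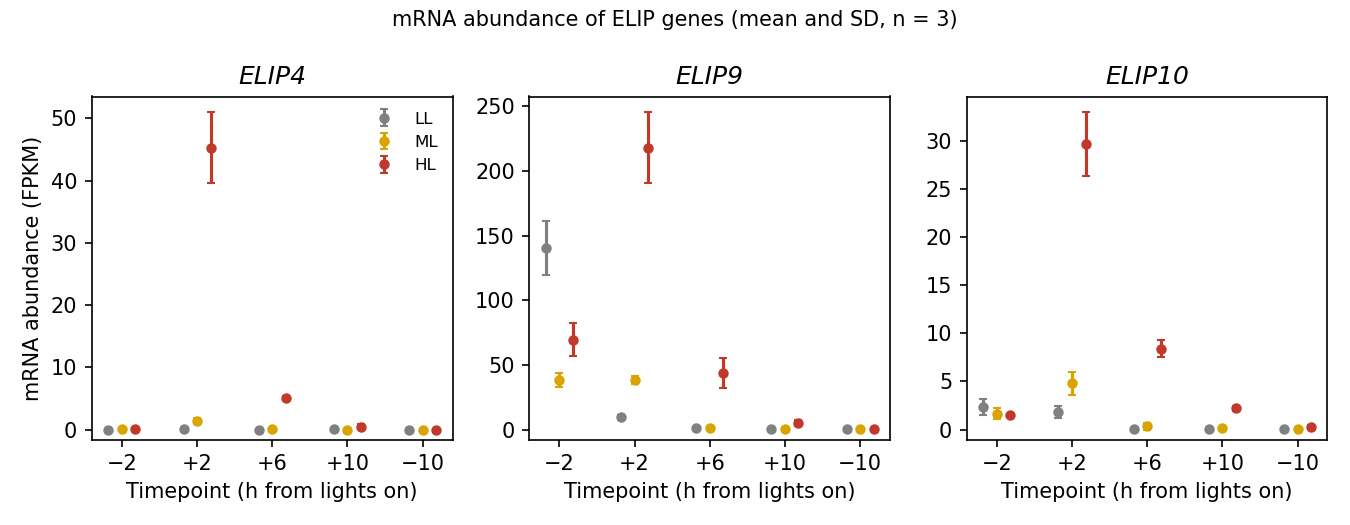
mRNA abundance (FPKM) of *ELIP4*, *ELIP9*, and *ELIP10* at the 5 timepoints (hours from lights on) in the LL, ML, and HL populations. Points are means and bars the SD of 3 libraries; at +2 the HL means are 45.3, 218, and 29.7.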

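The CiliaCut list was not used here. Instead, genes related to cilia were taken by the prefix of their symbol (for example *FAP*, *IFT*, *BBS*, *ODA*, and *RSP*), which gave 505 of the 14602 tested mRNAs (3.46%). Of the 868 mRNAs in the core increases, 163 (18.8%) were in this set, an odds ratio of 9.05 (one-sided Fisher's exact test, p = 3.6e-78). At +2, 131 of the 658 HL increases (19.9%) belonged to it (odds ratio 9.02, adjusted p = 1.9e-63 over 20 such Fisher's exact tests), and at +10, 104 of 473 (22.0%) did (odds ratio 9.65, adjusted p = 3.9e-54). At +6 they were 10 of 200 (adjusted p = 0.624 in the same Fisher's exact test), and in LL at +2 they were 19 of 625, also without enrichment. Both depended on the pseudocount: with 0.1 they were 53 of 562 and 74 of 1314, and both were enriched. Some enrichment was also found in LL, with 21 of 287 increases at +6 (odds ratio 2.26) and 32 of 522 at +10 (odds ratio 1.88, adjusted p = 0.00634 for both in the same Fisher's exact test). The choice of genes by words in their description, which gave 427 genes, changed the LL result at +6 to 16 mRNAs with an adjusted p of 0.0525 in the same Fisher's exact test. The median log2 fold change of the 505 mRNAs in HL was 0.61 at +2, where 85.5% of them were higher than in ML, and 0.62 at +10, against 0.04 and −0.04 for all tested mRNAs. In LL it was 0.34 at +2 and 0.17 at +10. At +6 it was 0.31 in both populations, and at −10 it was −0.17 in HL and 0.09 in LL. Among 69 genes described as dyneins, 33 were core increases at some timepoint, 26 of them at +2 (odds ratio 15.0, one-sided Fisher's exact test, p = 1.3e-22). Among 64 genes described with tubulin, microtubule, or kinesin, 10 were (odds ratio 2.95, p = 0.00425 in the same exact test). All these Fisher's exact tests treat genes as independent, but the genes of a set were measured in the same libraries. Their p therefore describe the overlap of gene lists, not the spread between replicates. The prefix set holds only genes with a symbol, while the background was all tested mRNAs. With the genes chosen by description, the odds ratio among the core increases was 8.48. The paper proposes from its enrichment that diurnal HL triggers a motility response.

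**Figure D2:**
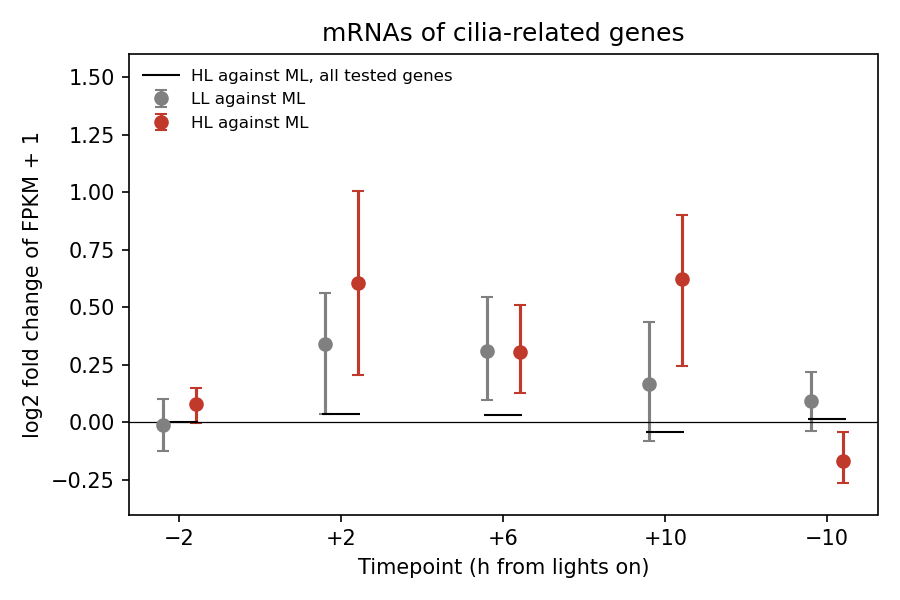
log2 fold change of FPKM + 1 for 505 cilia-related mRNAs at the 5 timepoints (hours from lights on) in LL and HL against ML. Points are medians over genes, bars span the quartiles, and black dashes are the HL median of all tested mRNAs; the HL medians at +2 and +10 are 0.61 and 0.62.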

We also observed an HL-specific increase in LCR1 protein abundance at the beginning of the day, a Myb-like transcription factor previously shown to control the expression of not only genes involved in *Chlamydomonas*' CO_2_ concentrating mechanism (CCM), but also those involved in photoprotection (Yoshioka et al. 2004; Arend et al. 2023). This was one of 24 known and predicted regulators curated by Arend et al. that exhibited HL-specific gene expression changes (Supplementary Fig. S6C). LCR1's target genes (*HLA3*, *CAH4*, *NAR1B*, and *LHCSR3*) also exhibited HL-specific increases in expression, demonstrating that this list could help to identify targets of the unstudied regulators in future work.

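*LCR1* (Cre09.g399552) mRNA was more abundant in HL (FPKM 100.0 ± 8.16, SD, n = 3) than in ML (37.5 ± 5.45) at +2, a log2 fold change of 1.40 (limma adjusted p = 7.0e-11 with Benjamini-Hochberg adjustment), and its LL value was 43.0 ± 4.00. Its HL log2 fold change was 0.94 at +10, just under the threshold. *HLA3* (Cre02.g097800) was significantly increased in HL at +10, from 244 ± 42.1 to 500 ± 34.1 (log2 fold change 1.04, limma adjusted p = 6.0e-04), with 71.0 ± 23.3 in LL. Without replicate 1 or without replicate 2, this *HLA3* call was lost. *CAH4* (Cre05.g248400) had FPKM values of 2221 ± 260 in HL and 1127 ± 265 in ML at +2, and its log2 fold change of 0.996 (limma adjusted p = 0.00327) was under the threshold. It was called with quantile normalization, and its reads could be shared with the near-identical *CAH5*. *NAR1B* (Cre06.g309000) was not significantly increased in HL at any timepoint. Its log2 fold change was −0.30 at +2 (limma adjusted p = 0.457), which became 0.15 with quantile normalization, and 0.59 at +10 (adjusted p = 0.112). At −2, on the other hand, *HLA3* and *NAR1B* were higher in LL than in ML, with log2 fold changes of 2.34 and 2.92, in a group that includes the library of lowest depth. The *LHCSR3* copies, which also share reads, had HL log2 fold changes of 1.77 (*LHCSR3A*) and 1.97 (*LHCSR3B*) at +2.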

### Carbon fixation appears to be limited by CO_2_ availability in ***Chlamydomonas* cells acclimated to diurnal HL**

Having determined that the expression of genes related to photosynthesis, respiration, and the CCM was altered in the LL and HL populations (Figs. 2 and 3), we next monitored respiratory and photosynthetic activity. We collected cells from the photobioreactors at the diurnal timepoints of interest and assayed them in the dark to determine their capacity for respiratory O_2_ consumption and in the light in the presence of excess CO_2_ to determine their capacity for photosynthetic O_2_ evolution. We found that the rate of O_2_ consumption during dark incubation was lowest for cells collected during the night phase in all three populations, as observed previously in diurnal ML (Strenkert et al. 2019) (Fig. 4A, Tukey's HSD tests over time, *p-adj.* < 0.05). The maximum capacity for O_2_ evolution of night-time cells (assayed in the light) was also low (Fig. 4B, Tukey's HSD tests over time, *p-adj.* < 0.05). These temporal differences not only reflect how the cellular demand for ATP changes over the cell cycle (lower in G0) but also how the environment influences metabolic rate. Cooler temperatures during the night and changing CO_2_ affinity (Marcus et al. 1986) likely shape the respiratory and photosynthetic activity of the cells. Respiratory activity increased during the day but was significantly lower in LL cells (Fig. 4A, Tukey's HSD tests, *p-adj.* < 0.05). There was no significant difference in O_2_-evolution rate per biomass across the three populations during the day (Fig. 4B, one-way ANOVA tests, *P* > 0.05). However, when normalized to Chl, O_2_-evolution rate was similar for HL and ML cells and lower for LL cells (Fig. 4C, Tukey's HSD tests, *p-adj.* < 0.05). Thus, LL cells had decreased metabolic activity despite having increased Chl content (Fig. 1D) and the abundance of proteins enriched for photosynthesis and respiration GO terms (Fig. 3B).

**Figure 4.**
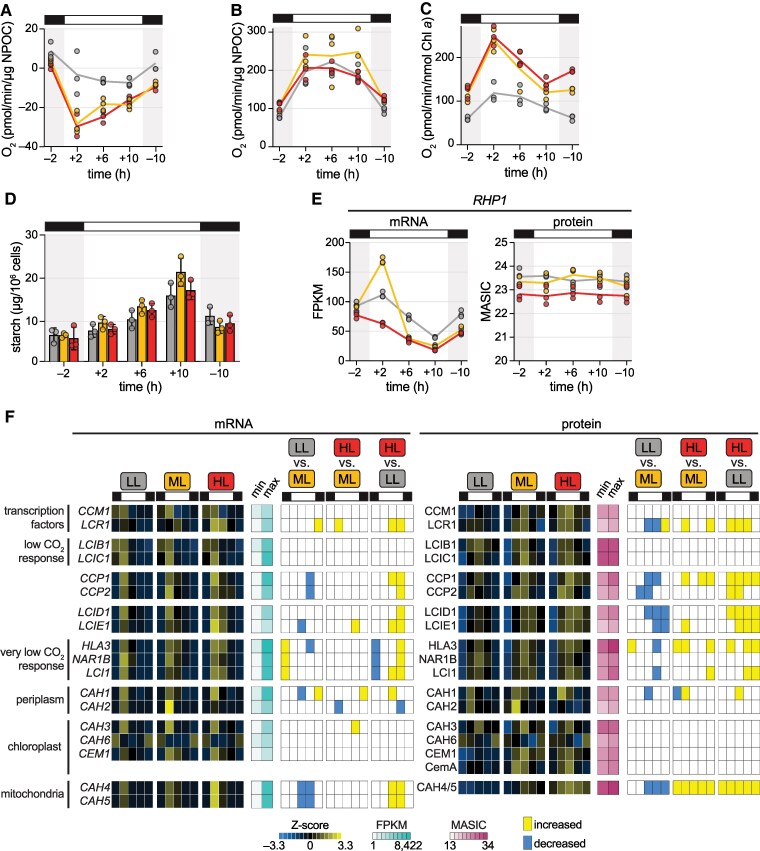
Carbon fixation appears to be limited by CO_2_ availability in *Chlamydomonas* cells acclimated to diurnal HL. Physiology and gene expression of *Chlamydomonas* populations acclimated to diurnal low light (LL, grey), moderate light (ML, yellow), and high light (HL, red). **A)** Rate of O_2_ consumption by cells collected at the designated timepoints from three replicate experiments (*n* = 3) and assayed in the dark for 5 min, normalized to NPOC as a proxy for biomass. **B)** Rate of O_2_ evolution by cells collected at the designated timepoints from three replicate experiments (*n* = 3) and assayed at 1,000 µmol photons m^−2^ s^−1^ for 3 min with excess CO_2_, normalized to NPOC as a proxy for biomass. **C)** Rate of O_2_ evolution by cells collected at the designated timepoints from three replicate experiments (*n* = 3) and assayed at 1,000 µmol photons m^−2^ s^−1^ for 3 min with excess CO_2_, normalized to mean Chl *a* content. **D)** Cellular starch content measured for three experimental replicates (*n* = 3). Error bars represent the standard deviation from the mean. **E)**  *RHP1* gene expression as a proxy for relative intracellular CO_2_ concentration. mRNA abundance (FPKM) and protein abundance (MASIC value) was determined for three experimental replicates (*n* = 3). **F)** Changes in mRNA and protein abundance of genes related to intracellular C_i_ concentration. Z-scores of mean mRNA abundances (FPKM) and Z-scores of mean protein abundances (MASIC value) across three experimental replicates (*n* = 3) are used to show patterns over time and across the three photoacclimated populations. Minimum and maximum FPKM and MASIC values are also shown to demonstrate the dynamic range. Significant increases and decreases between the three populations at a given time are indicated to the right as yellow and blue tiles, respectively. See also Supplementary Data Sets 5 and 9.

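Of the 16 CCM genes followed here by mRNA, 15 had their highest ML value at +2. At that timepoint 0 of the 16 mRNAs were significantly increased in HL and 1 was decreased, while 10 had a log2 fold change above 0. At +6, 0 were called in either direction, and 12 had a log2 fold change above 0. The mean Z-score of the set at +2 was 1.65 in HL and 1.45 in ML. At +10, where most HL calls fell, it was −0.410 and −0.609. At +10, 9 of the 16 mRNAs were significantly increased in HL and none was decreased, with log2 fold changes of all 16 between −0.60 (*CAH2*) and 1.52 (*CAH3*, Cre09.g415700, limma adjusted p = 3.4e-06 with Benjamini-Hochberg adjustment). The 9 also included *LCI1* (log2 fold change 1.50), *CCP1* (1.26), *CCP2* (1.25), *LCID1* (1.25), *CAH1* (1.25), *LCIE1* (1.14), and *LCIB1* (1.06). Leaving out single replicates removed the call for *LCI1*, *CCP1*, *CCP2*, *CAH1*, *LCIB1*, or *HLA3*, but not for *CAH3*, *LCID1*, or *LCIE1*. *LCIC1* had a log2 fold change of 0.99 and was called with a pseudocount of 0.1. *CCP1* and *CCP2*, and *CAH1* and *CAH2*, are pairs of similar genes whose reads could be shared. *CAH1* (Cre04.g223100) was also increased in HL at −10 (log2 fold change 1.89), a call lost without replicate 1, and *CAH2* was decreased in HL at +2 (log2 fold change −1.92). In LL, 6 of the 16 mRNAs were decreased and 1 was increased at +6, and 6 were decreased and 3 increased at +10. Over the set, the mean log2(FPKM + 1) at +10 was higher in HL than in ML by 0.86, and at +6 it was −0.84 in LL relative to ML (two-sided exact permutation test of 3 against 3 libraries, p = 0.1 for both).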

A fraction of fixed carbon and reductant derived from photosynthesis is stored as starch, which is synthesized during the day and then degraded at night to sustain metabolism in the dark. Starch metabolism is subject to redox regulation and is under circadian control in plants and *Chlamydomonas* (Ral et al. 2006; Stitt and Zeeman 2012; Skryhan et al. 2018; Strenkert et al. 2019). Previous work has shown that starch accumulation increases upon an increase in light intensity (Mettler et al. 2014), serving as a sink for excess reductant, so we hypothesized that starch content would be highest in the HL population. However, we found that *Chlamydomonas* cells appeared to accumulate less starch over the light phase in both LL and HL (Fig. 4D, repeated measure's one-way ANOVA tests, *P* < 0.005). Cellular starch content decreased to an equivalent level in the three populations by the end of the night (−2) (repeated measure's one-way ANOVA test, *P* = 0.263). Starch degradation rate is known to be adjusted to the anticipated length of the night phase in the land plant *Arabidopsis thaliana* (Graf et al. 2010), and our results suggest that the rate of starch degradation during the night may be similarly adjusted in *Chlamydomonas* to achieve a set starch content before dawn.

Since HL cells and ML cells exhibited a similar capacity for O_2_ evolution, we hypothesized that CO_2_ concentration limits carbon fixation and starch synthesis in our HL condition. To explore this hypothesis, we investigated the expression of the CO_2_ channel RHP1, a marker for intracellular CO_2_ levels which increases at both the transcript and protein level in high CO_2_ (Soupene et al. 2002; Ruiz-Sola et al. 2023). We found that *RHP1* transcript levels were significantly decreased at the beginning of the day in the HL-acclimated population relative to the ML control, and the protein was significantly less abundant throughout the day in these cells (Fig. 4E, Supplementary Data Set 5). This suggests that intracellular CO_2_ concentrations are likely depleted under diurnal HL, as reported previously for *Chlamydomonas* cells transferred from LL to HL (Ruiz-Sola et al. 2023). 

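*RHP1* (Cre06.g284100) had an FPKM of 169 ± 5.24 (SD, n = 3) in ML, 62.7 ± 3.23 in HL, and 112 ± 4.89 in LL at +2. Its HL log2 fold change at +2 was −1.42 (limma adjusted p = 4.5e-15 with Benjamini-Hochberg adjustment), and all 3 HL libraries lay below all 3 ML libraries. Under the alternatives the log2 fold change lay between −1.54 and −1.17, and the call was never lost. At +10 the HL log2 fold change was −0.44 (limma adjusted p = 1.4e-04), under the fold change threshold. In LL the log2 fold change was −0.60 at +2, 0.94 at +6, and 0.66 at +10, and none of them passed the fold change threshold.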

Low CO_2_ concentration activates the expression of C_i_ transporters, carbonic anhydrases (CAHs), and other genes via the transcription factors CCM1 and LCR1 (Yoshioka et al. 2004; Wang et al. 2015; Mackinder 2018). We found that the abundances of LCIB1, LCIC1, and the chloroplast-localized CAH3 and CAH6 were not significantly impacted by diurnal photoacclimation (Fig. 4F). These genes are known to be induced under air levels of CO_2_ (∼0.04%), and in our growth conditions (bubbled with ambient air), increased light intensity did not boost their induction further. On the other hand, the chloroplast envelope proteins CCP1 and CCP2; the LCIB1 homologs LCID1 and LCIE1; HLA3, NAR1B, and LCI1, which are known to be induced under very low CO_2_ (<0.04%); and the mitochondria-localized CAH4 and CAH5 were significantly more abundant in the HL-acclimated population at several timepoints, including in the dark (Fig. 4F). Thus, it appears that *Chlamydomonas* cells acclimated to diurnal HL are CO_2_ limited and activate their carbon concentrating mechanisms, as reported previously (Ruiz-Sola et al. 2023), and we find that this response persists in the nighttime.

### Diurnal photoacclimation leads to differences in thylakoid membranes that persist in the dark phase

Next, we turned our attention to the morphology and composition of the thylakoid membranes, which house the photosynthetic apparatus. In *Chlamydomonas*, thylakoid membranes are organized into appressed stacks of thylakoid membranes and non-appressed, stroma-exposed membranes. The degree of stacking influences the distribution of photosynthetic proteins and the PSII repair machinery, some of which is sterically excluded from the appressed membrane regions where PSII holocomplexes are localized. Therefore, unstacking of thylakoid membranes under HL conditions is important for the degradation of photodamaged D1 subunits and the reassembly of functional PSII holocomplexes (Kirchhoff 2014; Nawrocki et al. 2021). In *Chlamydomonas*, the number of membrane layers in appressed regions is reduced in HL (Polukhina et al. 2016), and unstacking occurs within 15 min of increased irradiance (Broderson et al. 2024). However, it is unknown how thylakoid structure changes over the diurnal cycle and how acclimation to diurnal LL or HL influences stacking in *Chlamydomonas*.

Using transmission electron microscopy (TEM), we found that thylakoid stacks appeared thin and loosely stacked in HL cells across the diurnal cycle (Fig. 5A and Supplementary Fig. S7A). Quantitative image analysis revealed that the number of thylakoid layers decreased in the daytime for all three populations but was indeed significantly lower in HL cells than in LL cells at all timepoints, even during the night (Fig. 5B, Dunn's tests, *p-adj.* < 0.05). The space between thylakoid layers, measured as the stacking repeat distance (SRD) (Supplementary Fig. S7B), was significantly higher in HL cells than in LL cells at the +6, +10, and, surprisingly, −2 timepoint, when it was often highest (Fig. 5C, Dunn's tests, *p-adj.* < 0.005). Thus, acclimation to different intensities of diurnal light resulted in changes to thylakoid structure which persist through the night, suggesting memory or anticipation of the daylight environment.

**Figure 5.**
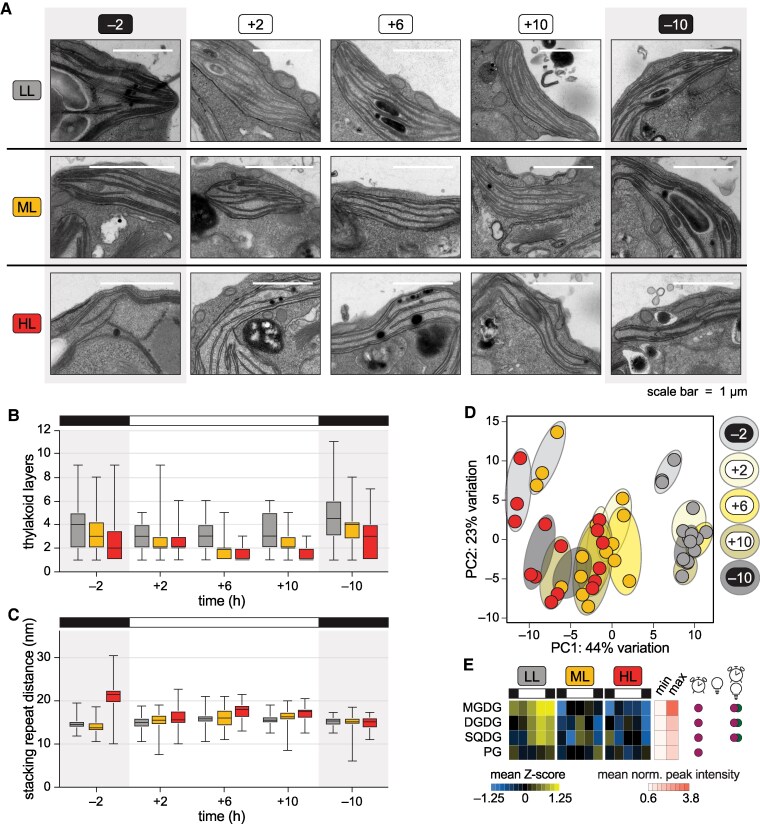
Diurnal photoacclimation leads to differences in thylakoid membranes that persist in the dark phase. Thylakoid membranes and lipidome of *Chlamydomonas* populations acclimated to diurnal low light (LL, grey), moderate light (ML, yellow), and high light (HL, red). **A)** Representative electron micrographs of thylakoid membranes from the 15 cellular states assayed in this study. Scale bars represent 1 µm. **B)** Number of thylakoid membrane layers measured for at least 37 representative thylakoid membrane regions (*n* ≥ 37) in at least 10 representative cells (*n* ≥ 10) from each of the 15 cellular states. The center line of the box plots represents the median, the box limits represent upper and lower quartiles, and the whiskers represent the minimum and maximum. **C)** Stacking repeat distance of appressed thylakoid membranes measured according to Mazur et al. 2021 for at least 37 representative thylakoid membrane regions per sample (*n* ≥ 37) in at least 10 representative cells (*n* ≥ 10) from each of the 15 cellular states. See Supplementary Fig. S7B for more details. The center line of the box plots represents the median, the box limits represent upper and lower quartiles, and the whiskers represent the minimum and maximum. **D)** PCA of lipid abundance (median-normalized peak intensities) for lipids detected by LC-ESI-MS/MS in positive ionization mode (MGDG, DGDG, SQDG, DG, DGTSA, and TG species) for three experimental replicates (*n* = 3); ellipses designate time of day. **E)** Average changes in the major classes of chloroplast lipid. Mean Z-scores of peak intensities are used to demonstrate the differences over time and across the three photoacclimated populations. Minimum and maximum peak intensities are also shown to demonstrate the dynamic range for each lipid class. Circles at right indicate a significant effect of time (clock symbol), light intensity (light bulb), or the interaction between the two by two-way mixed ANOVA (*P* < 0.05). Changes for individual lipid species within each lipid class are viewable in Supplementary Fig. S8C. See also Supplementary Figs. S7 and S8, and Supplementary Data Sets 7 and 9.

Our TEM data suggested that total thylakoid membrane area was increased in LL cells and decreased in HL cells. To test this hypothesis and determine whether thylakoid lipid composition is influenced by diurnal light intensity, we monitored the abundance of major chloroplast lipids in the photoacclimated populations using LC-ESI-MS/MS lipidomics (Supplementary Data Sets 1 and 7). Similarly to the gene expression measurements, the lipidomes of the three experimental replicates were highly correlated (pairwise *r* > 0.97, Supplementary Fig. S8A). PCA demonstrated that light intensity had a major influence on the lipidome: the first principal component (accounting for >40% of the variation) clustered the data primarily by the diurnal light intensity, rather than by time (Fig. 5D and Supplementary Fig. S8B). We found that LL cells had increased levels of thylakoid lipids over the diurnal cycle relative to HL cells, especially monogalactosyldiacylglycerol (MGDG), digalactosyldiacylglycerol (DGDG), and sulfoquinovosyldiacylglycerol (SQDG) (Fig. 5E and Supplementary Fig. S8C). As MGDG and DGDG constitute ∼80% of total thylakoid lipids (Yoshihara and Kobayashi 2022), our lipidomics data are consistent with the total thylakoid membrane area being increased under diurnal LL. In summary, we found that acclimation to different diurnal light intensities has a major impact on thylakoid architecture and lipid content, causing changes that persist across all stages of the cell cycle.

### Photosystems and their associated LHCs are co-expressed and are decreased across the diurnal cycle in HL-acclimated cells

While PSII is localized to appressed membrane regions, PSI and the chloroplast ATP synthase (CF_o_F_1_) are segregated to non-appressed membranes and the cytochrome (Cyt) *b*_6_*f* complex is distributed throughout the thylakoid membrane system (Andersson and Anderson 1980; Wietrzynski et al. 2020) (Fig. 6A). We wondered whether the observed light intensity-dependent changes in thylakoid membrane area and stacking had an impact on the accumulation of these complexes. We found that mRNA abundances for all four complexes as well as for the mobile electron carriers plastocyanin, ferredoxin, and the ferredoxin-NADP^+^ reductase peaked in the morning and midday, suggesting coordinated biogenesis independent of the target membrane region (Fig. 6, B and C). 

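Mean Z-scores of FPKM over the genes of each complex were highest at +6 for PSII (7 genes) and PSI (10 genes), and at +2 for cytochrome *b*_6_*f* (4 genes), ATP synthase (3 genes), and the mobile electron carriers (3 genes), in each of the 3 populations. In ML and HL, all 7 PSII mRNAs and all 10 PSI mRNAs peaked at +6. In LL, 6 PSII and 8 PSI mRNAs peaked at +6 and the others at +2. All 4 cytochrome *b*_6_*f* and all 3 ATP synthase mRNAs peaked at +2 in each population, while 2 of the 3 carriers peaked at +2 and 1 at +6. The mean Z-score at the peak was 1.77 in ML, 1.65 in LL, and 0.439 in HL for PSII, and 1.95, 1.87, and 1.43 for cytochrome *b*_6_*f*. Leaving out single replicates, using log2(FPKM + 1), or taking the median over genes did not change these peak times. The paper proposes from the shared morning and midday peaks that biogenesis is coordinated independently of the membrane region.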

The abundances of Cyt *b*_6_*f* and CF_o_F_1_ subunits peaked shortly after their cognate transcripts at the +6 timepoint. Cyt *b*_6_*f* is thought to be a limiting factor in photosynthetic electron transfer, and its increased abundance could contribute to the peak in O_2_ evolution capacity that we observed during the day (Fig. 4B). In contrast, the abundances of photosystem subunits were less dynamic overtime. Most PSII and PSI proteins were significantly decreased in HL-acclimated cells throughout the diurnal cycle, including during the dark phase, regardless of their distinct distribution within the thylakoid membrane system (Supplementary Fig. S9A). Plastocyanin and PETO1 were also significantly less abundant in HL-acclimated cells at all timepoints, whereas other subunits of Cyt *b*_6_*f* and CF_o_F_1_ showed only transient significant decreases upon acclimation to diurnal HL (Supplementary Fig. S9A).

**Figure 6.**
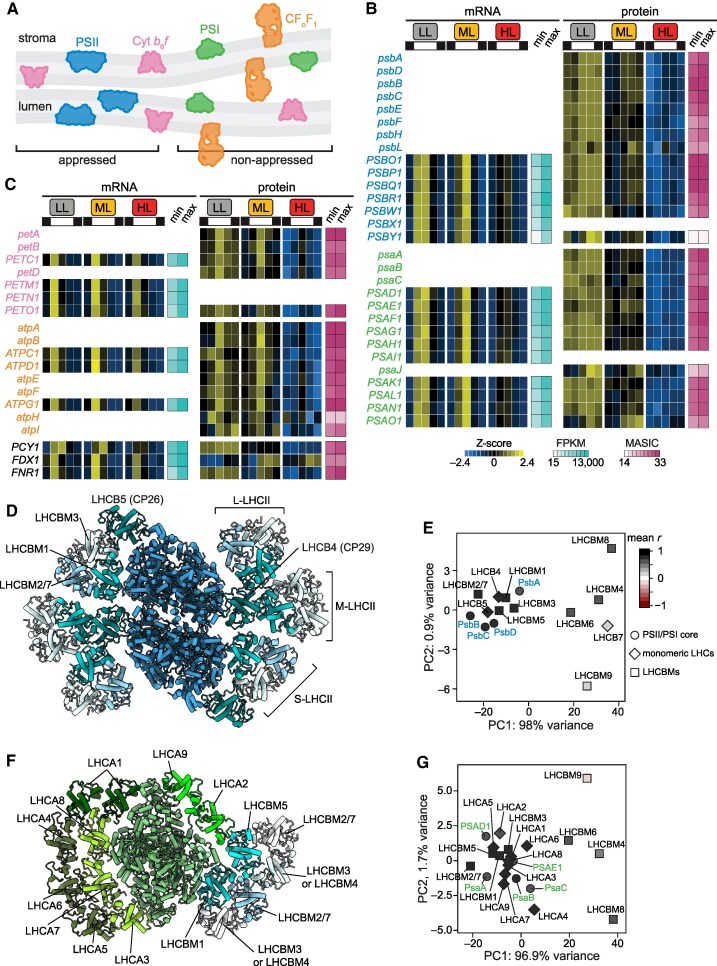
Photosystems and their associated LHCs are co-expressed and are decreased across the diurnal cycle in HL-acclimated cells. Gene expression of *Chlamydomonas* populations acclimated to diurnal low light (LL, grey), moderate light (ML, yellow), and high light (HL, red). **A)** Schematic illustrating segregation of PSII to appressed thylakoid membrane regions and of PSI and CF_o_CF_1_ to non-appressed regions. **B)** Changes in photosystem mRNAs and proteins. Gene names are colored by complex as in **(A)**. Z-scores of mean mRNA abundances (FPKM) and Z-scores of mean protein abundances (MASIC value) across three experimental replicates (*n* = 3) are used to show patterns over time and across the three photoacclimated populations. Minimum and maximum FPKM and MASIC values are also shown to demonstrate the dynamic range. **C)** Changes in mRNAs and proteins for other components of the photosynthetic electron transfer chain, represented as in **(B)**. Gene names are colored by complex as in **(A)** or are black for mobile carriers. **D)** Structure of the C_2_S_2_M_2_L_2_ PSII supercomplex isolated from *Chlamydomonas* (PDB ID 6KAD), showing the arrangement of LHCII heterotrimers and monomers around the PSII core dimer (C_2_). The composition of the S-LHCII trimer has been determined, while that of the M- and L-LHCII trimers has not been confirmed (Shen et al. 2019; Sheng et al. 2019). **E)** PCA of the abundances of LHCIIs and PSII core proteins (MASIC values) across all 45 samples (15 cellular states from three experimental replicates). Points are shaded by their mean pairwise Pearson correlation coefficients (*r*) to the four listed PSII core proteins; pairwise comparisons to self are not included in this mean. Core proteins are shown as circles, monomeric LHC proteins as diamonds, and major LHCII proteins as squares. **F)** Structure of the PSI-LHCI-LHCII supercomplex isolated from *Chlamydomonas* (PDB ID 7D0J), showing the arrangement of LHCI monomers and the association of LHCII trimers around the PSI core. **G)** PCA of the abundances of LHCBMs, LHCAs, and PSI core proteins (MASIC values) across all 45 samples (15 cellular states from three experimental replicates). Points are shaded by their mean pairwise r to the five listed PSI core proteins; pairwise comparisons to self are not included in this mean. Core proteins are shown as circles, monomeric LHC proteins as diamonds, and major LHCII proteins as squares. See also Supplementary Figs. S9 and Supplementary Data Set 5.

The *Chlamydomonas* photosystems are surrounded by Chl-binding LHC antenna proteins, which absorb light energy and direct it to the reaction centers. The monomeric LHCII antenna proteins LHCB4 (CP29) and LHCB5 (CP26) bind directly to the PSII core monomer (C) at a 1:1 stoichiometry (Fig. 6D). In addition, heterotrimeric LHCIIs composed of the major LHCII proteins, LHCBMs, associate with various affinities to PSII. S-LHCII (strongly associated trimers) attach to LHCB5 and CP43, while the attachment of M-LHCII (moderately associated trimers) and L-LHCII (loosely bound trimers) is mediated by LHCB4 (Shen et al. 2019; Sheng et al. 2019). Structural analysis of C_2_S_2_M_2_L_2_ PSII supercomplexes isolated from *Chlamydomonas* grown mixotrophically under LL (20 to 50 µmol photons m^−2^ s^−1^) has revealed that the S-LHCII trimers are primarily composed of LHCBM1, LHCBM2/7 (which are identical proteins encoded by two independent genes), and LHCBM3 (Shen et al. 2019; Sheng et al. 2019). The composition of the M- and L-LHCII trimers remains to be determined.

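The mRNAs of *LHCB4*, *LHCB5*, and *LHCB7* peaked at +6 in all 3 populations, as did those of *LHCBM1* to *LHCBM8*, and *LHCBM9* did not. At +2, 7 of the 9 LHCBM mRNAs were significantly increased in LL, and the mean log2(FPKM + 1) of the set was higher than in ML by 1.62 (two-sided exact permutation test of 3 against 3 libraries, p = 0.1). *LHCBM4* (Cre06.g283950) showed the largest of these changes, with an FPKM of 1495 ± 180 (SD, n = 3) in LL, 195 ± 16.7 in ML, and 25.0 ± 3.45 in HL at +2. Its log2 fold changes were 2.93 in LL (limma adjusted p = 5.1e-13 with Benjamini-Hochberg adjustment) and −2.92 in HL (limma adjusted p = 1.0e-12). *LHCBM4*, *LHCBM6*, and *LHCBM8* are near-identical, as are *LHCBM2* and *LHCBM7*, so reads could have been divided between them. At +6, the LHCBM set differed between LL and ML by −0.48, a value that *LHCBM9* dominates and that became 0.31 with the median over genes. At −10, *LHCB4* and *LHCB5* were increased in both LL and HL, in HL each with a log2 fold change of 1.63.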

We found that the pattern of expression for LHCB4, LHCB5, and LHCBM1–8 mirrored that of the PSII subunits in our experiments: mRNAs accumulated midday, and proteins were decreased in the HL-acclimated cells across the diurnal cycle (Supplementary Fig. S9B). PCA and pairwise Pearson correlations of these proteins across all samples showed that the monomeric LHCB4 and LHCB5 were co-expressed with the PSII core proteins and with one another, as were LHCBM1, LHCBM2/7, LHCBM3, and LHCBM5 (Fig. 6E and Supplementary Fig. S9C). Each of these LHCBMs has been identified in trimers associated with either PSII or PSI (Fig. 6, D and F) (Takahashi et al. 2006, 2014; Drop et al. 2014a, 2014b; Shen et al. 2019; Huang et al. 2021; Pan et al. 2021). PCA and pairwise Pearson correlations also group LHCBM1, LHCBM2/7, LHCBM3, and LHCBM5 with PSI core subunits and LHCA antenna proteins, consistent with their recruitment to PSI in State 2 (Fig. 6G and Supplementary Fig. S9D). Upon phosphorylation by STT7 kinase, LHCBM1 and LHCBM5 engage in a specific interaction with PSI and mediate the binding of LHCII trimers to the PSI core (Pan et al. 2021). The recruitment of LHCBM2/7 and LHCBM3 to the PSI-LHCI-LHCII supercomplex may be a function of their high abundance in the thylakoid membrane. The other LHCII proteins (LHCBM4, LHCBM6, LHCBM8, and LHCBM9), which are not known to be present in trimers, had lower detection on average, and PCA and pairwise Pearson correlations separate them from both PSII and PSI core proteins. Although this protein co-expression analysis is consistent with the view that LHCBM1, LHCBM2/7, LHCBM3, and LHCBM5 are the primary antenna proteins present in the LHCII trimers, detection by TMT proteomics cannot be used to determine protein stoichiometries.

### Light stress is dynamic over the daytime and may depend on cell cycle stage

To determine how efficiently absorbed light energy is used for photochemistry, we measured the maximum photochemical efficiency of PSII, or *F_v_/F_m_*. All three populations exhibited high *F_v_/F_m_* (∼0.7) during the night, although it was slightly (but significantly) lower for the HL population than for the LL population (Fig. 7A, Tukey's HSD test, *p-adj.* = 0.035). *F_v_/F_m_* of the HL population decreased significantly at the beginning of the day and then improved at the +10 timepoint (Tukey's HSD tests over time, *p-adj.* < 0.005). This recovery suggests that the HL cells increase the rate of PSII repair and/or alter their photoprotective strategy to reduce the amount of PSII damage in the latter half of the day.

**Figure 7.**
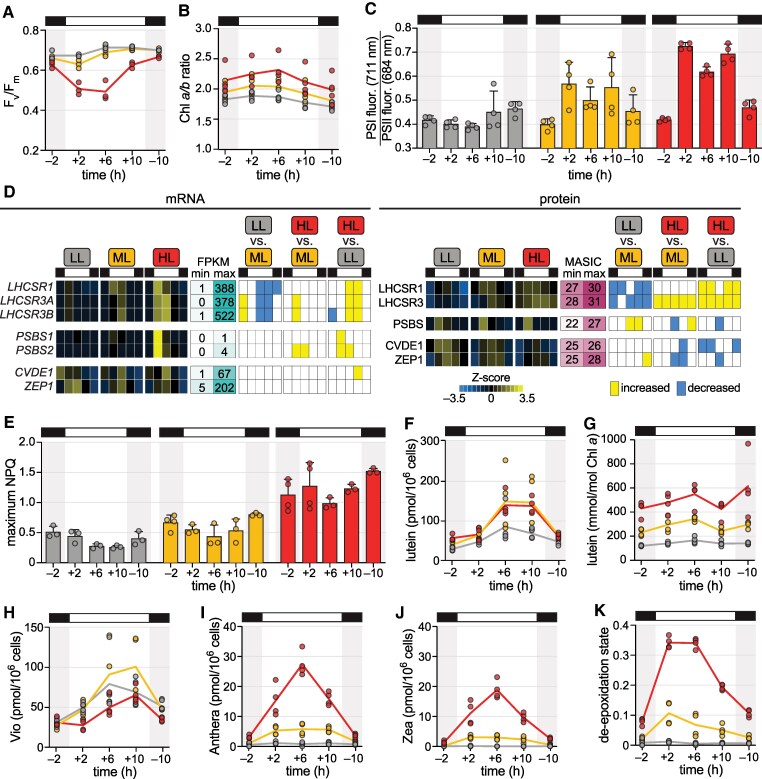
Light stress is dynamic over the daytime. Physiology and gene expression of *Chlamydomonas* populations acclimated to diurnal low light (LL, grey), moderate light (ML, yellow), and high light (HL, red). **A)** Maximum photochemical efficiency of PSII (*F_v_/F_m_*) determined for three experimental replicates (*n* = 3). **B)** Chl *a*/*b* ratio for four experimental replicates (*n* = 4). **C)** Approximate PSI fluorescence (711 nm) relative to PSII fluorescence (684 nm) measured at 77 K for cells sampled from four experimental replicates (*n* = 4). Error bars represent the standard deviation from the mean. Full Chl fluorescence spectra are viewable as Supplementary Fig. S10A. **D)** Changes in mRNA and protein abundance for qE- and qZ-related genes. Z-scores of mean mRNA abundances (FPKM) and Z-scores of mean protein abundances (MASIC value) across three experimental replicates (*n* = 3) are used to show patterns over time and across the three photoacclimated populations. Minimum and maximum FPKM and MASIC values are also shown to demonstrate the dynamic range. Significant increases and decreases between the three populations at a given time are indicated to the right as yellow and blue tiles, respectively. **E)** Maximum NPQ of cells sampled from at least three experimental replicates (*n* ≥ 3) measured from 50 to 1,500 µmol photons m^−2^ s^−1^ actinic light. See Methods section for more details. Error bars represent the standard deviation from the mean. **F)** Cellular lutein content for four experimental replicates (*n* = 4). **G)** Lutein content per Chl *a* for four experimental replicates (*n* = 4). **H)** Cellular Vio content for four experimental replicates (*n* = 4). **I)**Cellular Anthera content for four experimental replicates (*n* = 4). **J)** Cellular Zea content for four experimental replicates (*n* = 4). **K)** De-epoxidation state of xanthophylls estimated as (0.5Anthera + Zea)/(Vio + Anthera + Zea) for four experimental replicates (*n* = 4). See also Supplementary Fig. S10 and Supplementary Data Sets 5, 8, and 9.

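*PSBS2* (Cre01.g016750) mRNA at +2 had an FPKM of 4.32 ± 0.258 (SD, n = 3) in HL and 0.247 ± 0.176 in ML, a log2 fold change of 2.10 (limma adjusted p = 3.5e-16 with Benjamini-Hochberg adjustment) that understates the ratio because of the pseudocount of 1. Its HL call at +6 (log2 fold change 1.04) was lost with median scaling, with quantile normalization, or without replicate 2. *PSBS1* (Cre01.g016600) did not reach the minimum for testing, with 1.15 ± 0.271 in HL and 0.287 ± 0.165 in ML at +2, and it was listed at 0 in all 3 LL libraries at that time. *CVDE1* (Cre04.g221550) was decreased in LL at +10, from 12.4 ± 3.18 to 5.30 ± 0.541 (log2 fold change −1.07, limma adjusted p = 2.8e-08), a call lost without replicate 3. *ZEP1* (Cre02.g082550) was not significantly changed in either population and peaked at +6, at 202 ± 7.94 in LL, 174 ± 8.45 in ML, and 145 ± 4.88 in HL. Its LL log2 fold change at −2 was 0.97 (limma adjusted p = 4.2e-09), just under the threshold. The FPKM was 69.3 ± 14.2 in LL, a group that includes the library of lowest depth, and 34.4 ± 1.36 in ML.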

As discussed, one way to reduce photodamage is to decrease the size of the light-harvesting antenna. We monitored changes in the ratio of Chl *a* and *b* (Chl *a*/*b*) as a proxy for antenna size, as Chl *b* is exclusively localized to LHC proteins. As compared to the LL population, the HL population exhibited a significantly higher Chl *a*/*b* ratio than that of the LL population at the +2 and +6 timepoints, suggesting reduced antenna size (Fig. 7B, Tukey's HSD tests, *p-adj.* < 0.05). While the Chl *a*/*b* ratio appeared to decrease somewhat from the +6 to the +10 timepoint, the changes over time were not significant (one-way ANOVA tests, *P* > 0.05). On the other hand, we noted that the abundance of LHCBM9 increased substantially at the +10 timepoint in the HL and ML populations, distinguishing it from the other LHC proteins (Supplementary Fig. S9). LHCBM9 is known to accumulate upon prolonged stress conditions and replace other LHCBM proteins in the antenna, thereby enhancing energy dissipation and stabilizing PSII (Grewe et al. 2014; Rochaix and Bassi 2019). We hypothesize that increased LHCBM9 at the end of the day could contribute to the recovery in PSII efficiency observed in the HL-acclimated cells.

Phosphorylation by STT7 kinase not only mediates the association of LHCII trimers with PSI during qT, it is also thought to increase electrostatic repulsion between adjacent thylakoid membranes (Chow et al. 2005; Fristedt et al. 2009; Rochaix 2014; Puthiyaveetil et al. 2017; Iwai et al. 2018; Wood et al. 2019), which could contribute to changes in thylakoid structure in HL. To assess the contribution of qT to photosynthetic efficiency and thylakoid morphology, we measured Chl fluorescence emission at 77 K (Fig. 7C and Supplementary Fig. S10A). There was almost no change in the spectrum of LL cells over time, indicating that the cells remain in State 1 (more excitation of PSII than PSI). For the ML and HL populations, the PSI fluorescence (∼711 nm) increased relative to PSII fluorescence (∼684 nm) during the day (Welch's ANOVA tests, *P* < 0.05). These changes can indicate not only an increase in the excitation energy transferred to PSI (transition to State 2) but also a decreased amount of PSII fluorescence due to photoinhibition. We also found that the relative PSI fluorescence was significantly decreased at the +6 timepoint compared to the beginning of the day for the HL population (Games-Howell test, *p-adj.* = 0.001). The emission spectra for both the ML and HL cultures returned to the LL-state (State 1) during the night, demonstrating that the observed energy redistribution is completely reversible. Importantly, thylakoid membranes remain less stacked in HL cells relative to LL cells during the night even in the absence of qT (Fig. 5). This suggests that LHCII phosphorylation is not necessary for maintaining low thylakoid stacking, as deduced previously from studies of the *Chlamydomonas stt7* kinase mutant (Broderson et al. 2024). Thylakoid stacking is also mediated by the abundance of LHCII regardless of phosphorylation state (Armond et al. 1976; Bassi et al. 1985; Simidjiev et al. 2000; Mussgnug et al. 2005; Belgio et al. 2015), so HL-acclimated cells may exhibit lower stacking than LL-acclimated cells in the night by maintaining a smaller population of LHCII proteins in their thylakoid membranes. qT during the day may contribute to the further reduction of stacking during the light phase.

Next, we determined the expression patterns of genes involved in qE. 

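At +2, *LHCSR1* (Cre08.g365900) had an FPKM of 152 ± 5.86 (SD, n = 3) in LL, 247 ± 6.35 in ML, and 388 ± 62.8 in HL. The HL log2 fold change of 0.64 was not significant (limma adjusted p = 0.0887 with Benjamini-Hochberg adjustment), and that at +10, 1.06 (limma adjusted p = 0.00564), lost its call with a pseudocount of 0.1, with +10 modelled alone, without replicate 1, or without replicate 2. In LL, *LHCSR1* was decreased at +6 (log2 fold change −2.59), +10 (−3.12), and −10 (−1.73). In the dark it was also lower in HL than in ML, with log2 fold changes of −1.29 at −2 (FPKM 7.46 ± 2.91 against 19.1 ± 4.09) and −0.81 at −10. Neither was called, but the change at −2, with a limma adjusted p of 0.0100, just over the threshold, was called with the replicate block, median scaling, quantile normalization, or without replicate 3. *LHCSR3A* (Cre08.g367500) had FPKM values of 117 ± 39.7 in LL, 90.1 ± 21.5 in ML, and 305 ± 31.6 in HL at +2, and of 12.3 ± 2.18, 189 ± 6.23, and 378 ± 11.3 at +6. Its LL log2 fold change of 0.34 at +2 was within the replicate spread. At +6 and +10 it was −3.85 (limma adjusted p = 2.5e-14) and −4.11 in LL. *LHCSR3B* (Cre08.g367400), a near-identical copy that could share its reads, had log2 fold changes of −3.87 at +6 and −3.65 at +10 in LL. At −2 the order was different, as *LHCSR3A* and *LHCSR3B* were higher in LL than in ML by 1.75 and 2.13 on the log2 scale, with means of 11.4 ± 4.36 and 15.8 ± 4.97 against 2.56 ± 0.551 and 2.79 ± 0.725. The LL group at −2 contains replicate 1 of low depth, and the *LHCSR3A* call was lost when −2 was modelled alone.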

We found that while *LHCSRs* were expressed at all light intensities, mRNA and protein abundance increased with increasing light intensity as expected (Fig. 7D). LHCSR1 and LHCSR3 proteins peaked early and midday, respectively, and they remained abundant at the other timepoints examined, as observed previously (Strenkert et al. 2019; Nawrocki et al. 2020). On the other hand, PSBS only accumulated transiently, and it reached a similar maximum abundance regardless of light intensity. Although PSBS is an essential protein for activating the qE mechanism in land plants (Li et al. 2000), the function of *Chlamydomonas* PSBS orthologs is unclear. We found that NPQ capacity was highest for the population acclimated to diurnal HL (Fig. 7E, Welch's ANOVA tests, *P* < 0.05), and, in contrast to qT, it was maintained in the dark phase, as previously reported (Strenkert et al. 2019; Nawrocki et al. 2020). Since PSBS levels did not correlate with NPQ capacity, our results support the hypothesis that PSBS is not directly involved in NPQ in *Chlamydomonas*.

It has also been shown that the energy-dissipative carotenoid Zea is not essential for the qE component of NPQ in *Chlamydomonas* (Niyogi et al. 1997). Lutein, on the other hand, can form a radical cation in the LHCSR3 protein, potentially driving qE in the alga (Bonente et al. 2011; Tian et al. 2019; Zheng et al. 2024). To investigate this, we monitored these and other pigments by HPLC (Fig. 7, F to J, Supplementary Figs. S10, B to J, Supplementary Data Set 8). Lutein content scaled with cell size over the diurnal cycle and was comparable between the ML and HL populations, as was the case for Vio, α-carotene, and β-carotene (Fig. 7, F and H, Supplementary Fig. S10, B and C). However, when normalized to Chl *a*, lutein abundance was correlated with NPQ capacity: it was significantly higher in the HL population than in the LL population throughout the diurnal cycle (Fig. 7G, Tukey's HSD tests, *p-adj.* < 0.005). Antheraxanthin (Anthera) and Zea were significantly higher in the HL cells at all timepoints (Fig. 7, I and J, Games-Howell tests, *p-adj.* < 0.05), but unlike lutein, Anthera and Zea peaked midday and then declined significantly at the +10 timepoint (Games-Howell tests over time, *p-adj.* < 0.05). As a result, the de-epoxidation state of the HL cells was highest early- and midday, dropped substantially at the +10 timepoint, and then remained relatively low during the night (Fig. 7K, Games-Howell tests over time, *p-adj.* < 0.0005). This suggests that qZ contributes to NPQ mainly during the early and midday periods and that CVDE1 activity is decreased in the latter half of the day. Since CVDE1's activity is responsive to ΔpH, these results may indicate that the pH gradient has relaxed at the +10 timepoint. Furthermore, since lutein content was more closely correlated with NPQ capacity than the de-epoxidation state was, these time course data provide further evidence that lutein is primarily responsible for the qE component of NPQ in *Chlamydomonas*.

Taken together, our results demonstrate dynamic regulation of qT, qE, and qZ to orchestrate a photoprotective quenching strategy tailored not only to the intensity of daylight typically experienced by the cells but also to the time of day.

## DISCUSSION

We have presented an integrative systems analysis of the model unicellular alga *Chlamydomonas* acclimated to challenging light intensities over the diurnal cycle. By monitoring synchronous populations under conditions that simulate our natural environment (warm, bright days and dark, cool nights), we uncovered distinct, physiologically relevant responses to limiting and excess light in both the light and dark phases with high signal-to-noise.

Diurnal rhythms in gene expression and physiology are driven by several overlapping forces in *Chlamydomonas*: 1) the periodic availability of photosynthetically active radiation and heat, which restricts photosynthesis to the daytime and drives changes in metabolic rate and redox state 2) the resulting coordination of cell cycle progression with time of day that synchronizes populations (Heldt et al. 2020; Umen and Liu 2023), 3) the periodic presence of light signals, which regulate downstream effectors through transcriptional and posttranscriptional mechanisms (Johnson et al. 1991; Greiner et al. 2017), and 4) an endogenous circadian oscillator, which controls phototaxis, chemotaxis, adhesion, starch metabolism, UV sensitivity, and the expression of several nuclear and plastid genes (Mittag et al. 2005; Matsuo and Ishiura 2010). Our results suggest that the concert of these forces is sufficient to maintain robust diurnal timing of gene expression genome-wide in the face of energy limitation and light stress. 91% of transcripts accumulated with a diurnal rhythm, and their phases were largely maintained regardless of the intensity of diurnal light (Fig. 2). These robust rhythms occurred even though some diurnal signals that *Chlamydomonas* would encounter in the natural environment are missing under our controlled experimental conditions (e.g. wavelengths other than those corresponding to red and blue light). For example, phase resetting of the circadian clock is responsive not only to red and blue light in *Chlamydomonas*, but also to green and violet light (Johnson et al. 1991; Kondo et al. 1991; Niwa et al. 2013; Forbes-Stovall et al. 2014; Petersen et al. 2022). Thus, providing a broader spectrum of illumination may increase the strength and prevalence of diurnal rhythms even further. While rhythms were more difficult to detect in the proteomics data (12% to 28% of nucleus-encoded proteins and 27% to 66% of chloroplast-encoded proteins accumulated with a significant diurnal rhythm), proteins that did show significant rhythmicity also peaked at similar times regardless of light intensity. The fact that a greater proportion of chloroplast-encoded proteins accumulated with a diurnal rhythm is consistent with previous works showing that the circadian clock has greater control over chloroplast gene expression than over nuclear gene expression in *Chlamydomonas* (Breidenbach et al. 1988; Leu et al. 1990; Salvador et al. 1993, 1998; Carter et al. 2004; Kucho et al. 2005; Idoine et al. 2014). In addition, diurnal changes in redox state in the chloroplast add an additional level of genetic regulation that is largely absent from the nucleus (Salvador and Klein 1999).

Although the timing of gene expression was resilient to limiting and excess light in *Chlamydomonas*, daylight intensity did alter the expression of hundreds of genes (Fig. 3), even during the night when the three populations were subjected to identical environmental conditions (dark, 18 °C, bubbled with ambient air). Which transcripts were differentially expressed between the three photoacclimated populations depended on the time. For example, transcripts that were significantly higher in the HL population relative to the ML control at the end of the night were different from those that had been higher at the beginning of the night or at the end of the day. Thus, transcriptomic differences in the night were not simply the result of elevated mRNA pools persisting in the cell, but rather reflected increased transcription or reduced mRNA decay of new gene targets during the dark phase. 

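Of the 34 mRNAs significantly increased in HL at −2, 2 were also increased at −10, against 0.265 expected by chance, and 4 were also increased at +10, against 1.10 expected (one-sided Fisher's exact tests, p = 0.0288 and p = 0.0234). The 114 increases at −10 and the 473 at +10 shared 17 mRNAs, against 3.69 expected (p = 1.5e-07 in the same exact test). With a pseudocount of 0.1, 4 of 41 increases at −2 were also increased at −10.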

Future work should interrogate how altered expression of these loci during the night phase contributes to photoacclimation, and how acclimation to limiting or excess light may influence transcription rate or mRNA decay at these loci.

In addition to diurnal changes, we found that the *F_v_/F_m_* and de-epoxidation state also change between the beginning, middle, and end of the day even when light intensity remains constant (Fig. 7). The *F_v_/F_m_* of HL-acclimated cells recovers almost completely at the +10 timepoint, concomitantly with a precipitous drop in the de-epoxidation state. These changes indicate that the HL cells partially overcome light stress once they reach S/M phase of the cell cycle. Studies on marine photosynthetic microorganisms have observed similar recoveries in the afternoon, perhaps speaking to this phenomenon as a common feature of the daily exposure to light stress (Brown et al. 1999). Future work should interrogate whether PSII repair activity is enhanced in the latter half of the day, whether LHCBM9 accumulation at this time is required for the observed recovery (Supplementary Fig. S9), or whether entry into S/M phase itself provides some relief from excess light.

Despite these dynamics in gene expression and photodamage, we found that most photoprotection strategies are constitutive in cells acclimated to diurnal HL. HL-acclimated cells maintained loosely stacked thylakoid membranes and reduced thylakoid lipid content (Fig. 5), their photosystems were less abundant (Fig. 6 and Supplementary Fig. S9), their Chl content was decreased (Figs. 1D), their LHCSR3 abundance and NPQ capacity were increased (Fig. 7, D and E), and their lutein content was higher on a per-Chl basis (Fig. 7G) across the diurnal cycle, even after 10 h of dark. Persistence of these phenotypes through the nighttime may be expected given that the associated proteins and membranes are quite stable in the absence of light stress and that the cells are in a quiescent G0 phase of limited biosynthesis during the cool darkness of night. This physiological memory of the previous day is likely advantageous for the alga to prepare for tomorrow when daylight intensity is predictable. Yet, it could come at a cost when daylight intensity varies from day to day, raising questions about how diurnal photoacclimation impacts fitness and how long it takes for the acclimatory phenotypes to manifest.

Integration of our system-wide measurements on cells acclimated to diurnal HL has contributed to our understanding of the mechanisms of photoprotection in *Chlamydomonas*. For example, our findings suggest that LHCII abundance as well as LHCII phosphorylation both contribute to changes in thylakoid membrane architecture (Figs. 5 and 7C, Supplementary Fig. S9B). In addition, our data provide further evidence that PSBS is not directly involved in NPQ in *Chlamydomonas*, and that lutein allows for the constitutive LHCSR-dependent NPQ observed (Fig. 7). The pattern of Zea accumulation suggests that qZ contributes to NPQ mainly during the early and midday periods. To further elucidate light stress responses in diurnal conditions, we include a core list of HL-responsive transcripts and proteins at each of the five timepoints examined, comprising 1,665 genes, over half of which are not associated with functional annotations (Supplementary Data Set 6, Fig. 3C, and Supplementary Fig. S6).

In addition to light responses, our transcriptomic and proteomic data also offer insights into macromolecular homeostasis in the eukaryotic cell. For example, they reveal that rhythmically expressed transcripts peak in abundance prior to their cognate proteins, reflecting the central dogma (Fig. 2F). Moreover, transient changes in transcript abundances in response to diurnal photoacclimation often generated sustained changes in protein abundances that persisted throughout the day (e.g. Figures 4F and 7D, Supplementary Fig. S9). Only ∼11% of light-responsive gene expression changes at a given time occurred at both the mRNA and protein levels (Supplementary Fig. S5). While some of these dissimilarities can be attributed to methodological differences in capturing the transcriptome and the proteome, they are also biological (de Sousa Abreu et al. 2009; Maier et al. 2009; Vogel and Marcotte 2012; Liu et al. 2016). Modest correlation between the two is routinely reported (Roch et al. 2004; Schwanhäusser et al. 2011; Lan et al. 2012; Marguerat et al. 2012; Hsieh et al. 2013; Eichelbaum and Krijgsveld 2014; Ponnala et al. 2014; Jovanovic et al. 2015) as transcripts and proteins are fundamentally different in their form, function, and regulation. Upon a stimulus, mRNA abundance typically changes by orders of magnitude to influence ribosomal occupancy, a phenomenon referred to as superinduction (Lee et al. 2011; Barry et al. 2017). Massive changes in transcript abundance are mediated not only through transcriptional activation and repression but also post-transcriptionally through changes in mRNA half-life, which has been shown to decrease up to 5-fold in response to light (Salvador et al. 1993; Salvador and Klein 1999; Durnford et al. 2003; Smith et al. 2024). The dynamic range of protein abundances is typically much smaller than that of their cognate transcripts, as protein abundance is tightly constrained to maintain proteostasis. Since cell volume roughly doubles over the diurnal cycle in our experiments, the absolute abundance of a protein would also only need to double to maintain its cellular concentration. Proteins are more often regulated by posttranslational modifications: phosphorylation (Reiland et al. 2011; Tan et al. 2020; Longoni and Goldschmidt-Clermont 2021), reduction/oxidation of cysteines (Pérez-Pérez et al. 2017; Wakao and Niyogi 2021; Zimmer et al. 2021), acetylation of lysines (Füßl et al. 2022), and protonation of side chains (Li et al. 2004; Ballottari et al. 2016; Tian et al. 2019) induce rapid, reversible changes in conformation, enzyme activity, protein-protein interactions, and localization in response to changing fluence and other stimuli. Our genome-wide data and paired physiological measurements hint at widespread posttranscriptional regulation specific to different times of day and in response to different light intensities waiting to be uncovered.

Previous genome-wide expression datasets from diurnal time-courses of *Chlamydomonas* have fed powerful co-expression analyses, gene regulatory networks, and metabolic models (Salomé and Merchant 2021; Metcalf and Boyle 2022; Arend et al. 2023; Wulf et al. 2023). They have also guided functional analysis of dozens of genes, for example in recent works on the nuclear pore complex, histones, transporters, and regulators (Mosalaganti et al. 2018; Chaux et al. 2023; Huang et al. 2023; Kafri et al. 2023; Fakhimi and Grossman 2024; Lihanova et al. 2024; Liu et al. 2024). Now, by overlaying light stress onto this synchronous cell system and providing parallel measurements of not only mRNA and proteins but also lipids, bioenergetic physiology, and plastid ultrastructure across the diurnal cycle, we provide these data as a rich resource for the photosynthesis community.

## Materials and methods

### Strains and culture conditions

*Chlamydomonas reinhardtii* strain CC-5390 [CC-4351 (*cw*15–325 *mt*+) rescued with the pCB412 cosmid carrying the *ARG7* gene] was used for all experiments. Cells were precultivated in 125 mL Erlenmeyer flasks containing 50 mL Tris-acetate-phosphate (TAP) medium with a modified trace element solution (Kropat et al. 2011) in an Innova incubator (New Brunswick Scientific, NJ, USA) with constant agitation at 140 rpm, 24 °C, and continuous white light (50 to 60 μmol photons m^−2^ s^−1^). Cultures were synchronized and grown in presterilized turbidostat flat-panel FMT 150 Photobioreactors (Photon Systems Instruments, Drásov, Czechia) containing high-salt (HS) medium supplemented with a modified trace element solution (Sueoka 1960; Kropat et al. 2011) as described previously (Strenkert et al. 2019). Briefly, photobioreactors were inoculated with cells precultivated in TAP to a starting optical density (OD_680_) of ∼0.05. Cultures were aerated with filter-sterilized ambient air provided by an aquarium pump, which also mixed cultures with airlift. Cells were grown under 12-h-light/12-h-dark cycles, where temperature was set to 28 °C during the light phase and 18 °C during the dark phase, and illumination was provided by a panel of red and blue LEDs (80% blue, 20% red, LED Light Source SL 3500; Photon Systems Instruments, Drásov, Czechia). Light intensity was set to 50 μmol photons m^−2^ s^−1^ for LL, 200 μmol photons m^−2^ s^−1^ for ML, and 1,000 μmol photons m^−2^ s^−1^ for HL. Cells were acclimated to the respective diurnal light condition by growing in turbidostat mode for a minimum of 2 weeks before performing the experiments. As the LL condition limited growth, cells were first grown for 1 week at ML, and then the light was changed to LL for at least 1 week before performing the experiments. At the start of each experiment, OD_680_ was set to 0.4 at the beginning of the dark phase, and the flow of media was stopped in order to monitor changes in culture density. Experimental replicates refer to independent experiments performed with independent cultures in different weeks.

### Live-cell imaging by Airyscan microscopy

10 mL of culture was collected by centrifugation at 1800 × *g* for 1 min, and cells were resuspended in 0.7% low-melting-point agarose in HS medium and mounted between slide and coverslip. Cells were observed using a Zeiss LSM 880 or a Zeiss LSM 980 microscope equipped with the Airyscan detector with a Zeiss Plan-Apochromat 63×/1.4 NA DIC M27 Oil objective (Zeiss, Oberkochen, Germany). Chlorophyll (Chl) was excited with a 633 nm laser, and fluorescence was acquired through a 645 nm longpass filter. At least 12 representative cells were imaged per condition, and one representative image was chosen for display. Image acquisition and analysis were performed using ZEN software (Zeiss, Oberkochen, Germany) and FIJI image analysis software (Schindelin et al. 2012; Schneider et al. 2012).

### Cell density, size, and estimation of culture synchrony

Cell density was continuously monitored by the bioreactors as OD_680_, and the mean OD_680_ and standard deviation across 9 experimental replicates (*n* = 9) is displayed. Cell number was determined for all experimental replicates with a Z2 Coulter Particle Count and Size Analyzer (Beckman Coulter, CA, USA) set to count particles between 4 and 14 µm in diameter. Cell diameter was determined for three experimental replicates (*n* = 3). Images of cultures immobilized with iodine were taken <15 min after each timepoint at 100× total magnification using ZEN software and diameters were estimated using FIJI image analysis software. In FIJI, images were made binary, holes were filled, and the “watershed” command was used to distinguish actively dividing daughter cells and count them as individual cells. The conversion factor of 0.44 µm/pixel (corresponding to the magnification of the image) was used to determine the diameter of particles ranging from 15 to 3,000 µm^2^ in area with a circularity factor from 0.5 to 1. The diameter of 100 cells from each of the three experimental replicates (300 cells total) is plotted for each condition.

As an additional qualitative metric of population synchrony, the fraction of cells in the population undergoing S/M phase of the cell cycle was estimated by microscopy for three experimental replicates (*n* = 3). Cells exhibiting a cleavage furrow or that had divided into two daughter cells but not yet separated from each other (not yet hatched) were considered to be dividing. At least 40 total cells were counted for each of the three experimental replicates.

### Pigment content

Pigment content was measured by HPLC. 10 mL of culture from each of 4 experimental replicates (*n* = 4) was collected by centrifugation at 2,400 × *g* for 3 min at 4 °C, and the pellets were flash-frozen in liquid N_2_ and stored at −80 °C until further processing. After thawing, 100 µL of 100% acetone was used to extract pigments from each sample by vortex for 10 min. The sample was centrifuged at 21,000 × *g* for 5 min at 4 °C, and the supernatant was transferred to a collection tube. Another 100 µL of 100% acetone was added to the pellet to extract pigment completely by vortexing for 10 min. The pellet was removed by centrifugation at 21,000 × *g* for 5 min at 4 °C, and the supernatant was added to the same collection tube as before. The extracted pigments were passed through a 0.22 µm nylon filter and transferred to an HPLC sample vial. HPLC was performed using a Spherisorb ODS1 C_18_ column (4.6× 250 mm, Waters Corporation, MA, USA) and pigment analysis was performed as previously described (Müller-Moulé et al. 2002). Pigment content was normalized to either cell number or Chl *a*. The cellular content of measured pigments (pmol/10^6^ cells) is available in Supplementary Data Set 8.

### Total organic carbon measurement

Total nonpurgeable organic carbon (NPOC) of cells was determined for three experimental replicates (*n* = 3) using a TOC-L Shimadzu Total Organic Carbon Analyzer (Shimadzu, Kyoto, Japan). 13 mL of culture was collected by centrifugation at 3,200 × *g* and 4 °C for 2 min, and the cell pellets were washed once in 10 mm Na-phosphate buffer (pH 7.0). Cell pellets were stored at −20 °C until analysis (<1 month). To digest cells, pellets were resuspended in 3 m HCl to achieve roughly 3.33× 10^7^ cells/mL acid and then incubated at 65 °C for 48 h with constant agitation. Cell digests were diluted 111-fold with MilliQ H_2_O for a final HCl concentration of 27 mm. All samples were sparged to remove inorganic carbon; some organic carbon may be purged from the sample by this method, so we report “nonpurgeable” organic carbon.

### RNA extraction

15 mL of culture from each of three experimental replicates (*n* = 3) was collected by centrifugation at 2,500 × *g* and 4 °C for 5 min. Cell pellets were resuspended in 1 mL lysis buffer containing 50 mm Tris-HCl pH 7.5, 150 mm NaCl, 15 mm EDTA pH 8, 2% (w/v) SDS, and 40 µg/mL Proteinase K (from *Tritirachium album*, Fisher Scientific, NH, USA) and mixed by gentle pipetting and inversion for 30 s. Cellular starch was removed by centrifugation at 600 × *g* for 3 min, and the lysate was transferred to a fresh 15 mL tube and flash-frozen in liquid N_2_ before storing at −80 °C. RNA from 4 to 5 frozen samples was extracted in parallel; samples were kept on ice and solutions were pre-cooled when possible. 10 mL TRIzol (Invitrogen, Thermo Fisher Scientific, MA, USA) was added to each frozen pellet and samples were gently inverted until thawed. Then, nucleic acids were extracted by adding 2 mL chloroform/isoamylalcohol (24:1, v/v) and shaking vigorously for 30 s. The sample was quickly transferred to MaXtract High Density tubes (QIAGEN, MD, USA), phases were separated by centrifugation at 1500 × *g* and 20 °C for 5 min, and the aqueous phase was carefully transferred to a fresh tube and mixed with ∼10 mL of cold ethanol (100%). The mixture was transferred onto an RNeasy Mini column (QIAGEN, MD, USA) using a vacuum manifold, washed according to manufacturer's instructions but with buffer RWT instead of RW1, DNase treated on the column, washed with buffer RWT and RPE, and eluted into 90 µL RNase-free water. In an additional step, the RNA was further purified by precipitation with 0.3 m sodium acetate (pH 7.0) and 2.5-volumes of ethanol (100%) for 30 min at −20 °C, followed by centrifugation at 16,200 × *g* and 4 °C for 30 min. The resulting pellets were washed with 70% (v/v) ethanol and resuspended in 60 µL RNAse-free water. The concentration of total RNA was estimated using a NanoDrop One (Thermo Fisher Scientific, MA, USA) to be >100 ng/µL. RNA quality was assessed by the ratios of A_260_/A_280_ ∼2.05 to 2.20 and A_260_/A_230_ > 2.00, and by using the Agilent RNA 6000 Pico Kit with a 2100 Bioanalyzer according to the manufacturer's instructions (Agilent, CA, USA).

### Transcriptomics sequencing and quantitation

Total RNA was subjected to poly(A) selection, RNA-Seq library construction, and sequencing on the Illumina HiSeq 3000 platform by the University of California Los Angeles Technology Center for Genomics and Bioinformatics (UCLA, CA, USA) using standard kits and protocols (Illumina Inc. CA, USA). Sequencing comprised 3 lanes of 50 nt reads, which generated 933 M reads total from 45 libraries (three light intensities × five timepoints × three experimental replicates). The resulting reads were mapped to the *C. reinhardtii* reference genome assembly and annotations v6.1 (https://phytozome-next.jgi.doe.gov/info/CreinhardtiiCC_4532_v6_1) (Craig et al. 2022) with STAR (v2.4.0j) using --runThreadN 4 --alignIntronMax 5000. The resulting sam formatted files were compressed, sorted and indexed with samtools (v1.16.1) using view -b -h, sort, and index, respectively. FPKMs were calculated with cuffdiff (v2.0.2) using – max-bundle-frags 1000000000 – library-type fr-firststrand. FPKM values for all 16,735 nucleus-encoded mRNAs detected are available in Supplementary Data Set 2, along with gene symbols and functional descriptions. More information about each gene can be found on https://phytozome-next.jgi.doe.gov/info/CreinhardtiiCC_4532_v6_1. Reproducibility across the three experimental replicates was assessed by calculating the pairwise Pearson correlation coefficient (*r*) for the FPKMs in all mRNAs that were detected in both replicates being compared: the cor function from the R package *stats* (v4.4.1) was applied with method = “pearson” and missing values were excluded with use = “complete.obs”.

### Protein and lipid extraction

35 mL of culture from each of three experimental replicates (*n* = 3) was collected by centrifugation at 2,400 × *g* at 4 °C for 3 min, resuspended in 200 µL Na-phosphate buffer (pH 7.0), transferred to 1.5 mL tubes, flash-frozen in liquid N_2_, and stored at −80 °C. Cell pellets were extracted using the Metabolite, Protein, and Lipid extraction (MPLex) method (Nakayasu et al. 2016; Nicora et al. 2020). The cell pellets were resuspended in Type 1 water and cold (−20 °C) chloroform/methanol (2:1, v/v) in chloroform-compatible 2 mL Sorenson MµlTI SafeSeal microcentrifuge tubes (Sorenson BioScience, UT, USA). The resulting mixture had a final ratio of 8 parts chloroform, 4 parts methanol, 3 parts water/sample. Samples were vortexed, sonicated on ice in a bath sonicator, and then incubated in an ice block with shaking for 45 min. Samples were then sonicated with a 3 mm probe (20 kHz fixed ultrasonic frequency, sonicator model FB505, Thermo Fisher Scientific, MA, USA) at 20% of the maximum amplitude for 30 s on ice within a fume hood. The polar and nonpolar phases, as well as the protein interlayer, were separated by centrifugation at 12,000 × *g* for 10 min.

The upper polar phase was removed. The protein interlayer was washed with cold 100% methanol, resuspended by vortexing, and the protein was collected by centrifugation at 12,000 × *g* for 5 min. Protein pellets were lightly dried under an N_2_ stream and stored at −80 °C until analysis. The lower nonpolar phase was collected for lipidomics analysis: the solvent was removed by drying in a speed vac, 500 µL of cold chloroform/methanol (2:1, v/v) was added, and the samples were stored at −20 °C until analysis.

### Protein digestion

8 m urea was added to each protein pellet, and a bicinchoninic acid (BCA) assay was used to determine the protein concentration (Thermo Fisher Scientific, MA, USA). Then, 10 mm dithiothreitol (DTT) was incorporated into the samples by incubating at 60 °C for 30 min with continuous agitation at 800 rpm. The samples were then diluted 8-fold before digestion in a solution containing 100 mm triethylammonium bicarbonate (TEAB), 1 mm CaCl_2_, and sequencing-grade modified porcine trypsin (Promega, WI, USA) at a trypsin-to-protein ratio of 1:50 (w/w) for 3 h at 37 °C.

Following digestion, the samples were desalted using a 4-probe positive pressure Gilson GX-274 ASPEC system (Gilson Inc., WI, USA) with Discovery C18 100 mg/1 mL solid phase extraction columns (Supelco, MO, USA). Initial conditioning was performed with 3 mL of methanol followed by 2 mL of 0.1% trifluoroacetic acid (TFA) in H_2_O, the samples were loaded onto each column, washed with 4 mL of a solution of 95:5 H_2_O:acetonitrile and 0.1% TFA, and eluted with 1 mL of 80:20 acetonitrile:H_2_O containing 0.1% TFA. The eluted samples were concentrated to approximately 100 µL using a speed vac, and another BCA assay was performed to determine the peptide concentration. 2 µg from each sample was combined to form a global pool, while 30 µg from each sample was aliquoted into new tubes for isobaric multiplexing. These samples were completely dried in a speed vac.

### TMT peptide labeling

Samples were pooled randomly into three groups called “plexes.” Each plex also contained a global pool for normalization across sets. Dried samples were diluted in 40 µL of 500 mm HEPES (pH 8.5) and labeled using an amine-reactive TMT Isobaric Mass Tagging Kit (Thermo Fisher Scientific, MA, USA) according to the manufacturer's instructions. 250 μL of anhydrous acetonitrile was added to each 5 mg reagent, which was dissolved over 5 min with occasional vortexing. Reagents (10 µL) were then added to each sample and incubated for 1 h at ambient temperature with shaking at 400 rpm. Each sample was then diluted with 30 µl 20% acetonitrile (v/v). A portion from each sample was collected as a premix, which was run on a mass spectrometer to confirm complete labeling. The samples were frozen at −80 °C until further analysis. Frozen samples were thawed, and the reaction was quenched by adding 8 μL of 5% hydroxylamine (v/v) and incubating for 15 min at ambient temperature with shaking at 400 rpm. The samples within each set were then combined and completely dried in a speed vac. Samples were then cleaned using Discovery C18 50 mg/1 mL solid phase extraction tubes as described above and once again assayed by BCA to determine the final peptide concentration. Samples were diluted in 2% ACN, 0.1% formic acid to a peptide concentration of 0.25 μg/μL for microfractionation.

Peptide mixtures were separated by high resolution reversed phase UPLC using a nanoACQUITY UPLC system (Waters Corporation, MA, USA) equipped with an autosampler. Capillary columns (200 µm i.d. × 65 cm long) were packed with 300 Å 3.0 µm p.s. Jupiter C18 bonded particles (Phenomenex, CA, USA). Separations were performed at a flow rate of 2.2 µL/min on binary pump systems using 10 mm ammonium formate (pH 7.5) as mobile phase A and 100% acetonitrile as mobile phase B. 48 µL of TMT-labeled peptide mixtures (0.25 µg/µL) were loaded onto the column and separated using a binary gradient of 1% B for 35 min, 1% to 10% B in 2 min, 10% to 15% B in 5 min, and 15% to 25% B in 35 min, 25% to 32% B in 25 min, 32% to 40% B in 13 min, 40% to 90% B in 43 min, held at 90% B for 2 min (column washed and equilibrated from 90% to 50% B in 2 min, 50% to 95% B in 2 min, held at 95% B for 2 min and 95% to 1% in 4 min). The capillary column eluent was automatically deposited every minute into 12× 32 mm polypropylene vials (Waters Corporation, MA, USA) starting at 60 min and ending at 170 min over the course of the 180 min LC run. Fractions were concatenated by collecting fractions from vial 1 to vial 24 and then returning to vial 1 back to vial 24 (etc.). Prior to peptide fraction collection, 100 µL of water was added to each vial to aid the addition of small droplets into the vial. Each vial was completely dried in a vacuum concentrator (Labconco, MO, USA) and reconstituted in 20 µL 2% acetonitrile, 0.1% formic acid and stored at −20 °C until LC-MS/MS analysis.

### TMT-labeled peptide mass spectrometry

A Thermo Dionex Ultimate 3000 UPLC system (Thermo Fisher Scientific, MA, USA) was configured to load a 5 µL injection directly onto the column at a flow rate of 200 nL/min, allowing 40 min to load the sample onto the column before the elution gradient was started. The analytical column was made using an integrated emitter capillary (75 µm i.d. × 25 cm long), packed in-house using BEH C18 media (Waters Corporation, MA, USA) in 1.7 µm particle size. Columns were heated to 45 °C using the MonoSLEEVE controller and a 15 cm heater (Analytical Sales and Services Inc., NJ, USA). Mobile phases consisted of (A) 0.1% formic acid in H_2_O and (B) 0.1% formic acid in acetonitrile with the following gradient profile (min, %B): 0, 1; 40, 1; 50, 8; 145, 25; 155, 35; 160, 75; 165, 5; 170, 95; 175, 1.

MS analysis was performed using a Q-Exactive HF-X mass spectrometer (Thermo Fisher Scientific, MA, USA) outfitted with a Nanospray Flex Ion Source (Thermo Fisher Scientific, MA, USA) ionization interface. The ion transfer tube temperature and spray voltage were 300 °C and 2.2 kV, respectively. Data were collected for 120 min following a 60 min delay from sample injection. FT-MS spectra were acquired from 300 to 1,800 m/z at a resolution of 60 K (automatic gain control (AGC) target 3× 10^6^) while the top 12 FT-HCD-MS/MS spectra were acquired in data-dependent mode with an isolation window of 0.7 m/z and a resolution of 45 K (AGC target 1 × 10^5^) using a normalized collision energy of 30% and an exclusion time of 45 s.

### TMT proteomics data analysis

LC-MS/MS datafiles were converted to mzML format using MSConvert, part of the ProteoWizard (Chambers et al. 2012) suite of software tools. MZRefinery (Gibbons et al. 2015) was employed to re-calibrate the MS level search mass values. Adjusted spectra were then searched using MS-GF+ (Kim and Pevzner 2014) with partial tryptic cleavage rules, +/− 20 ppm parent mass tolerance, static TMT 16-plex modification (+229.1629 Da) of peptide N-termini and lysine residues, dynamic oxidation (+15.9949 Da) of methionine residues, and instrument set to Q-Exactive derived data. A target/decoy approach was employed (Elias and Gygi 2007) against 32,670 protein sequences from the *Chlamydomonas reinhardtii* v6.1 genome annotation (https://phytozome-next.jgi.doe.gov/info/CreinhardtiiCC_4532_v6_1) (Craig et al. 2022) coupled with 16 commonly observed contaminants (trypsin, keratin, etc.). Peptide-to-spectrum matching (PSM) identifications were filtered to 1% FDR (10,277 decoy from 1,027,720 filter passing PSMs), matched back to the search FASTA using the Protein Coverage Summarizer tool (Protein Coverage Summarizer · bio.tools), and peptide uniqueness was assessed. Parsimony was applied such that only non-unique peptides mapping to more than one uniquely identified Gene IDs (2.1% of the overall data) were excluded from quantitation. The MASIC software tool (Monroe et al. 2008) was used to extract TMT reporter ion signal abundances within a tolerance of +/− 0.003 Da, as well as an isotopic interference assessment for precursor signals. Signals with more than 20% non-parent isotopic interference (≤0.8) were excluded from quantitation. Resulting peptides and their associated abundances (MASIC values) were log_2_-transformed, visualized, and mean central tendency normalized using InfernoRDN (Polpitiya et al. 2008). Normalized peptide abundances were de-logged, grouped by parsimony-filtered Gene IDs, and abundances summed (simple protein rollup). Resulting Gene ID abundances were log_2_-transformed and mean central tendency normalized to remove small, experimentally induced variations, resulting in the final MASIC values reported.

While 11,462 proteins were detected across the dataset, only proteins which were detected in at least two of the three experimental replicates of all 15 cellular states were analyzed (10,075 proteins total); MASIC values for these proteins are available in Supplementary Data Set 2, along with gene symbols and functional descriptions. More information about each gene can be found on https://phytozome-next.jgi.doe.gov/info/CreinhardtiiCC_4532_v6_1. Reproducibility across the three experimental replicates was assessed by calculating the pairwise Pearson correlation coefficient (*r*) for the MASIC values in all proteins that were detected in both replicates being compared: the cor function from the R package *stats* (v4.4.1) was applied with method = “pearson” and missing values were excluded with use = “complete.obs”.

### Enzymatic starch measurement

20 mL of culture from each of three experimental replicates (*n* = 3) was collected in Protein LoBind tubes (Eppendorf, Hamburg, Germany) by centrifugation at 1,650 × *g* for 10 min. Cell pellets were flash-frozen in liquid N_2_ and then stored at −80 °C until processing (<2 weeks). Samples were processed and assayed in batches by experimental replicate. Starch was extracted from the cell pellets by ethanolic extraction in three subsequent cycles. Each pellet was resuspended in 250 µL 80% (v/v) ethanol, and the suspensions were transferred to screw-cap tubes with rubber gaskets to minimize evaporation loss. Each tube was incubated at 95 °C for 30 min with constant agitation, allowed to cool to ambient temperature (∼5 min), and the pellet collected by centrifugation at 5,000 × *g* for 10 min. The supernatant was carefully removed, and the pellet was subsequently treated in the same way with 150 µL of 80% (v/v) ethanol and then with 250 µL of 50% (v/v) ethanol, respectively. The resulting pellets were hydrolyzed by resuspending in 400 µL of 0.1 m NaOH, shaking vigorously, incubating at 95 °C for 30 min with constant agitation, allowed to cool to ambient temperature, and the pellet collected by centrifugation at 5,000 × *g* for 10 min. The supernatant was carefully removed, and the pellet was resuspended in 80 µL of freshly prepared neutralization solution (0.1 m sodium acetate, with pH adjusted to 4.9 with NaOH and 0.5 m HCl) and 320 µL of MilliQ H_2_O was added to prepare the final sample volume. The starch content in each sample was determined using a Starch Assay Kit (Sigma-Adrich, MO, USA) according to the manufacturer’s instructions, but with the sample preparation replaced by the ethanolic extraction and hydrolysis described above, and the assay adjusted to smaller reaction volumes. The starch assay volume was reduced to 350 µL while maintaining reagent ratio and the glucose assay was performed in 96-well plates using 20 µL of the starch assay reaction in a total reaction volume of 200 µL. Cellular glucose levels were determined for each sample in a parallel reaction lacking amyloglucosidase, and the resulting background glucose concentration was subtracted from the final glucose concentration (cellular glucose + glucose derived from starch) to calculate starch content. Starch concentration was normalized to cell number.

### O_2_ consumption and evolution measurements

O_2_ consumption and evolution rates were measured for three experimental replicates (*n* = 3) on a standard Clark-type electrode (Hansatech Oxygraph with a DW-2/2 electrode chamber) and analyzed with Hansatech O2view software (v2.10, Hansatech Instruments Ltd, Norfolk, UK). 2 mL of cells sampled at the designated timepoints were assayed in the presence of 5 mm NaHCO_3_ under constant agitation. Respiration rates were measured as O_2_ consumption over a period of 5 min in the dark. Then, O_2_ evolution was measured during illumination with 50 μmol photons m^−2^ s^−1^ for 5 min, 200 μmol photons m^−2^ s^−1^ for 3 min, and 1,000 μmol photons m^−2^ s^−1^ for 3 min. As O_2_ evolution rates were highest during illumination with 1,000 μmol photons m^−2^ s^−1^, only those rates were reported. The rate of photosynthetic O_2_ evolution was calculated as the difference between O_2_ evolution and O_2_ consumption in the dark for each sample. O_2_ consumption and evolution rates were normalized to NPOC as a proxy for biomass or to Chl *a*.

### Transmission electron microscopy

50 mL of culture was collected by centrifugation at 1800 × *g* for 1 min, cells were resuspended in 2% glutaraldehyde in HS medium, and fixed by incubation at 4 °C with rotatory agitation in the dark for >10 h. The fixed cells were washed and post-fixed with Na-cacodylate buffer containing 1% (w/v) OsO_4_ and 1.6% (w/v) potassium ferricyanide for 1 h. The fixed cells were washed twice with cacodylate buffer for 10 min. The washed cells were then dehydrated with increasing concentrations of acetone (35% to 100%). Dehydrated cells were infiltrated and embedded in EPON resin. Sections were cut to approximately 70 to 100 nm in thickness. The thin sections were collected onto copper formvar slot grids. Sections were post-stained with 2% uranyl acetate for 7 min, followed by lead citrate for 7 min. The sections were dried and examined using a JEOL 1200 EX 100 kV TEM (JEOL, MA, USA) with an Orius CCD camera (Gatan Inc., CA, USA) or a Technai 12 120 kV FEI TEM with a Rio16 CMOS Camera (Gatan Inc, CA, USA). At least 15 representative cells were imaged from each sample, and one representative cell was chosen for display.

### Image analysis of thylakoid membranes

The characteristics of thylakoid membranes [number of thylakoid membrane layers, membrane height, and SRD were manually measured for at least 37 representative thylakoid membrane regions per sample (*n* ≥ 37) (from at least 10 representative cells per sample) using FIJI image analysis software as previously described (Mazur et al. 2021). The analysis method was modified as follows because *Chlamydomonas* thylakoid membrane architecture has less distinct grana structures than do land plants. Instead of only collecting data on thylakoid membrane stacks with three or more membrane layers, we collected data on all levels of stacking, including single, unstacked thylakoid membranes. Membrane height is defined as the distance between the top and bottom layers of the outer thylakoid membranes of a stack. SRD represents the average thickness of each thylakoid membrane and is calculated by dividing the height of the membrane stack by the number of membrane layers in the stack (Supplementary Fig. S7B). SRD was only determined for stacked thylakoid membranes (2 or more thylakoid membrane layers).

### Lipidomics analysis

Untargeted lipid detection, identification, and quantitation were achieved by LC-ESI-MS/MS analysis using a Vanquish Flex UHPLC system (Thermo Fisher Scientific, MA, USA) interfaced with a Velos-ETD Orbitrap mass spectrometer (Thermo Fisher Scientific, MA, USA). Dried lipids extracted by MPLex (described above) were reconstituted in 90% methanol and 10% chloroform (v/v) and injected onto an ACQUITY UPLC CSH column (3.0 mm × 150 mm × 1.7 µm particle size, Waters Corporation, MA, USA). Lipids were separated over a 34 min gradient elution (mobile phase A: acetonitrile:H_2_O (40:60, v/v) containing 10 mm ammonium acetate; mobile phase B: acetonitrile:isopropyl alcohol (10:90, v/v) containing 10 mm ammonium acetate) at a flow rate of 250 µL/min. The full gradient profile was as follows (min, %B): 0, 40; 2, 50; 3, 60; 12, 70; 15, 75; 17, 78; 19, 85; 22, 92; 25, 99; 34, 99; 34.5, 40. The mass spectrometer inlet and HESI source were maintained at 350 °C with a spray voltage of 3.5 kV and sheath, auxiliary, and sweep gas flows of 45, 30, and 2, respectively. Samples were analyzed in both positive and negative ionization using higher-energy collision dissociation (HCD) and collision-induced dissociation (CID) to obtain high coverage of the lipidome. Data were collected using a precursor scan of 200 to 2,000 m/z at a mass resolution of 60 k, followed by data-dependent MS/MS of the top 4 ions. Normalized collision energies for CID and HCD were 35 and 30, respectively. CID spectra were acquired in the ion trap using an activation q-value of 0.18, while HCD spectra were acquired in the orbitrap at a mass resolution of 7.5 k. LC-MS/MS raw data files were imported into the in-house developed software LIQUID (Lipid Informed Quantitation and Identification) (Kyle et al. 2017) for semi-automated identification of lipid molecular species. Confident lipid identifications were determined by examining the tandem mass spectra for diagnostic ion fragments along with associated chain fragment information. In addition, the isotopic profile, extracted ion chromatogram (XIC), and mass error of measured precursor ions were examined for lipid species. The identified lipid name, observed m/z, and the retention time from each analysis were used as the target database for feature identification across all LC-MS/MS runs to align and gap-fill the mass spectrometry data. This was achieved by aligning all datasets (grouped by ionization type) and matching unidentified features to their identified counterparts using MZmine 2 (Pluskal et al. 2010). Aligned features were manually verified, and peak intensity values were exported for statistical analysis (Kyle et al. 2016).

In total, 268 lipid species were detected: 199 in positive mode (DG, DGDG, DGTSA, MGDG, SQDG, and TG species) and 69 in negative mode (PA, PE, PG, and PI species). Peak intensity was log_2_-transformed and then median-normalized to correct for differences in material loading across samples. Median-normalized peak intensity for all lipid species detected are available as Supplementary Data Set 7. Reproducibility across the three experimental replicates was assessed by calculating the pairwise Pearson correlation coefficient (*r*) for the median-normalized peak intensities in all lipid species that were detected in both replicates being compared: the cor function from the R package *stats* (v4.4.1) was applied with method = “pearson” and missing values were excluded with use = “complete.obs”.

### *F_v_/F_m_* measurement

*F_v_/F_m_* was determined for each of three experimental replicates (*n* = 3). Roughly 10 mL of culture was collected into 25 mL Erlenmeyer flasks and dark-adapted for 15 min. Then, 350 µL of culture was aliquoted into each of 18 replicate wells of a 96-well plate per sample to measure maximum quantum efficiency of PSII using an IMAG-MAX/L MAXI Imaging PAM system equipped with ImagingWinGigE software (Heinz Walz GmbH, Effeltrich, Germany). *F_v_/F_m_* was calculated as *F_v_/F_m_* = (*F_m_* − *F*_0_)/*F_m_*, where *F_m_* is the maximum fluorescence measured immediately after a saturating pulse and *F*_0_ is the initial fluorescence of dark-adapted cells. The saturating pulse was administered at an intensity of 10 units and a pulse width of 0.48 s. Gain and damping of the instrument were set to 18 and 4, respectively, such that the F_t_ of a dark-adapted control culture was between 0.15 and 0.20. Control cultures were grown in TAP medium under 50 to 60 µmol photons m^−2^ s^−1^ (mixture of warm and cool white light) and 24 °C with constant agitation at 140 rpm in an Innova incubator, and were then kept at a lower light intensity for the duration of each experiment time course (∼20 µmol photons m^−2^ s^−1^).

### 77 K fluorescence emission spectra

Steady-state Chl fluorescence emission spectra at 77 K were measured for four experimental replicates (*n* = 4) with a FluoroMax-4 spectrophotometer (Horiba Scientific, Kyoto, Japan). 1.5 mL of culture was sampled into glass tubes and immediately frozen by submerging in liquid N_2_. The excitation wavelength was 420 nm with a 2 nm slit size. Fluorescence emission was measured from 650 to 780 nm with a 4 nm slit size. Fluorescence emission at each wavelength was measured for 0.1 s, the spectra were recorded three consecutive times for each sample, and the averaged spectra for each replicate sample were obtained. Fluorescence at each wavelength was normalized relative to the maximum fluorescence (resulting from PSII, ∼684 nm). The mean spectra and standard deviation across the 4 experimental replicates are displayed. The PSI fluorescence relative to the PSII fluorescence is reported as the ratio between the fluorescence at the 711 nm peak and the fluorescence at the 684 nm peak.

### NPQ capacity

NPQ capacity was determined by monitoring Chl fluorescence over light curves for at least three experimental replicates (*n* = 3). Around 20 mL of culture was collected into 50-mL Erlenmeyer flasks and dark-acclimated for 30 min with constant agitation at 180 rpm to relax the proton gradient across the thylakoid membrane and allow for full conversion of Zea to Vio. Agitation was used to prevent hypoxia, which is known to induce State 2 in *Chlamydomonas* (Finazzi et al. 2002). 8 to 10 mL of culture was then deposited onto a glass fiber prefilter (Millipore Sigma, MA, USA) using a syringe, the filter was positioned in a leaf clip, and light curves were collected with a Fluorescence Monitoring System FMS 2+ (Hansatech Instruments Ltd, Norfolk, UK) as described previously (Brooks and Niyogi 2011) with gain set to 50 and modulation beam intensity set to 2. The samples were first illuminated with far-red light to induce State 1: samples collected during the light phase were illuminated with far-red light for 10 min, and samples collected during the dark phase were illuminated for 5 min since 77 K fluorescence emission spectra showed that cells were in State 1 in the night. Then, *F_v_/F_m_* was measured using a saturating pulse with an intensity of 45 units and a pulse width of 0.5 s. 5 min treatments of increasing actinic light intensity (50, 200, 500, 1,000, and 1,500 µmol photons m^−2^ s^−1^) were then administered to determine light-adapted $F_{m}^{\prime }$ (using the same saturating pulse settings) and calculate energy dissipation as NPQ = (*F_m_* − $F_{m}^{\prime }$)/$F_{m}^{\prime }$.

### Statistical analysis of physiological data

Experimental replicates refer to independent experiments performed in different weeks. The number of experimental replicates for each physiological measurement is specified in the associated section of the Methods and the figure legends. The following analyses were performed to identify which comparisons were statistically significant using the R statistical programming language. The choice of which statistical test to apply was made independently for each physiological measurement based on three criteria: whether replicate measurements were independent of each other (as opposed to being paired), whether the data could be considered normally distributed, and whether there was equal variance between test groups (homoscedasticity). Experimental replicates were independent of each other for all physiological measurements except for starch content, for which samples were processed and assayed in batches one experimental replicate at a time. The normality of data was determined by evaluation of two inputs: a Shapiro-Wilk’s test for normality (alpha = 0.05), and visual examination of a quantile–quantile (QQ) plot of residuals. For data sets with a normal distribution, equal variance was determined with Levene's test (alpha = 0.05). For physiological measurements with normally distributed data, equal variance, and independent replicates, a two-tailed ANOVA analysis was performed. If the resulting *P*-value was <0.05, Tukey's HSD test was performed as a post-hoc analysis of pairwise comparisons. A multiple testing correction is included in the Tukey HSD test. Pairwise comparisons were considered significant if the adjusted *P*-value was <0.05. For physiological measurements with normally distributed data and independent replicates, but without equal variance, a two-tailed Welch's ANOVA analysis was performed. If the resulting *P*-value was <0.05, a Games-Howell test was performed as a post-hoc analysis of pairwise comparisons. For physiological measurements with data that is not normally distributed, a Kruskal-Wallis test was performed. If the resulting *P*-value was <0.05, a Dunn test was performed as a post-hoc analysis of pairwise comparisons. For physiological measurements with normally distributed, homoscedastic data, but without independent replicates, a repeated measures ANOVA was performed. If the resulting *P*-value was <0.05, a series of Wilcoxon paired tests were performed, followed by multiple testing correction by the Benjamin–Hochberg method. Details about the assumptions, parameters, and results of statistical tests for each physiological measurement are provided in Supplementary Data Set 9.

### Significant differences in gene expression

Differences in mRNA abundance between the three populations (acclimated to LL, ML, and HL) at a given time point were tested for significance with the R package *DESeq2* (v1.44.0). Transcript abundance differences were considered significant if they had a log_2_-transformed fold change > 1 or <−1 and a Benjamini–Hochberg corrected *P*-value < 0.01. The full list of significant changes in mRNA abundance is available in Supplementary Data Set 5. Significant differences between the three populations at a given time are represented as yellow or blue tiles in figures.

Differences in protein abundance between the test populations (acclimated to LL or HL) relative to the control population (acclimated to ML) at a given time point were tested for significance as follows. The average MASIC value for a given protein across the three experimental replicates was calculated, and the log_2_-fold change in the average MASIC value for the test population relative to the ML control population was determined. Then, the log_2_-fold change for a given protein was compared to the log_2_-fold changes for all other proteins using a Z-score analysis. Log_2_-fold changes that were 2 standard deviations above or below the mean log_2_-fold change for the test population relative to the control population (Z-score < −2 or >2) and for which the average MASIC value in both the test and the control population was greater than the limit of quantitation (LOQ) were considered significantly different. The full list of significant changes in protein abundance is available in Supplementary Data Set 5. Significant differences between the three populations at a given time are represented as yellow or blue tiles in figures.

For comparative analyses of differentially expressed genes across the three populations, across time, and across the mRNA and protein levels, modified UpSet plots (Lex et al. 2014) were generated using the R package *ComplexHeatmap* (v2.15.3) (Gu 2022).

### Significant differences in the lipidome

Significant differences in MGDG, DGDG, SQDG, and PG were assessed using a two-way mixed ANOVA using the R package *rstatix* (v0.7.2). Normality was confirmed using boxplots, and equal variance (homoscedasticity) was confirmed using Levene's test (*P* > 0.05 for all groups). Significant effects in accumulation of the four major chloroplast lipid classes were classified as those that had a *P* < 0.05, while significant effects in accumulation of each of the 71 individual lipid species were classified as those that had a Bonferroni *p-adj.* < 0.05. Details about the assumptions, parameters, and results of these ANOVA tests are provided in Supplementary Data Set 9.

### Patterns and clustering of ’omics data

Patterns of gene expression are represented as Z-scores of mean FPKMs for mRNAs and Z-scores of mean MASIC values for proteins across the three experimental replicates. Minimum and maximum FPKM and MASIC values are also shown to demonstrate the magnitude of change over time and across the three populations.

Patterns of lipid content are represented as Z-scores of the mean peak intensity across the three experimental replicates. As similar patterns over light intensity and time were observed across lipid species of the same class (MGDG, DGDG, and SQDG) (Supplementary Fig. S8C), the mean Z-scores and normalized peak intensities were calculated for each lipid class. Mean Z-scores of normalized abundances are used to demonstrate the differences over time and across the three populations, while the minimum and maximum normalized peak intensities are shown to demonstrate the dynamic range for each lipid class.

PCA of the transcriptome, proteome, and lipidome were performed in the R package *PCAtools* (v2.16.0) using the pca function, where the lower 10% of variables were removed according to variance. For the lipidome, PCA was performed separately for the data collected in negative mode and the data collected in positive mode. PCA of the TMT proteomics data revealed that, as expected, the primary data grouping component was TMT plex membership. Yet, PCA of individual plexes indicated high similarity across replicates and the influence of time and light intensity. Therefore, we presented the PCA of the mean protein abundances across the experimental replicates to average out the contribution of TMT plex membership on the data.

The *k*-means clustering analysis was conducted with the R package *stats* (v4.4.0) using the k-means function. First, mean transcript abundances (as FPKMs) and mean protein abundances (as MASIC values) from all nuclear genes were independently Z-score normalized, and then merged. Genes that were undetected in one or both datasets were excluded, leaving 9,821 genes. The k-means function was applied to the resulting data frame with centers = 16 and iter.max = 1,000. Next, genes were arranged by cluster assignment and a heatmap was generated with the heatmaps.2 function from the R package *gplots* (v3.1.3.1).

### Co-expression analysis of photosystem and antenna proteins

PCA was used to probe the co-expression of LHC proteins and the core proteins of the photosystems. The pca function from the R package *PCAtools* (v2.16.0) was applied to the MASIC values measured in the 45 samples (three experimental replicates of three photoacclimated populations at the five timepoints across the diurnal cycle) for the subset of genes pictured (the LHCBMs, LHCBs, PsbA, PsbB, PsbC, and PsbD for Fig. 6E; the LHCBMs, LHCAs, PsaA, PsaB, PsaC, PSAD1, and PSAE1 for Fig. 6G). Co-expression of the proteins was also assessed by calculating the pairwise Pearson correlation coefficient (*r*) for the MASIC values measured in the 45 samples. The cor function from the R package *stats* (v4.4.1) was applied with method = “pearson” and missing values were excluded with use = “pairwise.complete.obs”.

### Rhythmicity analysis

Rhythmic mRNA and protein accumulation were characterized for the LL, ML, and HL populations independently with the R package *DiscoRhythm* (v1.14.0) (Carlucci et al. 2020) using a Cosinor algorithm (Cornelissen 2014), which can tolerate time course data with non-equidistant sampling times. FPKM or MASIC values for the three experimental replicates were double-plotted, and the major expected period length was set to 24 h. The program excluded data with missing or constant values, so rhythmicity was assessed for roughly 13 to 14 × 10^3^ transcripts and roughly 9 × 10^3^ proteins in each of the three populations; full results of the analysis are available as Supplementary Data Set 3. Pearson correlation and PCA were used to confirm that none of the samples was considered an outlier. Periods were detected and fit using a Cosinor model to principal component scores. Oscillations were detected using the Cosinor method, and accumulation was considered “rhythmic” if the *q*-value was < 0.05. To compare the phase of mRNA accumulation to the phase of protein accumulation, only genes whose products were rhythmic at both the mRNA and protein level for a given light intensity were considered (1,004 genes in LL, 2,379 genes in ML, 1,849 genes in HL). To compare the phase of expression in the LL or HL populations relative to ML control population, only genes whose products were rhythmic in both light intensities were considered (roughly 11 to 12× 10^3^ transcripts, roughly 1 to 2× 10^3^ proteins).

### GO enrichment analysis

Previously determined GO term assignments for all genes in *C. reinhardtii* v6.1 genome were downloaded from phytozome.net. Next, genes in each cluster from the *k*-means clustering analysis (Fig. 2G), and the core HL-responsive genes (Fig. 3C) were analyzed for enrichment of GO terms with the R package *clusterProfiler* (v4.12.0) by using the enricher function with pvalueCutoff = 0.05, pAdjustMethod = “BH”. A representative subset of GO terms significantly enriched in the 16 *k*-means clusters is displayed (Fig. 2H and Supplementary Fig. S3), and the full results of the enrichment analysis are available as Supplementary Data Set 4. All significantly enriched GO terms are displayed for the core HL-responsive gene expression changes (Fig. 3C).

### Accession numbers

RNA-Seq raw and analyzed data have been deposited at NCBI Gene Expression Omnibus (GEO) under accession GSE275433 and are publicly available as of the date of publication. Raw proteomics data have been deposited at the ProteomeXchange platform MassIVE under accession MSV000095622 and are publicly available as of the date of publication. Raw lipidomics data have been deposited at the National Metabolomics Data Repository (NMDR) (https://dx.doi.org/10.25582/data.2024-08.3214338/2434308) and are publicly available as of the date of publication.

## Supplementary Material

koaf086_Supplementary_Data

## Data Availability

RNA-Seq raw and analyzed data underlying this article are available in NCBI Gene Expression Omnibus (GEO) under accession GSE275433. Raw proteomics data underlying this article are available in the ProteomeXchange platform MassIVE under accession MSV000095622 (ProteomeXchange accession PXD054947). Raw lipidomics data underlying this article are available in the National Metabolomics Data Repository (NMDR) at https://dx.doi.org/10.25582/data.2024–08.3214338/2434308.

# Supplementary material for: Too dim, too bright, and just right: Systems analysis of the Chlamydomonas diurnal program under limiting and excess light
**Source:** Plant Cell. 2025 Apr 19;37(6):koaf086. doi: 10.1093/plcell/koaf086
**Supplement:** koaf086_Supplementary_Data

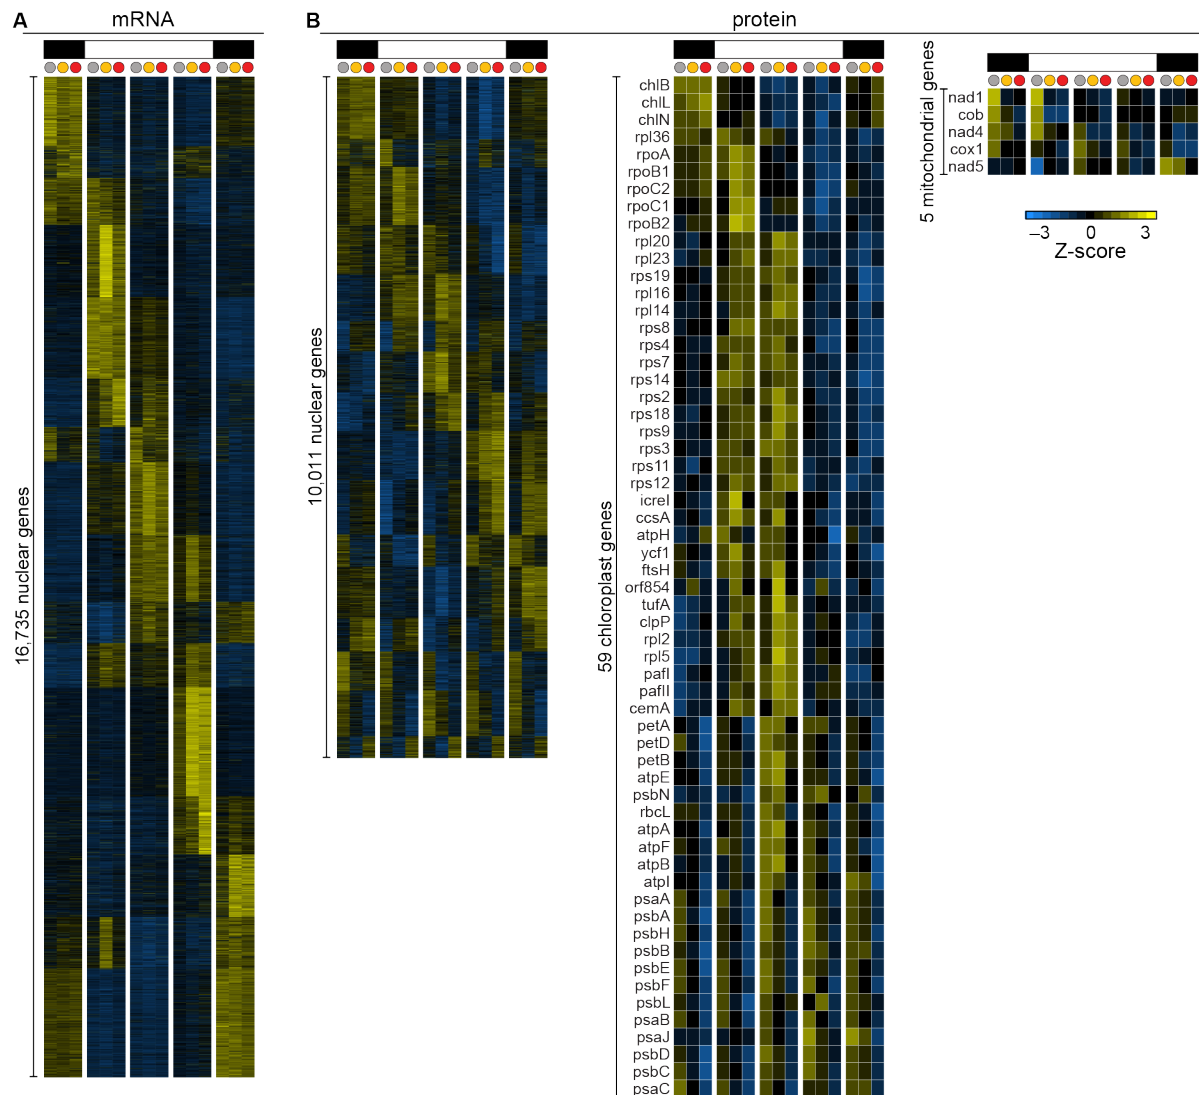

**Supplementary Figure S1: Genome-wide changes in mRNA and protein abundance over the low light (LL, grey), moderate light (ML, yellow), and high light (HL, red) diurnal cycle; related to Figure 2.**

(A) Normalized abundance of 16,735 nucleus-encoded transcripts detected by RNA-Seq. Normalized values are the Z-score of the mean mRNA abundance (FPKM) of three experimental replicates ( $n = 3$ ).

(B) Normalized abundance of 10,011 nucleus-encoded proteins, 59 chloroplast-encoded proteins, and 5 mitochondria-encoded proteins detected by TMT proteomics. Normalized values are the Z-score of the mean protein abundance (MASIC value) of three experimental replicates ( $n = 3$ ).

See also Supplementary Data Set 2.

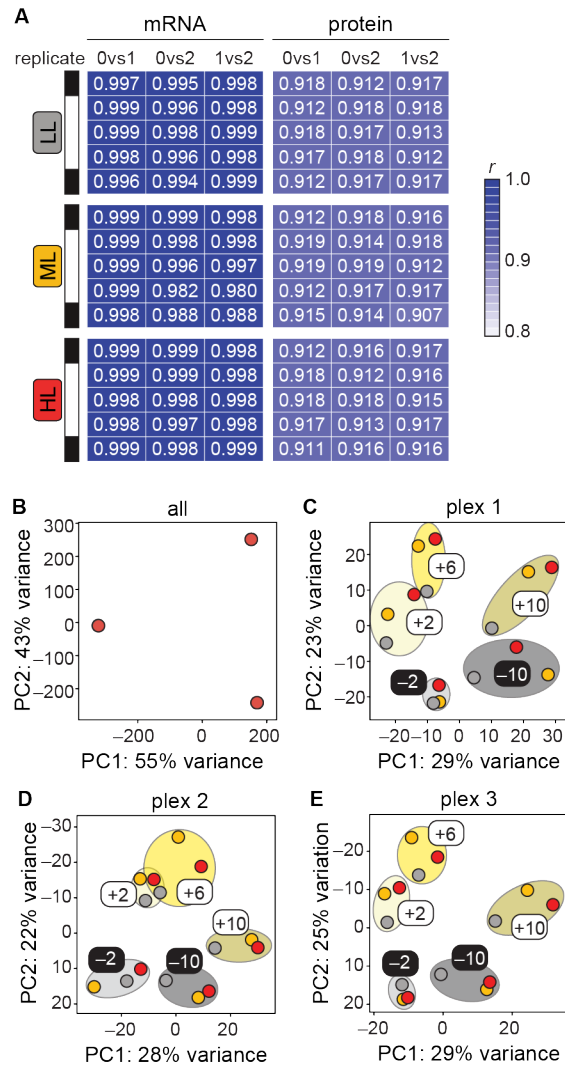

**Supplementary Figure S2: The transcriptome and proteome are highly reproducible across experimental replicates, even though protein MASIC values were primarily shaped by plex membership in the TMT proteomics data; related to Figure 2.** Gene expression in *Chlamydomonas* populations acclimated to diurnal low light (LL, grey), moderate light (ML, yellow), and high light (HL, red).

- (A) Pairwise Pearson correlation coefficients ( $r$ ) of mRNA abundance (FPKM, left) and protein abundance (MASIC value, right) between experimental replicates 0, 1, and 2 of the three photoacclimated populations at the five timepoints across the diurnal cycle.
- (B) PCA of protein abundances (MASIC values) genome-wide for all 45 individual samples (three experimental replicates of the three photoacclimated populations sampled at five timepoints). Only three points are apparent, because data points from each of the three randomized sample plexes are completely overlapping. The first two principal components account for 98% of the variation, demonstrating that sample plex drives the variation in protein abundances in the TMT proteomics data.
- (C) PCA of protein abundances (MASIC values) genome-wide for samples run in plex 1. The first two principal components account for 52% of the variation.
- (D) PCA of protein abundances (MASIC values) genome-wide for samples run in plex 2. The first two principal components account for 50% of the variation.

(E) PCA of protein abundances (MASIC values) genome-wide for samples run in plex 3. The first two principal components account for 54% of the variation. See also Supplementary Data Set 2.

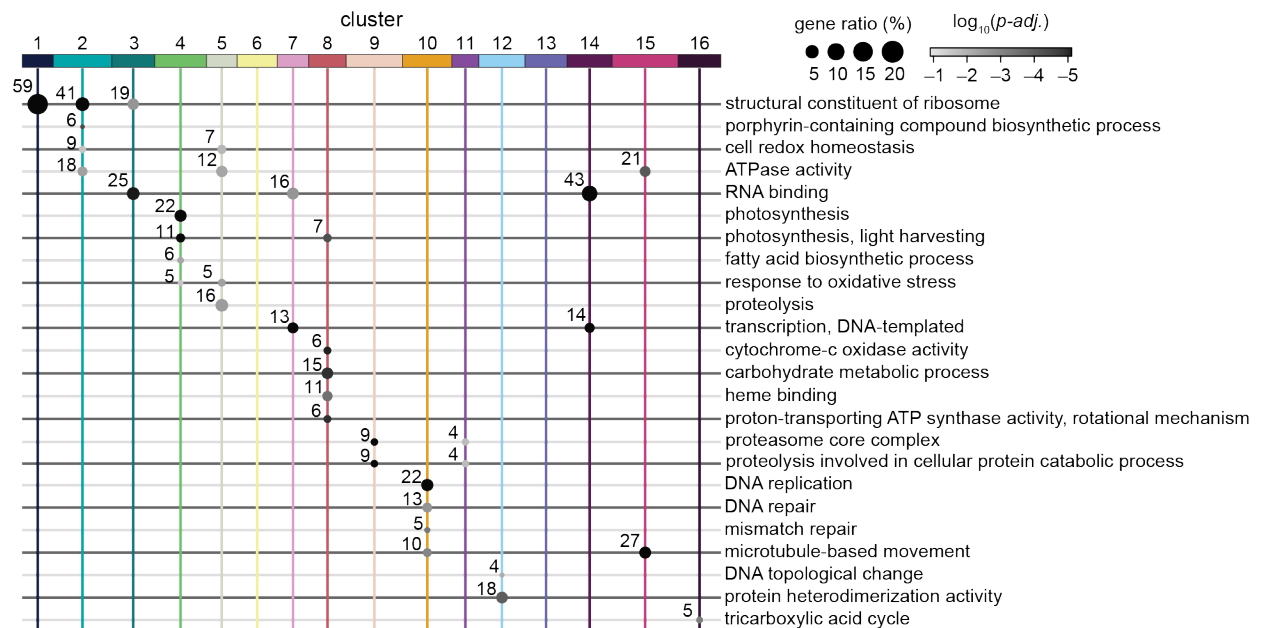

**Supplementary Figure S3: Enrichment of selected GO terms in the 16 clusters in Figure 2G; related to Figure 2.** Dot size indicates the proportion of genes in the cluster represented by the GO term (relative to the number of genes in the cluster represented by any GO term), dot labels indicate the number of genes, and the shading indicates the  $\log_{10}p\text{-adj.}$  The full list of enriched GO terms is available as Supplementary Data Set 4.

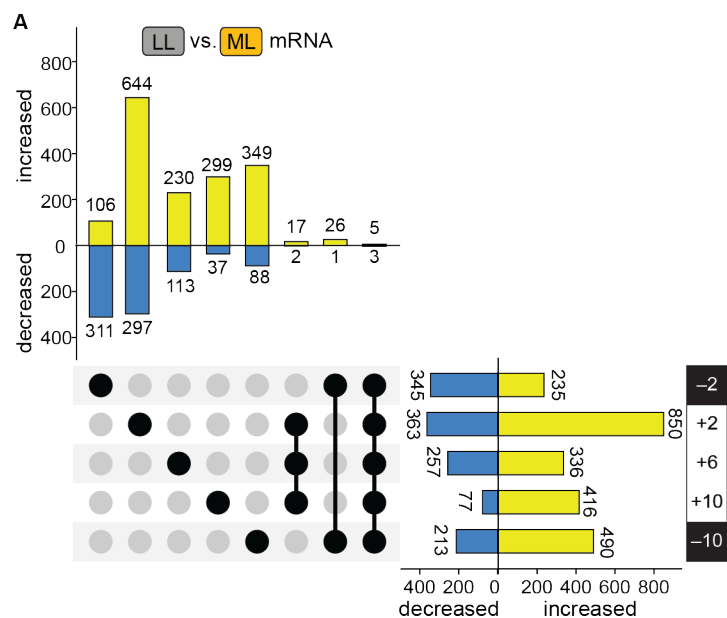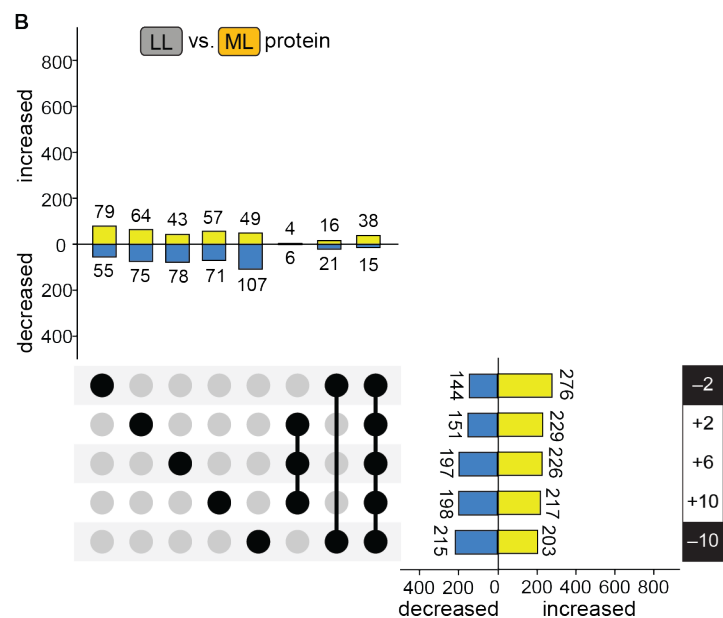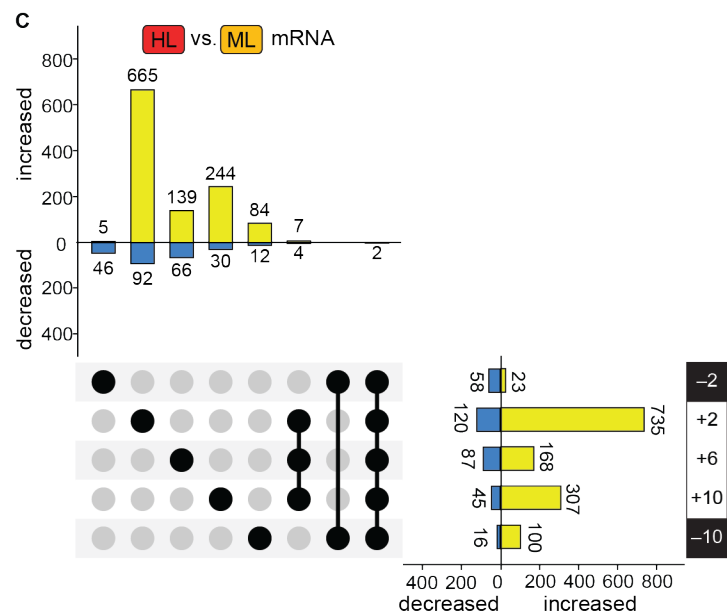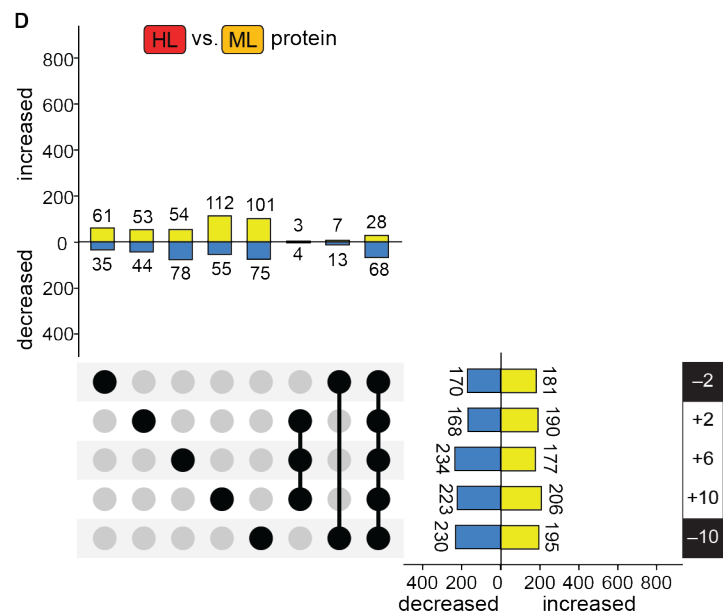

**Supplementary Figure S4: While most light-responsive changes in transcript abundance are specific to a particular time of day, protein abundance was often constitutively altered in the LL and HL populations; related to Figure 3.** Column bars represent the number of significant changes unique to each time, those common to the three light-phase timepoints, those common to the two dark-phase timepoints, and those common to all five timepoints (as indicated by the matrix below the columns). Row bars represent the total number of significant changes observed at each timepoint.

(A) Transient and constitutive changes in mRNA abundance in the low light (LL) population relative to the moderate light (ML) population.

(B) Transient and constitutive changes in protein abundance in the LL population relative to the ML population.

(C) Transient and constitutive changes in mRNA abundance in the high light (HL) population relative to the ML population.

(D) Transient and constitutive changes in protein abundance in the HL population relative to the ML population.

See also Supplementary Data Set 5.

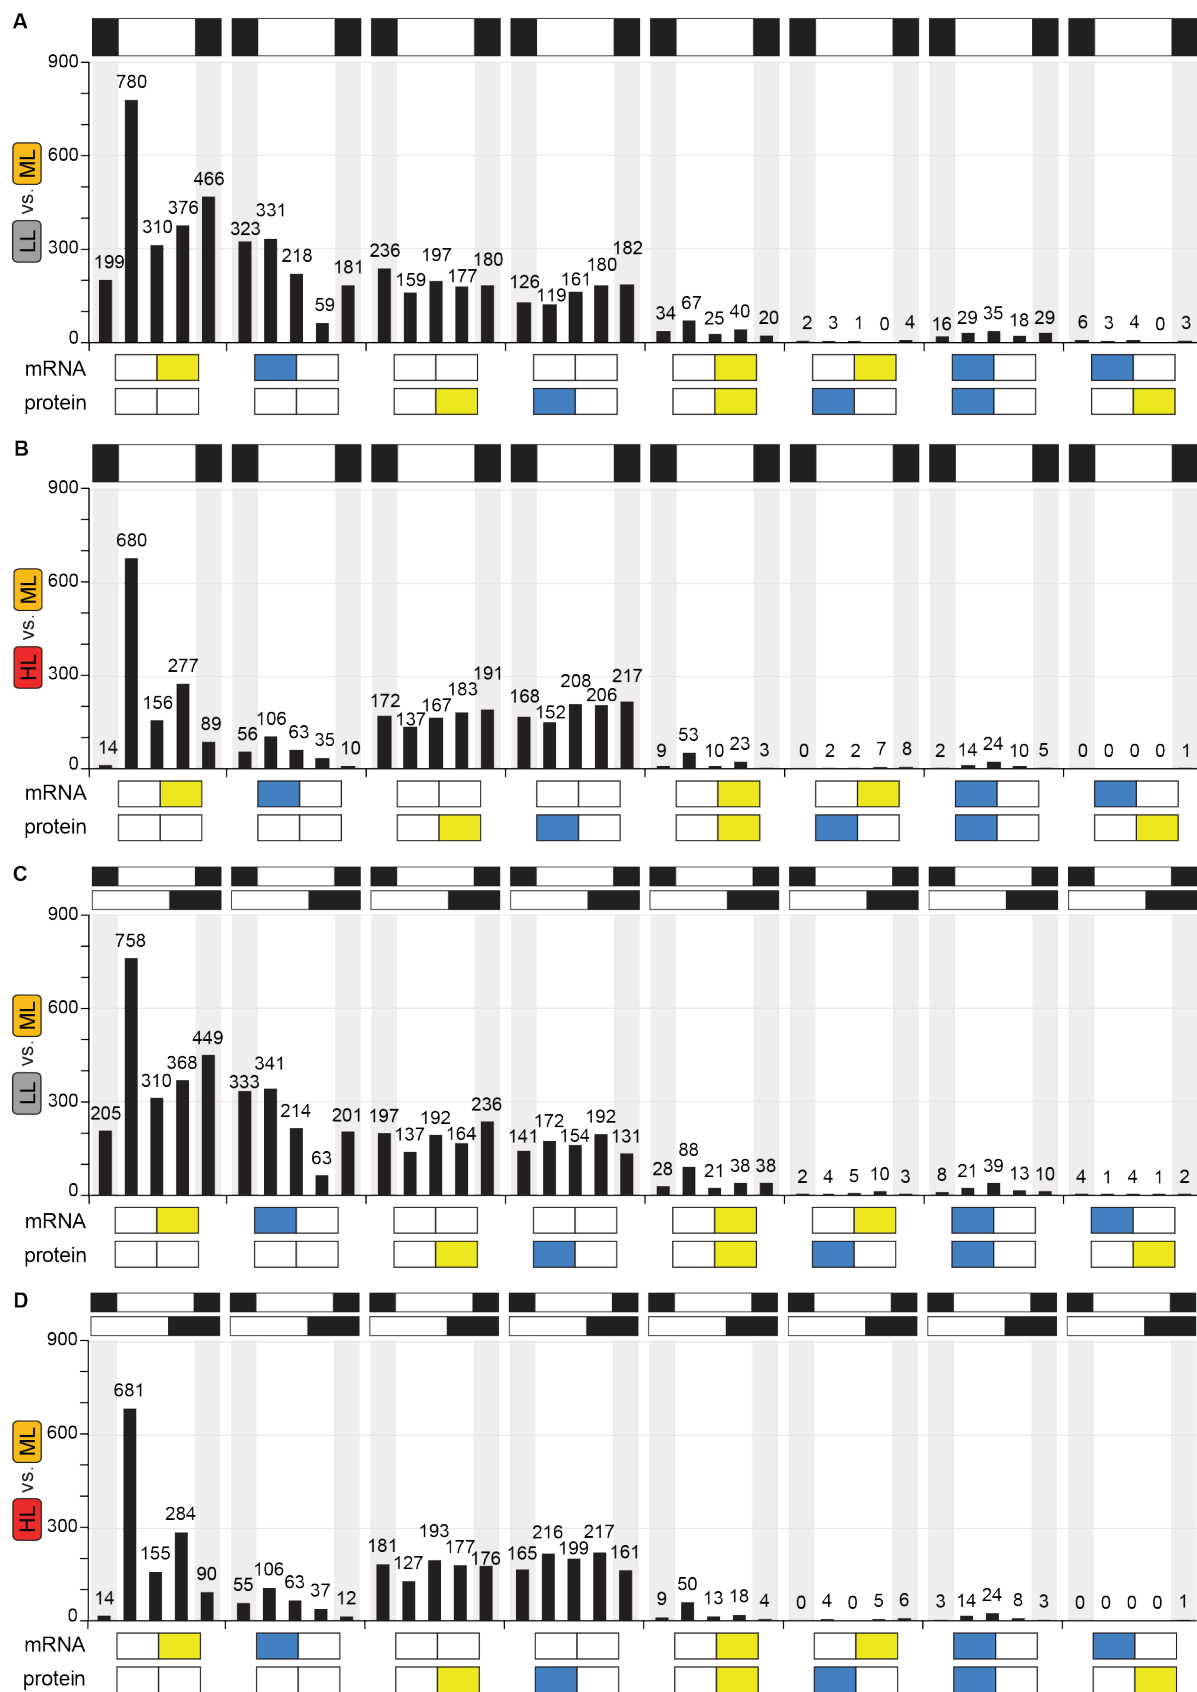

**Supplementary Figure S5: Changes in gene expression are most often unique to the mRNA or protein level, even when accounting for a 4 h delay for protein accumulation; related to Figure 3.** The schematic x-axis indicates the significant increases (yellow) and decreases (blue) that are unique or shared at mRNA and protein levels.

- (A) Comparison of significant mRNA changes to significant protein changes for the low light (LL) population relative to the moderate light (ML) population.
- (B) Comparison of significant mRNA changes to significant protein changes for the high light (HL) population relative to the ML population.
- (C) Comparison of significant mRNA changes to significant protein changes 4 h later for the LL population relative to the ML population.
- (D) Comparison of significant mRNA changes to significant protein changes 4 h later for the HL population relative to the ML population.

See also Supplementary Data Set 5.

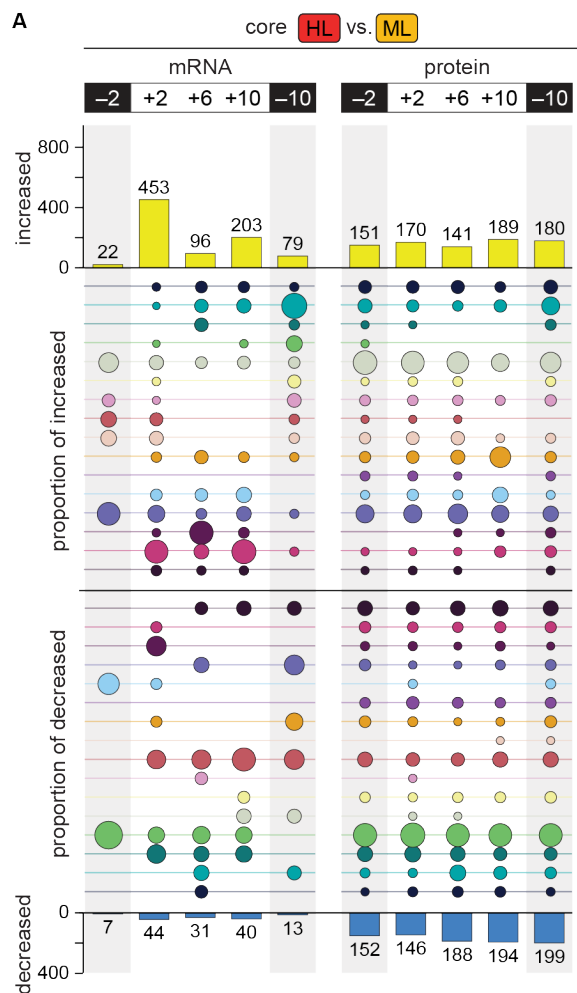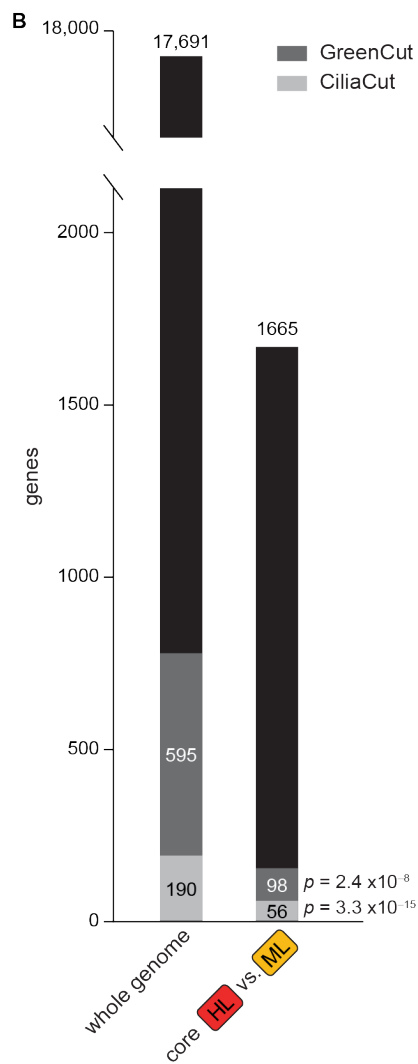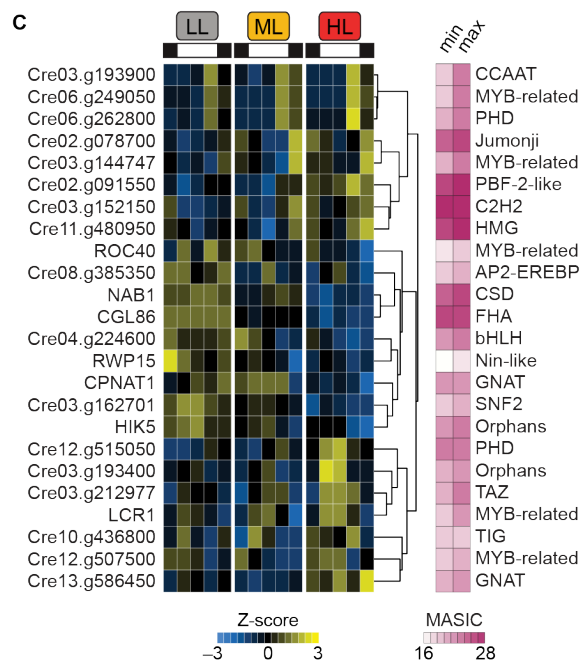

**Supplementary Figure S6: Core HL-responsive gene expression changes; related to Figure 3.**

- (A) The number of mRNAs significantly increased (top) and decreased (bottom) in abundance at each timepoint in the high light (HL) population relative to the moderate light (ML) population which are not shared with the low light (LL) population (core HL-responsive genes), and the proportion of those genes that belong to the cluster in Figure 2G (relative to the number of the genes that belong to any cluster) represented as dot size (center); the key at right is scaled by the proportion of genes in the genome belonging to each cluster for comparison. A list of these changes is available as Supplementary Data Set 6.
- (B) The core HL-responsive genes are significantly enriched for GreenCut genes (genes retained across the green lineages and not in nonphotosynthetic organisms) and CiliaCut genes (genes retained in ciliated organisms and not in non-ciliated organisms)(Merchant et al. 2007). *p* values for enrichment relative to the whole genome are indicated.
- (C) Changes in the abundance of known and predicted regulatory proteins curated by Arend et al. 2023 that exhibited HL-specific gene expression changes. Z-scores of mean protein abundances (MASIC value) across three experimental replicates ( $n = 3$ ) are used to show patterns over time and across the three photoacclimated populations. Proteins were clustered by these patterns. Minimum and maximum FPKM and MASIC values are also shown to demonstrate the dynamic range.

See also Supplementary Data Set 6.

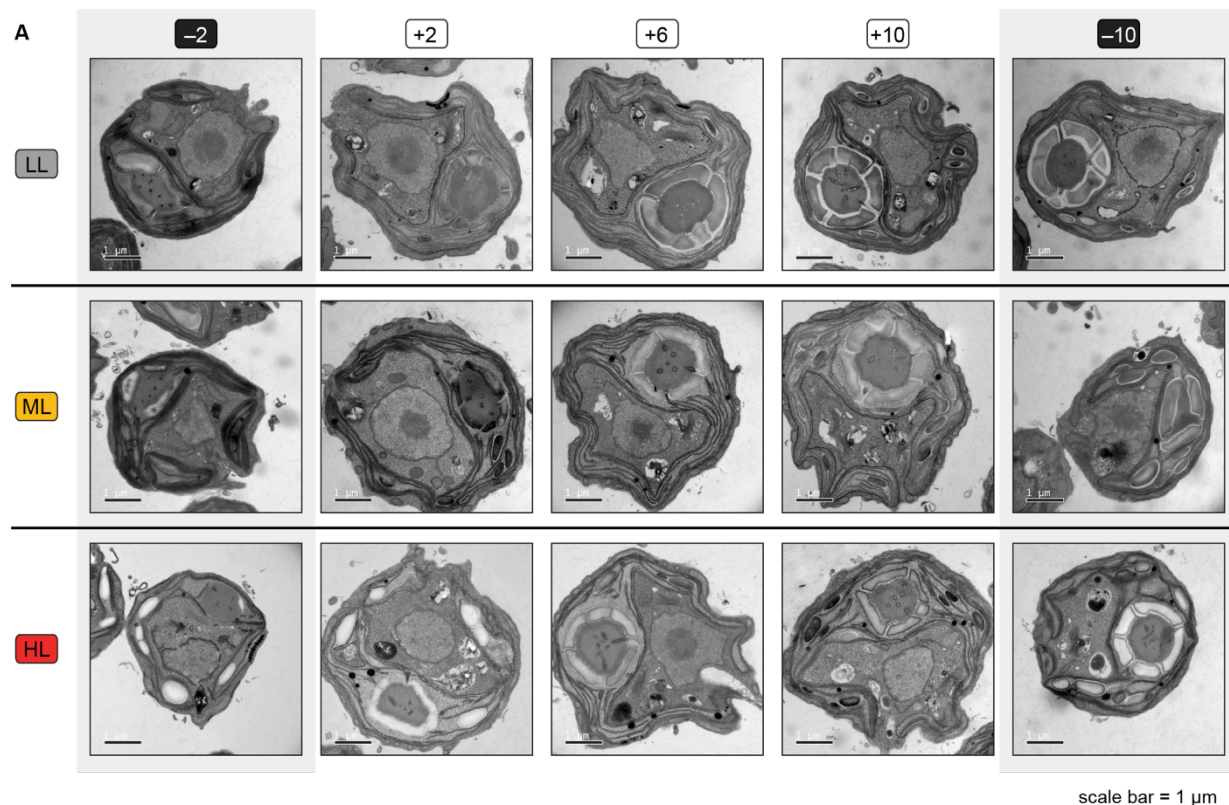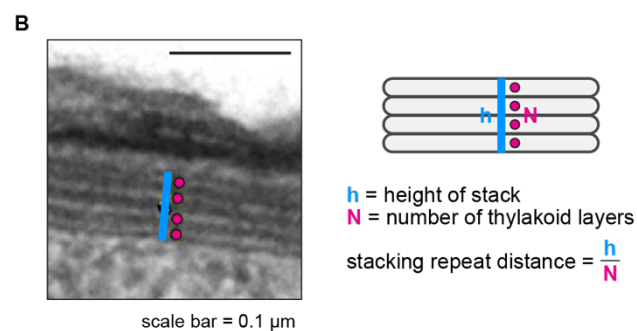

**Supplementary Figure S7: Quantitative image analysis of electron micrographs to describe thylakoid membrane ultrastructure; related to Figure 5.**

- (A) Representative electron micrographs of whole *Chlamydomonas* cells from the 15 cellular states assayed in this study: populations acclimated to diurnal low light (LL, grey), moderate light (ML, yellow), and high light (HL, red) sampled at five timepoints.
- (B) Schematic representation of quantitative thylakoid membrane characterization performed using FIJI image analysis software according to Mazur et al. 2021. The membrane height ( $h$ ) was defined as the distance between the top and bottom layers of the outer thylakoid membranes of the stack. The number of thylakoid membrane layers in the stack ( $N$ ) was determined, and the stacking repeat distance was calculated by dividing the membrane height by the number of layers.

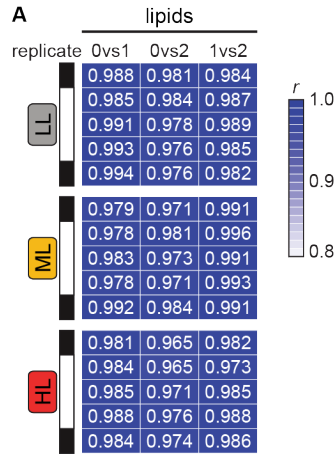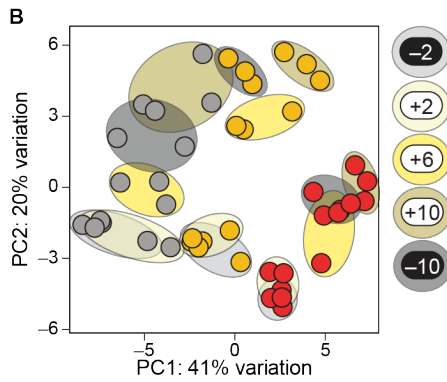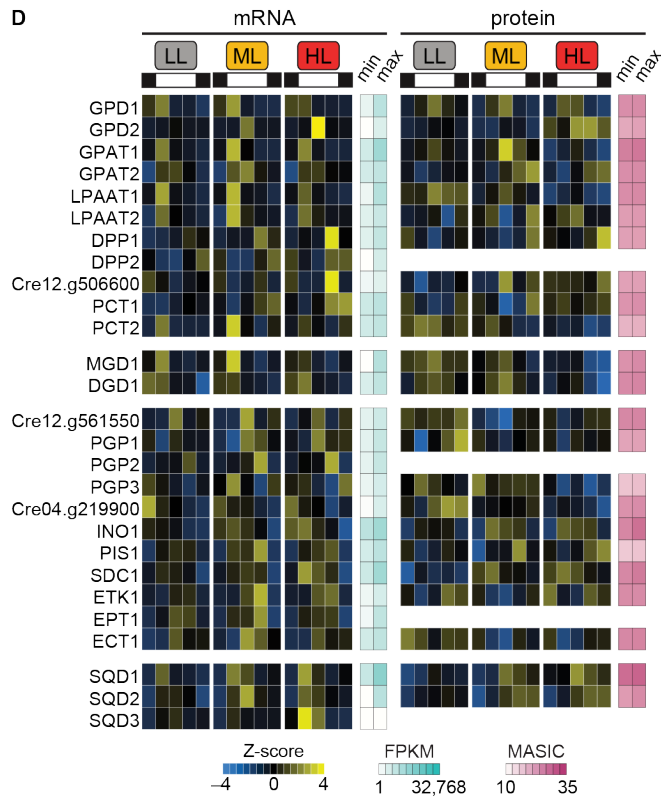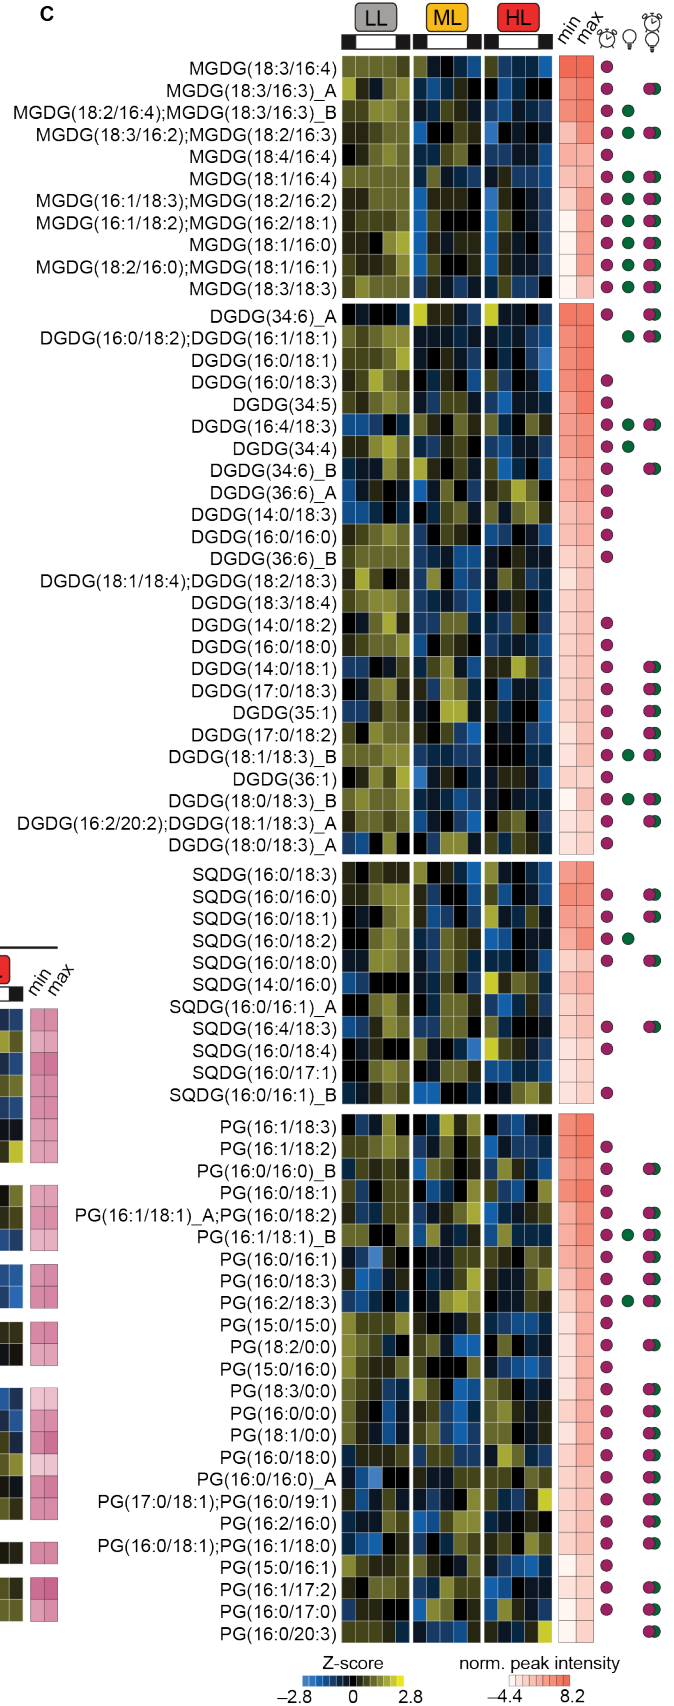

**Supplementary Figure S8: Diurnal photoacclimation leads to stable changes in individual chloroplast lipid species that persist in the dark phase; related to Figure 5.** Lipids and proteins in *Chlamydomonas* populations acclimated to diurnal low light (LL, grey), moderate light (ML, yellow), and high light (HL, red).

- (A) Pairwise Pearson correlation coefficients ( $r$ ) of lipid abundance (median-normalized peak intensities) between experimental replicates 0, 1, and 2 of the three photoacclimated populations at the five timepoints across the diurnal cycle.
- (B) PCA of lipid abundance (median-normalized peak intensities) for lipids detected by LC-ESI-MS/MS in negative ionization mode (PG, PA, PE, and PI species) for three experimental replicates ( $n = 3$ ); ellipses designate time of day.
- (C) Changes in individual MGDG, DGDG, SQDG, and PG lipid species. Z-scores of the mean peak intensities across three experimental replicates ( $n = 3$ ) are used to show patterns over time and across the three photoacclimated populations. Minimum and maximum peak intensity are also shown to demonstrate the dynamic range. Circles at right indicate a significant effect of time, light intensity, or the interaction between the two by two-way mixed ANOVA (Bonferroni  $p\text{-adj} < 0.05$ ).
- (D) Changes in mRNAs and proteins involved in membrane glycerolipid metabolism. Z-scores of mean mRNA abundances (FPKM) and Z-scores of mean protein abundances (MASIC value) across three experimental replicates ( $n = 3$ ) are used to show patterns over time and across the three photoacclimated populations. Minimum and maximum FPKM and MASIC values are also shown to demonstrate the dynamic range.

See also Supplementary Data Sets 7 and 9.

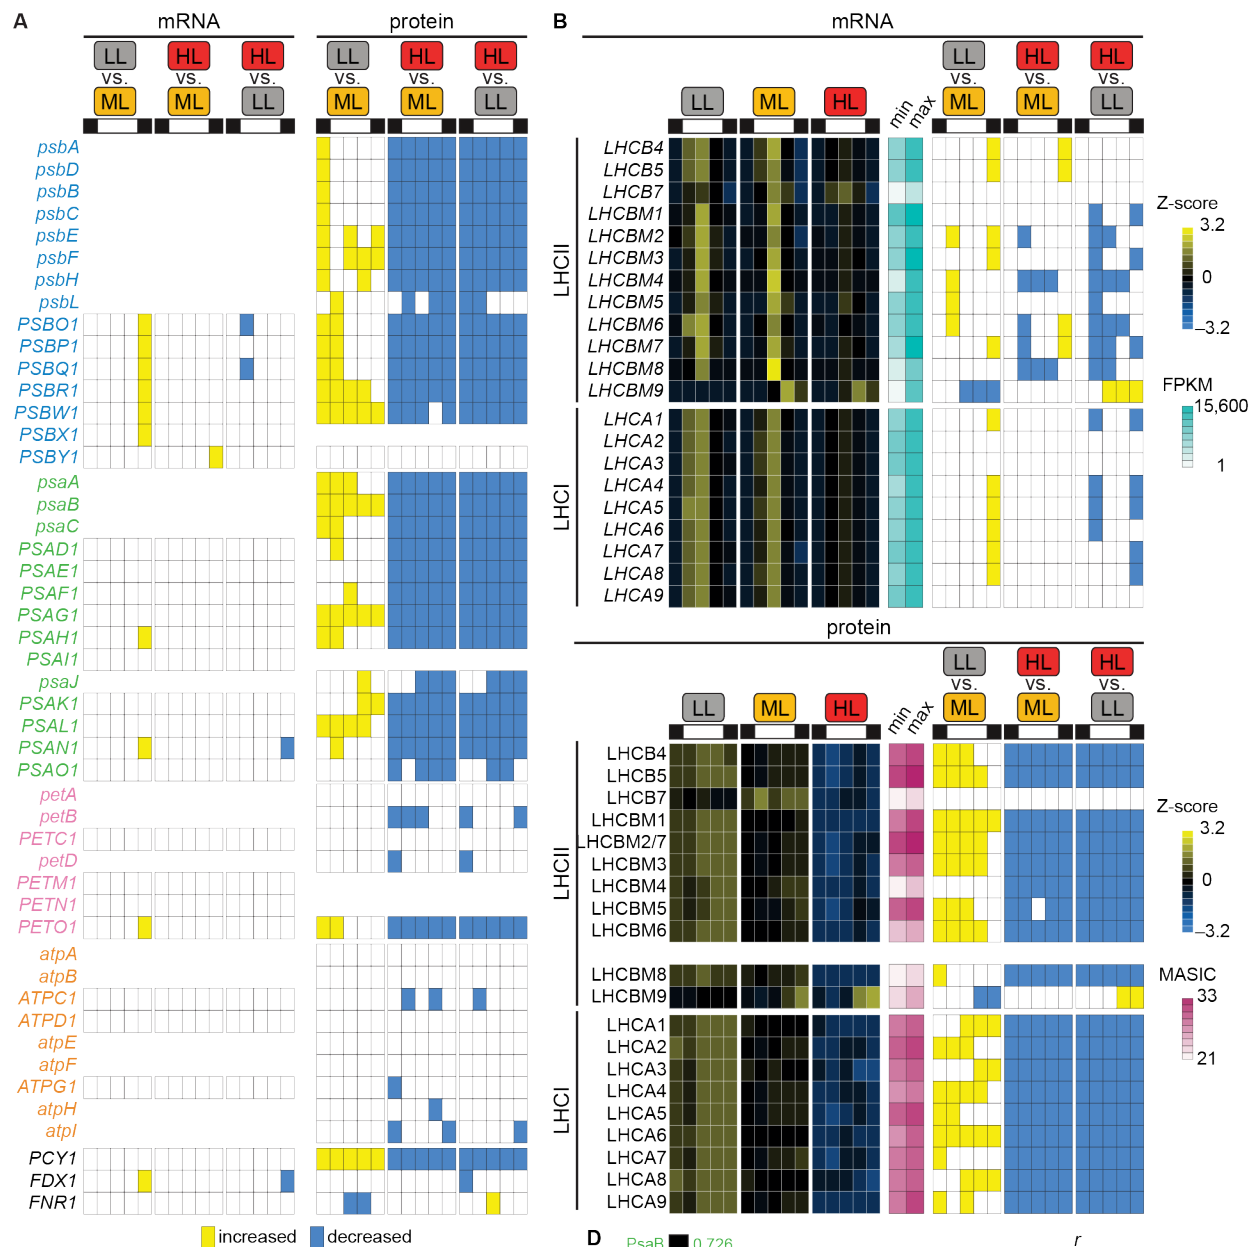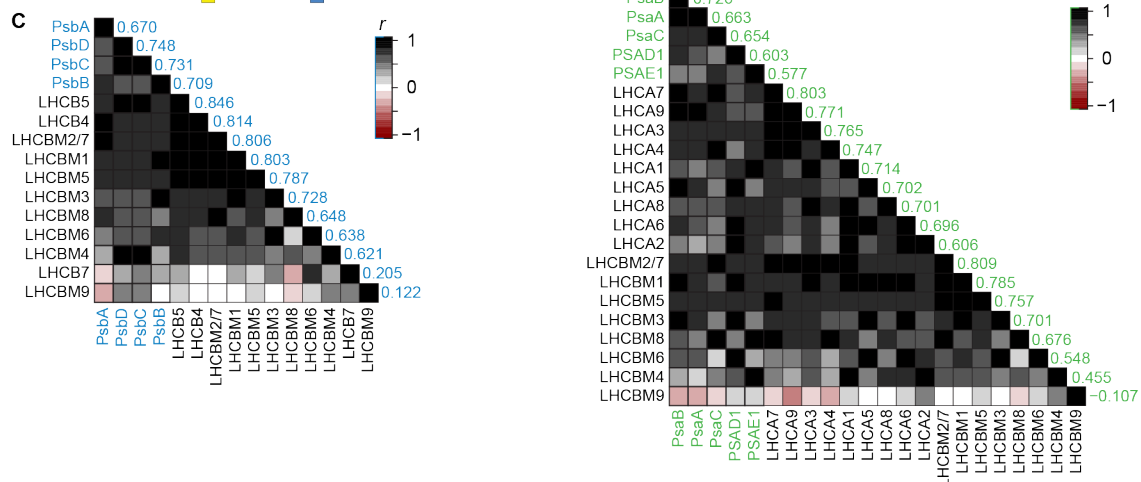

**Supplementary Figure S9: Diurnal photoacclimation results in stable changes to LHC and photosystem protein abundances; related to Figure 6.** Gene expression in *Chlamydomonas* populations acclimated to diurnal low light (LL, grey), moderate light (ML, yellow), and high light (HL, red).

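Of the mRNAs of the photosynthetic apparatus, the LL population at −10 showed the most significant increases. They covered 6 of 7 PSII, 2 of 10 PSI, 3 of 4 cytochrome *b*_6_*f*, 1 of 3 ATP synthase, 2 of 3 electron carrier, 8 of 9 LHCA, 2 of 3 LHCB, and 4 of 9 LHCBM mRNAs, and 1 LHCBM mRNA was decreased. The mean log2(FPKM + 1) in LL at −10 was higher than in ML by 1.44 for PSII and by 1.56 for LHCA (two-sided exact permutation test of 3 against 3 libraries, p = 0.1 for both). In HL at −10, 3 PSII, 1 cytochrome *b*_6_*f*, 1 LHCA, 2 LHCB, and 2 LHCBM mRNAs were increased. Over the 83 genes taken from the paper's figures and text, there were 38 significant increases and 15 decreases in HL over the 5 timepoints, and 50 increases and 32 decreases in LL. When the p was adjusted over this list alone, the counts were 39 and 16 in HL and 50 and 32 in LL.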

- (A) Significant increases (yellow) and decreases (blue) in the abundances of mRNAs and proteins of the photosynthetic apparatus across the three populations at each time. Gene names are colored by complex as in Figure 6.
- (B) Changes in the expression of LHCs. 

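*LHCBM9* (Cre06.g284200) mRNA had its highest mean FPKM at +10 in ML and HL and at +2 in LL. The ML libraries differed strongly at +10, from 17.8 to 2835 (mean 959.9 ± 1624, SD, n = 3), while the HL mean was 883 ± 182 and the LL mean 4.49 ± 1.25. The log2 fold change in HL at +10 was 2.93 (limma adjusted p = 0.0226), not called, although the HL mean was below the ML mean. The log2 fold change in LL at +10 was −4.41 (limma adjusted p = 5.5e-04 with Benjamini-Hochberg adjustment), and it lay between −5.87 and −1.91 when single replicates were left out. At −10 it was −6.94 (limma adjusted p = 1.2e-06). Reads could be shared with *LHCBM4*, *LHCBM6*, and *LHCBM8*. *LHCB7* (Cre02.g110750) peaked at +6, at 18.5 ± 0.693 in ML, 13.3 ± 0.619 in LL, and 15.6 ± 0.310 in HL.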

Individual LHC transcripts and proteins show similar patterns over time in the three populations, except for LHCBM9 and LHCB7. Z-scores of mean mRNA abundances (FPKM) and Z-scores of mean protein abundances (MASIC value) across three experimental replicates ( $n = 3$ ) are used to show patterns over time and across the three photoacclimated populations. Minimum and maximum FPKM and MASIC values are also shown to demonstrate the dynamic range. Significant increases and decreases between the three populations at a given time are indicated to the right as yellow and blue tiles, respectively.
- (C) Coexpression of PSII and LHCII proteins across the 45 samples (three experimental replicates of three photoacclimated populations at the five timepoints across the diurnal cycle), expressed as pairwise Pearson correlation coefficients ( $r$ ). The mean pairwise  $r$  of each protein relative to the four listed PSII core proteins is shown in blue; pairwise comparisons to self are not included in this mean.
- (D) Co-expression of PSI, LHCI, and LHCII proteins across the 45 samples (three experimental replicates of three photoacclimated populations at the five timepoints across the diurnal cycle), expressed as pairwise Pearson correlation coefficients ( $r$ ). The mean pairwise  $r$  of each protein relative to the five listed PSI core proteins is shown in green; pairwise comparisons to self are not included in this mean.

See also Supplementary Data Set 5.

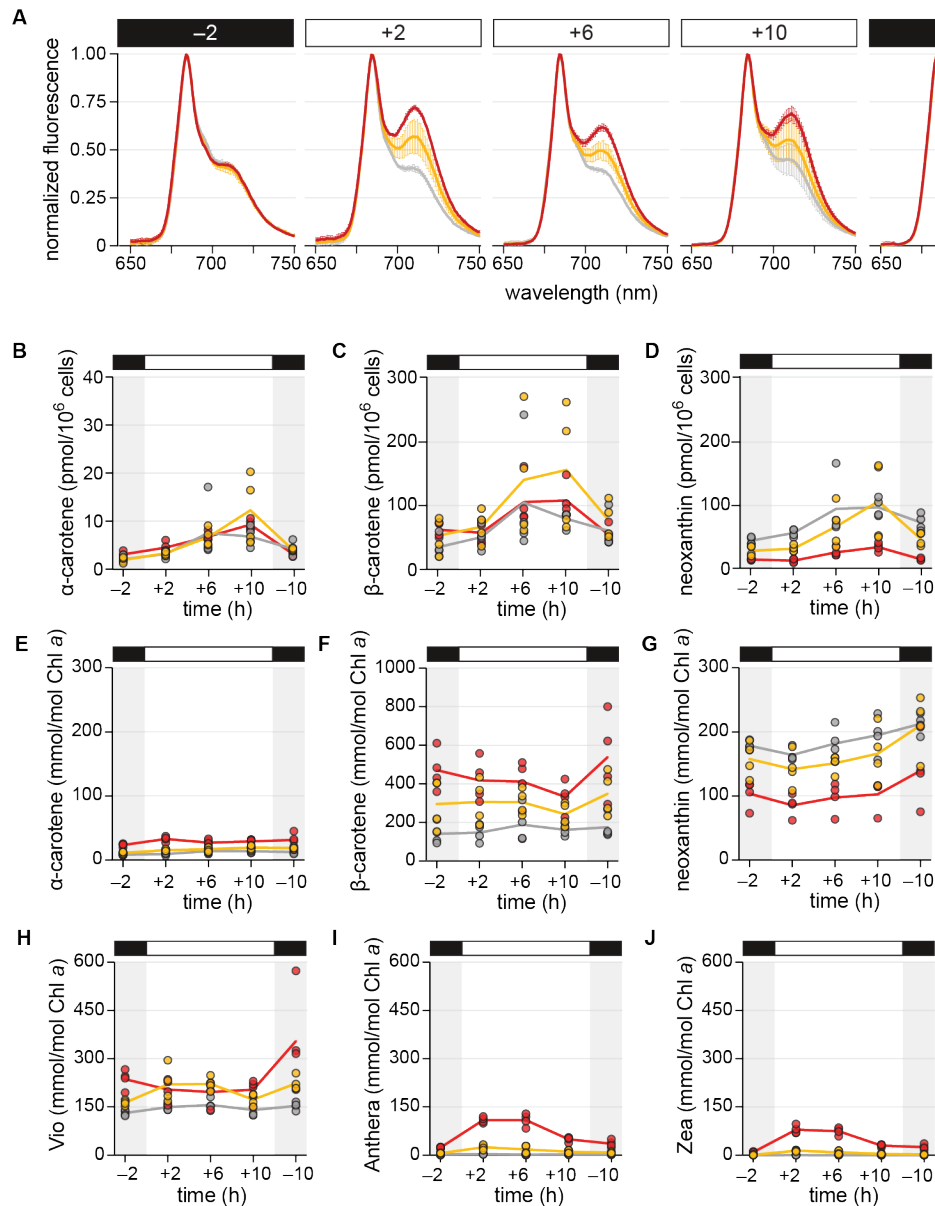

**Supplementary Figure S10: The *Chlamydomonas* antenna and cellular pigment profile is dynamic over the diurnal cycle and in response to light intensity; related to Figure 7.**

(A) 77 K fluorescence emission spectra of *Chlamydomonas* populations acclimated to diurnal low light (LL, grey), moderate light (ML, yellow), and high light (HL, red). Data are represented as the mean of four experimental replicates ( $n = 4$ ) with error bars representing the standard deviation from the mean.

(B) Cellular  $\alpha$ -carotene concentration measured by HPLC for four experimental replicates ( $n = 4$ ).

(C) Cellular  $\beta$ -carotene concentration measured by HPLC for four experimental replicates ( $n = 4$ ).

(D) Cellular neoxanthin concentration measured by HPLC for four experimental replicates ( $n = 4$ ).

(E) Changes in  $\alpha$ -carotene relative to Chl *a* measured by HPLC for four experimental replicates ( $n = 4$ ).

- (F) Changes in  $\beta$ -carotene relative to Chl *a* measured by HPLC for four experimental replicates ( $n = 4$ ).
- (G) Changes in neoxanthin relative to Chl *a* measured by HPLC for four experimental replicates ( $n = 4$ ).
- (H) Changes in Vio relative to Chl *a* measured by HPLC for four experimental replicates ( $n = 4$ ).
- (I) Changes in Anthera relative to Chl *a* measured by HPLC for four experimental replicates ( $n = 4$ ).
- (J) Changes in Zea relative to Chl *a* measured by HPLC for four experimental replicates ( $n = 4$ ).

How the deposited data were processed for this re-analysis (not part of the article)

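Poly(A) RNA was sequenced from *Chlamydomonas* populations acclimated to LL, ML, or HL, at 5 timepoints (−2, +2, +6, +10, and −10 h) and in 3 experimental replicates per group, 45 libraries in 15 groups. According to the Methods and the sample labels, the authors aligned strand-specific reads with STAR to the CC-4532 genome, and used cuffdiff to make the FPKM values. The deposited tables hold 1 FPKM value per gene and library and 1 FPKM value per gene and group, and both were read as FPKM. The unit fits the tests planned for FPKM before the data were examined. The population, timepoint, and replicate number of each library were taken from the deposited sample labels, and the same labels are the source of the pairing of libraries by replicate number. The authors' own comparisons used DESeq2 on read counts. Counts were not analysed here, and FPKM values were not used as if they were counts.

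The depth per library is not part of the tables used here. It was estimated from the steps between low FPKM values and is given relative to ML replicate 1 at −2. The lowest relative depth was 0.168, for LL replicate 1 at −2, and the others ranged from 0.582 to 1.36. An FPKM that rests on few fragments is imprecise, most of all in the library with the lowest depth. A first version of this estimate gave a wrong factor for 1 library and was replaced after its result had been seen. The paper's Methods give the reads sequenced over all libraries together.

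Comparisons used limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with 1 model of 15 groups over all libraries and empirical Bayes moderation with a trend. The 14602 genes with an FPKM of at least 1 in at least 3 libraries were tested, and LL and HL were each compared with ML at each timepoint. An mRNA was called changed at an absolute log2 fold change above 1 and a Benjamini-Hochberg adjusted p below a threshold of 0.01, with the adjustment made within each comparison. Differences of an effect between timepoints were tested as interaction contrasts. All other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, and scipy 1.17.1. Replicate correlations, PCA, and the division of variance used the FPKM values or their log2 as stated at each result. Rhythm was tested with a cosinor curve of 24 h and a *q* threshold of 0.05, with every library counted 1 time. Levels of gene sets were compared by two-sided exact permutation tests, in which 3 libraries against 3 give a smallest p of 0.1. Enrichment and overlap of calls were tested with one-sided Fisher's exact tests. These tests treat genes as independent, so their p do not measure the spread between replicate libraries. Clusters are those listed in the supplementary data used here.

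The genes named at the results were chosen by a rule set before the data were examined. They are the genes that the paper names for mRNA or shows in its mRNA panels, 83 of them matched to an identifier, and, for LL and HL at −2 and at +2, the 2 largest increases and the 2 largest decreases whose libraries do not overlap with those of ML. Genes singled out because a count was small are marked as such. Cilia-related genes were chosen by the prefix of their symbol, or by words in their description as an alternative.

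The alternatives were pseudocounts of 0.1 and 0.01, no filter, a mean FPKM of at least 5, each timepoint modelled alone, no trend, the replicate number as a block, the culture as a random effect, median scaling, quantile normalization, an adjusted p threshold of 0.05, and each replicate number left out in turn. PCA, rhythm, phase, amplitude, gene sets, and clusters had alternatives of their own. Alternatives added after the data had been seen were the omission of single libraries at −2, PCA without the 10 genes of highest variance, and the alternatives of the interaction contrasts.

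The steps were tested on simulated data. Of 200 changed genes among 14602, limma called 196 and no other gene, and it made 0 calls in 8 contrasts without change. The cosinor test called 3987 of 4000 rhythmic genes and 104 of the flat genes, or 841 of the flat genes when each library was counted a second time. Of the flat genes, 4.85% had an unadjusted p under 0.05, against 26.2% with the second counting. The phase was recovered with a median absolute error of 0.399 h. The simulated changes were placed only in mRNAs of higher level, and each gene had the same spread in every library. The simulated rhythms were cosine curves. These results therefore do not cover low FPKM, a library of low depth, unequal spread between groups, or rhythms of another shape.

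Proteins, physiological measurements, and the CiliaCut list were not analysed here. A genome sequence was not used, so alignment and gene models were taken as the authors made them. The 874 genes listed at 0 in every library were left out of all tests.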

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

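Of the tests used in this part, those on other groupings of the libraries and on the library of low depth, and the alternatives of the interaction contrasts, were chosen only after the data or results had been seen, and the others before their own results had been seen. The choices of model, filter, thresholds, named genes, and most alternatives were made before the data were examined.

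The effects of LL and HL differed between timepoints by a test of the difference itself (limma interaction contrasts, Benjamini-Hochberg adjusted). Between +2 and −2, the LL effect differed for 2654 mRNAs and the HL effect for 2282. Between +2 and +10, it differed for 4964 mRNAs in LL and 3591 in HL. Requiring a difference above 1 on the log2 scale left 1003, 755, 2182, and 1436, respectively. Scaling changed these counts but did not remove the differences: with quantile normalization they were 2066, 1664, 4430, and 3193. The libraries at +2 have a lower relative depth (medians of 0.666, 0.743, and 0.827 in LL, ML, and HL) than those at +10 (1.04, 1.32, and 0.990), so timepoint and depth cannot be told apart completely.

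The number of calls was set against other groupings of the same 6 libraries. Of the 10 groupings into 3 and 3, 4 part all 3 same-numbered pairs and can be compared with the real one, while the other 6 keep same-numbered libraries together. In each of the 10 comparisons of LL or HL with ML, 1 of the 4 comparable groupings, the real one, gave as many calls. With so few groupings the share cannot fall below 0.1 over all 10, so chance cannot be ruled out by this count alone. The highest count in another comparable grouping was 1, for LL at −2 and for HL at −10, and 0 elsewhere. In other comparable groupings, up to 503 mRNAs (HL at −2) to 3052 mRNAs (LL at −2) had an unadjusted p under 0.05. Among the 6 groupings that keep same-numbered libraries together, the highest count was 51, for LL at −10.

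The library of LL replicate 1 at −2 stands apart in depth. Without it, 30.5% of the 430 LL calls at −2 were lost, against 14.7% without replicate 2 and 3.72% without replicate 3 of the same group. Libraries of usual depth mattered as well: without ML replicate 2 at −2, 26.5% of the LL calls and 43.2% of the HL calls were lost, and without HL replicate 3, 37.8% of the HL calls. The loss therefore does not single out depth, and for the calls that were lost a biological effect cannot be told apart from the influence of single libraries.

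The largest changes outside the genes that the paper discusses were looked at because its text does not discuss them, although most of these genes are in its supplementary lists of changed mRNAs. All adjusted p are from limma with Benjamini-Hochberg adjustment, with the range over the alternatives in brackets, and only genes whose 3 libraries lay on 1 side of the 3 ML libraries were eligible, so the lack of overlap is no further evidence. In LL at −2, Cre06.g297049 had a log2 fold change of 6.33 (adjusted p = 5.8e-11 [3.3e-11 to 7.2e-04]), with an FPKM of 103 ± 35.5 (SD, n = 3) against 0.299 ± 0.517 in ML. Cre01.g003300 had log2 fold changes of 5.51 at −2 (5.0e-18 [4.9e-18 to 3.0e-04]) and 4.97 at +2 (1.2e-17 [2.4e-17 to 3.6e-07]) in LL. *PCK1* (Cre02.g141400), described as phosphoenolpyruvate carboxykinase, had a log2 fold change of 5.47 in LL at +2 (7.3e-19 [2.7e-20 to 1.5e-06]), from 10.7 ± 1.03 to 522 ± 62.6. In HL at −2, Cre09.g407950 had 3.03 (1.2e-05 [5.9e-08 to 0.0287]) and *FMG1A* (Cre18.g750047), described as a flagella membrane glycoprotein, had 2.89 (9.1e-11 [7.4e-12 to 0.00443]). In HL at +2, Cre10.g460326 had 4.93 (6.5e-11 [1.2e-10 to 1.6e-05]).

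Among the decreases, *PHC18* (Cre24.g755997), described as a pherophorin-like protein, had log2 fold changes of −3.47 in LL at −2 (limma adjusted p = 2.3e-05 [1.5e-06 to 0.0277]), −4.94 in LL at +2 (6.1e-09 [1.9e-09 to 8.7e-04]), and −5.02 in HL at +2 (6.6e-09 [2.0e-09 to 8.7e-04]). Its ML libraries at +2 ranged from 8.70 to 133. Cre09.g405100 had −3.38 in LL at −2 (4.6e-04 [5.2e-06 to 0.0566]). Cre09.g398450 had −4.90 in LL at +2 (1.6e-09 [2.9e-13 to 1.8e-04]), −3.79 in HL at −2 (1.6e-05 [9.4e-09 to 0.0538]), and −4.60 in HL at +2 (9.0e-09 [2.5e-12 to 4.7e-04]). Cre09.g398500 had −3.73 in HL at −2 (2.2e-06 [1.2e-08 to 0.0234]).

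Of the 16 largest changes, *ELIP4* included, 11 were called under all alternatives set for named genes, and *PHC18* and Cre09.g405100 in LL at −2 and Cre09.g407950, Cre09.g398450, and Cre09.g398500 in HL at −2 were not: they lost the call with −2 modelled alone and without replicate 2. The 11 kept their call without each replicate number and with both kinds of scaling. This argues against a single replicate or the scaling as the source of these 11 calls. As the genes were chosen for the size of their change, the size may still depend on either. For the changes that lost the call, a single replicate cannot be excluded.

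Some of these mRNAs differ widely between the ML replicates, and *PHC18* rises from ML replicate 1 to 2 to 3 at −2, +2, and +6. In ML, 38 genes kept the same order of replicates at all 5 timepoints, against a median of 10 with replicate numbers shuffled (one-sided permutation test, p = 0.000999, the smallest that 1000 shuffles can give), so noise of single libraries alone does not explain the number of such genes. *PHC18* is not one of them, so these values do not bear on it. The order was 1, 2, 3 for 14 of them, which include Cre09.g405100, Cre09.g398450, and Cre09.g398500. The 14 genes were in that order at 40.0% of the LL timepoints, against 20.4% for all genes (one-sided permutation test with 10000 random draws of genes, p = 5.0e-04), and at 32.9% of the HL timepoints, against 16.4% (p = 0.0011 in the same permutation test). Several of the 14 have close identifiers, such as Cre09.g398400, Cre09.g398450, and Cre09.g398500. Random draws treat the genes as independent, so both p may be too small. A difference between the 3 replicate experiments, shared in part by the populations, may thus underlie the spread of these 14 genes between replicates. By itself, a difference shared by the populations does not make LL or HL lower than ML. Reads shared with similar genes could not be examined without a genome sequence.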

How the results depend on the processing

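No test was used in this part beyond the alternatives, of which the omission of single libraries at −2, PCA without the 10 genes of highest variance, and the alternatives of the interaction contrasts were chosen after seeing the data. Where a value changed, the cause was not tested unless stated.

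Of the 95 log2 fold changes of named genes, all kept their direction under the alternatives except that of *NAR1B* in HL at +2, which went from −0.30 to 0.15 with quantile normalization. Calls changed least with the replicate block, where 1 was gained, and most without replicate 2, where 14 were lost and 1 was gained. Modelling a timepoint alone lost 10 calls, leaving out replicate 1 lost 8, and leaving out replicate 3 lost 4 and gained 3. Quantile normalization lost 5 and gained 4, median scaling lost 2 and gained 1, and a pseudocount of 0.1 lost 1 and gained 2.

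Of the 46 differences in the level of gene sets and clusters, 38 had the same sign throughout. The cytochrome *b*_6_*f* mRNAs in HL at +2 went from −0.26 to 0.13 with quantile normalization. The electron carriers in LL at +2 went from 0.04 to −0.025 with median scaling and −0.068 with quantile normalization. With the median over genes, LHCBM in LL at +6 went from −0.48 to 0.31, photoprotection in HL at +6 from 0.45 to −0.10, Cluster 10 in HL at +10 from −0.03 to 0.034, and Cluster 10 in LL at +10 from −0.61 to −0.45. Without single replicates, PSII and LHCA in LL at +6 and CCM in LL at +2, all near 0 at these timepoints, changed sign. Of 42 peak times, 41 were the same under all alternatives, and that of Cluster 5 in ML moved from 6 h to 2 h with the median over genes and lay between 2 and 6 h without single replicates.

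The lowest replicate correlation fell from 0.980 to 0.960 on log2(FPKM + 1), 0.934 as Spearman's rho, and 0.972 without the 10 most abundant mRNAs, and the median from 0.998 to 0.992 on log2(FPKM + 1) and 0.987 as Spearman's rho. PC1 and PC2 held 49.5% and 35.4%. On log2(FPKM + 1) they held 46.1% and 26.8% (72.9% together), scaled to unit variance 33.6% and 24.5% (58.1%), with the 500 most variable genes 55.0% and 26.0% (81.0%), and without the 10 genes of highest variance 53.1% and 29.4% (82.5%). Without single replicates PC1 held from 48.2% to 50.4%, PC2 from 34.9% to 36.5%, and the 2 together from 84.7% to 85.3%. Timepoint, light, interaction, and residual held 82.6%, 9.10%, 6.81%, and 1.50% of the variance on FPKM, 83.2%, 3.38%, 6.97%, and 6.44% with a pseudocount of 0.1, and 77.5%, 4.21%, 9.36%, and 8.96% with each gene standardised. Without single replicates the shares were 86.0% to 87.2%, 3.12% to 3.40%, 6.67% to 7.21%, and 2.89% to 3.60%.

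The percentages of rhythmic mRNAs in LL, ML, HL, and all 3 populations were 90.8%, 91.8%, 92.2%, and 83.8% with each library counted a second time, 58.4%, 54.2%, 57.7%, and 42.1% at *q* below 0.01, and 93.6%, 97.3%, 97.2%, and 92.1% with the limma F test. On log2(FPKM + 1) those in ML, HL, and all 3 were 75.7%, 78.3%, and 63.9%, and at a mean FPKM of at least 1 they were 73.7%, 77.6%, and 62.3%. Without single replicates, LL ranged from 50.3% to 56.2%, ML from 45.1% to 46.3%, HL from 49.3% to 49.9%, and all 3 from 32.6% to 34.0%. Only 10 libraries per population remain in those fits.

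The median LL phase difference lay between −0.192 and −0.085 h without single replicates, and that of HL between −0.261 and −0.187 h. The median absolute difference of LL was 0.703 h for mRNAs rhythmic with each library counted a second time and 0.558 h at a mean FPKM of at least 5, and without single replicates 0.498 to 0.564 h. For HL it was 0.483 h on log2(FPKM + 1), 0.564 h, and 0.465 h, and 0.426 to 0.447 h. Within 2 h lay 84.5% of LL mRNAs with the second counting, and 93.6% to 94.7% without single replicates. For HL these were 95.8% on log2(FPKM + 1), 91.4% with the second counting, 95.7% at the higher FPKM, and 97.6% to 97.8%. The circular correlation of LL was 0.920 on log2(FPKM + 1), 0.634 with the second counting, and 0.926 at the higher FPKM, and 0.920 to 0.982 without single replicates. That of HL was 0.906 with the second counting and 0.959 at the higher FPKM, and 0.947 to 0.988 without single replicates. As a log2 range the amplitude ratio was 0.829 for LL and 0.893 for HL, and without single replicates it was 0.859 to 0.903 and 0.906 to 0.923.

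The pseudocount changed many of the counts of increased mRNAs, but those in HL at −2 less than −2 modelled alone or the omission of replicate 1 or 2 did. With 0.1, the LL increases at −2, +2, +6, +10, and −10 were 374, 1314, 712, 805, and 1000, and with 0.01, those from +2 on were 1475, 748, 798, and 1066, against 236, 625, 287, 522, and 416. The HL increases at +2, +6, and −10 were 1344, 562, and 263 with 0.1 and 1473, 579, and 314 with 0.01, against 658, 200, and 114. The LL decreases at −2 went from 194 to 522 and 507, and the HL decreases at −2 from 40 to 85 with 0.1, at +10 from 64 to 186 and 164, and at −10 from 43 to 65 and 75. Core increases with 0.1 were 731 at +2, 295 at +6, and 175 at −10, and core decreases 13 at −2, 54 at +6, and 169 at +10. The core share at +2 fell from 69.0% to 54.4%, and without single replicates it was 65.2% to 70.5%. The shared increases in HL at −2 and −10 rose from 2 to 4, and the mRNAs increased and decreased at all 5 timepoints from 4 to 10 and 2 to 4 in LL and from 0 to 2 and 0 to 2 in HL (0.135% of the changed mRNAs). Cilia-related increases rose from 19 to 74 in LL at +2 and from 10 to 53 in HL at +6, and both became enriched. Of the mRNAs that the paper lists as changed in LL, 93.6% and 89.6% of the increases and decreases at −2 and 95.5% and 89.8% of those at +2 were called, against 71.5%, 35.1%, 59.4%, and 82.4%, and of its core increases at +2, 74.8% against 63.4%.

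With a timepoint modelled alone, LL at −2 had 126 increases and 29 decreases, HL at −2 had 10 and 0 (85 at an unadjusted p under 0.05), and HL at +6 had 62 decreases. Core increases were 10 at −2 and 82 at +6, and core decreases at −2 were 0 (9 at an unadjusted p under 0.05). Of the paper's LL mRNAs at −2, 44.7% of the increases and 6.09% of the decreases were called. With the stricter filter, LL increases at −2 were 153 and LL decreases at +10 were 118. Median scaling gave 321 HL decreases at +2, and core decreases of 114 at +2 and 61 at +6. Quantile normalization gave 105 HL decreases and 96 core decreases at +10. At an adjusted p threshold of 0.05, HL decreases at −2 were 74 and core decreases at −2 were 9, and 1 mRNA was decreased at all 5 timepoints in HL (0.0595%). Cilia-related genes chosen by description gave 16 increases in LL at +6, no longer enriched.

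Without single replicates, LL decreases at −2 ranged from 37 to 304 and at +10 from 108 to 258. HL increases at −2 ranged from 4 to 32, and HL decreases from 1 to 83 at −2 and from 19 to 45 at −10. Core increases at −2 ranged from 3 to 29, and core decreases from 0 (12 at an unadjusted p under 0.05) to 9 at −2 and from 15 to 38 at −10. The mRNAs decreased at all 5 timepoints in LL ranged from 0 (6 and 1 at an unadjusted p under 0.05 without replicate 1 and without replicate 2) to 3, and the share of LL changes at all 5 from 0.112% to 0.334%. Shared HL increases ranged from 1 to 3 between −2 and −10 and from 2 to 4 between −2 and +10. The interaction counts ranged from 1083 to 1998 and 3040 to 3656 in LL, and from 649 to 1532 and 1978 to 2310 in HL, for +2 against −2 and against +10. Without single libraries at −2, LL decreases ranged from 111 to 307 and HL decreases from 17 to 64. The counts at −2 are thus the least stable. The number of calls was highest at +2 in LL and HL under each of these alternatives except quantile normalization, with which it was highest at +10 in LL and almost the same at +2 and +10 in HL.

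With the replicate number as a block, 1 mRNA was decreased at all 5 timepoints in HL (0.062%), and 236 of the 237 LL increases at −2 were also called without the block. Deviations from the group mean correlated by 0.066 between same-numbered libraries of different populations. Between same-numbered libraries of different timepoints they correlated by 0.0279, so the numbers pair the libraries weakly. Between other numbers the values were −0.033 and −0.014. Deviations cancel within a group, which ties these 2 values to the others, so they are no separate baseline.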

Differences from the paper's values

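A gap counts as closed here when the values are within 1.5-fold of each other or no further apart than the SD over the fits that each left out one replicate. At +10, 201 mRNAs were decreased in LL, against the paper's about 77 in Fig. 3A, read by eye. Of the 14 alternatives set before the data were examined, the stricter filter, median scaling, and the omission of replicate 3 closed the gap, the stricter filter (118) and median scaling (144) only by the SD, and the others did not. At +10, 473 mRNAs were increased in HL, against the paper's about 310 in Fig. 3A, read by eye. The stricter filter, +10 modelled alone, and the omission of replicate 3 closed the gap, and the other 11 of the 14 did not. At +2, 213 mRNAs were decreased in HL, against the paper's about 120 in Fig. 3A, read by eye. The stricter filter and quantile normalization closed the gap, and the other 12 did not. At −10, 43 mRNAs were decreased in HL, against the paper's about 16 in Fig. 3A, read by eye. The omission of replicate 1 (26, only by the SD) or of replicate 2 closed the gap, and the other 12 did not.

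At −2, 194 mRNAs were decreased in LL, against 345 in the paper's supplementary list. A pseudocount of 0.01, median scaling (211, only by the SD), the omission of replicate 3, and an adjusted p threshold of 0.05 closed the gap, and the other 10 alternatives set before the data were examined did not. Closing the gap in number did not mean calling the same mRNAs. Of the paper's 345, 35.1% were called here, 35.9% at an adjusted p threshold of 0.05, and 89.6% with a pseudocount of 0.1. That pseudocount gave 522 decreases in total. The median log2 fold change of the listed mRNAs was −0.75 here and −2.07 with 0.1. The pseudocount of 1 thus kept many of them below the fold change threshold. Core HL-responsive decreases at −10 were 38, against 13 in the paper's supplementary list. The omission of replicate 1 (20, only by the SD) or of replicate 2 closed the gap, and the other 8 of 10 alternatives did not.

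The share of changed mRNAs that were changed at all 5 timepoints was 0.233% in LL and 0% in HL (2 mRNAs were decreased at all 5 at an unadjusted p under 0.05), against the paper's 1% of mRNA changes. None of the 7 alternatives set before the data were examined closed the gap in either population. The paper does not state whether its 1% is a share of changed mRNAs or of single changes. LL had 3524 single changes in 2572 changed mRNAs, so the LL gap may come from the unit. In HL the share is 0% in either unit.

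The paper states that *LHCSR* mRNA rises with light intensity. At −2, the log2 fold changes of *LHCSR3A* and *LHCSR3B* in LL relative to ML were 1.75 and 2.13. At the same time, *LHCSR1* was lower in HL than in ML by a log2 fold change of −1.29, which was not called but was called with the replicate block, median scaling, quantile normalization, or the omission of replicate 3. The paper states that the targets of *LCR1* increased in expression in HL, from a list that covers transcripts or proteins. It also reports more HLA3, NAR1B, and CAH4 protein in HL at several timepoints. Proteins were not analysed here, so the mRNA values below do not contradict these statements. The mRNA of *NAR1B* was not called increased in HL at any timepoint, with log2 fold changes of −0.30 at +2 and 0.59 at +10, and none of the alternatives called it. The mRNA of *CAH4* had a log2 fold change of 0.996 in HL at +2 and was called with quantile normalization.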

Other observations

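The tests in this part were set out before their results were seen, except PCA without the 10 genes of highest variance, which was chosen after the PCA had been seen.

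PC1 and PC2 together hold more variance on FPKM than on log2(FPKM + 1). The 10 genes of highest variance hold 35.6% of the variance and the 100 of highest variance 81.5%, and without the 10 the 2 components hold 82.5%. A few genes of high FPKM may contribute to the higher share, but these values neither establish nor exclude it.

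Few mRNAs increased in HL at +10 or −10 were also called at −2. One candidate explanation is the threshold, with the same mRNAs still higher at −2 by less than it requires. Of the 114 mRNAs called at −10, 67.5% were higher in HL at −2, with a median log2 fold change of 0.12, against 50.1% of all tested mRNAs, so a contribution of the threshold cannot be told apart from a real decline. Of the 473 called at +10, 53.3% were higher at −2, with a median of 0.02, which speaks against the threshold as the explanation. In the other direction, 82.4% of the 34 mRNAs called at −2 were higher at +10 and 41.2% at −10.

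If a population ran behind ML in the diurnal program, each mRNA would move from its ML value towards the ML value of the previous timepoint. Across genes, the slope of the change on that step was positive at 2 timepoints in LL and at 1 in HL, of 5 each. A delay of the whole population was thus not seen at the spacing of the timepoints.

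The deposited group values differ from the mean of the 3 replicate values by more than 1.5-fold for 90 genes (0.511%). Of these, 50 could be placed on the chromosomes, and 8.00% of them lie next to another such gene, against a median of 0% and a highest share of 8% in random draws of genes (one-sided permutation test, p = 0.00999). Reads shared between neighbouring genes may be divided differently in the group estimate for some of them. Replicate values were used throughout.

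The enrichment of cilia-related mRNAs among the core HL-responsive increases was tested against the scaling of the libraries. With quantile normalization the odds ratio was 7.61 (123 of 695 mRNAs, one-sided Fisher's exact test, p = 1.7e-54), against 9.05 without it, so scaling alone does not explain the enrichment. This p, too, treats genes as independent.

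The mRNAs called here and in the paper's lists for LL at −2 and +2 and for the core HL-responsive set never had opposite directions. The ELIP mRNAs were not only a HL response: *ELIP9* had an FPKM of 140.2 ± 20.7 (SD, n = 3) in LL, 38.3 ± 5.53 in ML, and 69.6 ± 12.6 in HL at −2, with the LL group including the library of lowest depth.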
